# The Sixth Element: a 102-kb RepABC Plasmid of Xenologous Origin Modulates Chromosomal Gene Expression in Dinoroseobacter shibae

**DOI:** 10.1128/msystems.00264-22

**Published:** 2022-08-03

**Authors:** Sonja Koppenhöfer, Jürgen Tomasch, Victoria Ringel, Lukas Birmes, Henner Brinkmann, Cathrin Spröer, Michael Jarek, Hui Wang, Silke Pradella, Irene Wagner-Döbler, Jörn Petersen

**Keywords:** *Roseobacteraceae*, plasmid stability, transcriptomics, denitrification, heavy metal resistance, CtrA regulon

## Abstract

The model organism Dinoroseobacter shibae and many other marine *Rhodobacterales* (*Roseobacteraceae*, *Alphaproteobacteria*) are characterized by a multipartite genome organization. Here, we show that the original isolate (Dshi-6) contained six extrachromosomal replicons (ECRs), whereas the strain deposited at the DSMZ (Dshi-5) lacked a 102-kb plasmid. To determine the role of the sixth plasmid, we investigated the genomic and physiological differences between the two strains. Therefore, both genomes were (re)sequenced, and gene expression, growth, and substrate utilization were examined. For comparison, we included additional plasmid-cured strains in the analysis. In the Dshi-6 population, the conjugative 102-kb RepABC-9 plasmid was present in only about 50% of the cells, irrespective of its experimentally validated stability. In the presence of the sixth plasmid, copy number changes of other ECRs, in particular, a decrease of the 86-kb plasmid, were observed. The most conspicuous finding was the strong influence of plasmids on chromosomal gene expression, especially the repression of the CtrA regulon and the activation of the denitrification gene cluster. Expression is inversely controlled by either the presence of the 102-kb plasmid or the absence of the 86-kb plasmid. We identified regulatory genes on both plasmids, i.e., a sigma 70 factor and a quorum sensing synthase, that might be responsible for these major changes. The tremendous effects that were probably even underestimated challenge the current understanding of the relevance of volatile plasmids not only for the original host but also for new recipients after conjugation.

**IMPORTANCE** Plasmids are small DNA molecules that replicate independently of the bacterial chromosome. The common view of the role of plasmids is dominated by the accumulation of resistance genes, which is responsible for the antibiotic crisis in health care and livestock breeding. Beyond rapid adaptations to a changing environment, no general relevance for the host cell’s regulome was attributed to these volatile ECRs. The current study shows for the model organism D. shibae that its chromosomal gene expression is strongly influenced by two plasmids. We provide evidence that the gain or loss of plasmids not only results in minor alterations of the genetic repertoire but also can have tremendous effects on bacterial physiology. The central role of some plasmids in the regulatory network of the host could also explain their persistence despite fitness costs, which has been described as the “plasmid paradox.”

## INTRODUCTION

Plasmids are DNA molecules that replicate independently of the chromosome and are one of the major driving forces of prokaryotic evolution via horizontal gene transfer (1). Plasmids are usually transmitted by conjugation, i.e., via direct cell-cell contact between a donor and a recipient, thus enabling the transfer of larger amounts of genetic information than by transduction or transformation (transfer of genetic material via phages or uptake from the environment). Prominent examples are modular resistance gene cassettes against multiple antibiotics, which are especially feared in the hospital environment (2), or the 40-kb photosynthesis gene cluster of *Proteobacteria* (3). Plasmid-borne genes that are not required for replication or maintenance are part of the accessory gene pool that provide new physiological traits, contribute public goods like biofilm components, or can harm neighboring cells, to mention but a few (4, 5). In this way, they have the potential to open up new ecological niches for the host (1).

Plasmids interact with the chromosome of the host cell in complex ways. Transposable elements and integrons mediate intragenomic gene transfer between different replicons, as reported previously for the carbapenem resistance genes in *Enterobacteriaceae* (6, 7). So-called genomic dominance, i.e., the presence of multiple copies of a gene localized on plasmids and the chromosome, might have substantial phenotypic effects on the organism (8, 9). An interplaying regulation of gene expression has recently been documented for two plasmids of the rhizobial strain Agrobacterium tumefaciens 15955. The tumor-inducing plasmid pTi15955 and the megaplasmid pAt15955 carry paralogous quorum sensing (QS) systems that preferentially activate their own *tra* genes for conjugative transfer and cross-activate the *tra* genes of both replicons, respectively (10). Moreover, it has already been found that the uptake of plasmids as single-stranded DNA sequences into the cell has a major influence on chromosomal gene expression via the induction of the bacterial SOS response (11). An active SOS response system increases the mutagenesis rate of the cell and, thus, bacterial evolvability (12, 13).

Carrying a plasmid is energetically costly since the additional DNA needs to be replicated and the genes have to be transcribed (14). Therefore, its stable maintenance should either confer a growth advantage or ensure the survival of the cell in the natural habitat. The frequency of experiencing such conditions in the environment, the strength of the selective pressure, and the energetic costs of maintaining the plasmid determine its prevalence in a population (15, 16). Maintenance, especially of small cryptic plasmids, is ensured by addiction modules such as toxin-antitoxin systems that represent the archetype of selfish genes (17). Without selection pressure, plasmid-free cells are therefore expected to outperform plasmid-carrying cells, and the plasmid becomes extinct (18). However, the plasmid burden, which was initially investigated in carbon-limited chemostat cultures of Escherichia coli (14), might have a much lower or even negligible relevance in nutrient-rich natural habitats because total DNA synthesis in bacteria consumes only about 3% of the cell’s energy budget (19).

*Roseobacteraceae* (syn., *Roseobacter* clade, *Roseobacter* group, or roseobacters) are marine representatives of the order *Rhodobacterales* within the class *Alphaproteobacteria* (20). This group is one of the most abundant and extensively studied bacterial lineages in the ocean and is especially dominant in coastal regions, algal blooms, and, with specific taxa, also polar regions (21, 22). *Roseobacteraceae* genomes are characterized by the high number and diversity of extrachromosomal replicons (ECRs) that have been identified in many members (21). Low-copy-number plasmids with a RepABC-type replication system are the most abundant ECRs of this family (23, 24). Biofilm plasmids with a characteristic rhamnose operon, which were first discovered in Phaeobacter inhibens DSM 17395, mediate the switch between a motile and a sessile lifestyle (25, 26). Further ECRs of *Roseobacteraceae* with an essential role in survival in the environment are flagellar and photosynthesis plasmids and those encoding the synthesis pathways for the antibiotic tropodithietic acid (3, 27).

Dinoroseobacter shibae DFL 12 is one model organism of the *Roseobacteraceae* and was originally isolated from the phycosphere of the dinoflagellate Prorocentrum lima (28). It has been well investigated for its quorum sensing system (29), gene transfer agent (30), metabolic adaptations (31, 32), and interaction with the algal host (28, 33–35). The genome of D. shibae comprises five ECRs: two chromids (153 and 72 kb) with chromosome-like GC content and codon usage and three genuine plasmids (191, 126, and 86 kb) showing a largely deviating genomic imprint (23, 27). The two syntenous RepABC-type plasmids of 191 and 126 kb in size, which have been classified as RepABC-9 and RepABC-2 (28), contain characteristic type IV secretion systems (T4SSs) that mediate their conjugational transfer (18, 23). The expression levels of these T4SSs increased 2- to 3-fold when a quorum sensing-deficient strain was complemented by the external addition of *N*-acyl-homoserine lactones (AHLs) (33). In cocultivation experiments with the dinoflagellate Prorocentrum minimum, the 191-kb plasmid was found to be responsible for algal killing (34, 35). The three remaining ECRs of 153, 86, and 72 kb in size were classified according to their replication systems as RepA-I-, RepABC-1-, and RepB-I-type replicons (23). The 153-kb chromid plays an essential role, at least under salt shock conditions (36); the 86-kb plasmid affects energy production and harbors one of three quorum sensing synthases (29); and the 72-kb chromid is crucial for survival during starvation and oxidative stress (37). The SOS system, in combination with quorum sensing and cell cycle control, is part of an integrated transcriptional regulatory network (38).

The type strain of *D. shibae* was deposited at the DSMZ (German Collection of Microorganisms and Cell Cultures) more than 15 years ago as DSM 16493^T^ (DFL 12^T^). However, pulsed-field gel electrophoresis (PFGE) showed that the deposited and genome-sequenced strain with five ECRs (28) has lost a sixth replicon with a size of 102 kb that was present in the original isolate (39). Meanwhile, this DFL 12^T^ isolate with six ECRs has been deposited at the DSMZ as strain DSM 112351. For the sake of brevity, *D. shibae* strain DSM 16493^T^ with five ECRs is designated Dshi-5, and strain DSM 112351 with six ECRs is named Dshi-6.

Here, we completely (re)sequenced the genomes of Dshi-5 and Dshi-6 to identify possible additional genetic differences between the two deposited genetic variants of DFL 12^T^. We then studied the physiological role of the 102-kb plasmid in *D. shibae*, namely, its prevalence in the population, gene expression, and effect on growth, heavy metal tolerance, and substrate utilization. By comparing the transcriptomes of Dshi-5 and Dshi-6, we found that the sixth element had a huge impact on chromosomal gene expression. Therefore, we asked if this finding was specific to the 102-kb plasmid or would also occur upon the loss of other ECRs. By analyzing the transcriptomes of Dshi-5 mutants cured of the 191-kb (killer) plasmid, the 86-kb (quorum sensing) plasmid, and the 72-kb (starvation) chromid in comparison to wild-type Dshi-5, we found both specific and shared responses to the loss of the ECRs.

## RESULTS

### Genome sequencing of Dinoroseobacter shibae DFL 12^T^.

The genome-sequenced type strain of Dinoroseobacter shibae, DFL 12^T^ (DSM 16493^T^) (Dshi-5), contains five extrachromosomal replicons (ECRs) (28). However, pulsed-field gel electrophoresis (PFGE) analyses of the original *D. shibae* DFL 12^T^ glycerol stock (Dshi-6) surprisingly showed the presence of a sixth plasmid with a size of 102 kb (Fig. 1A), which was lost during preservation and deposition in the public culture collection.

**FIG 1:**
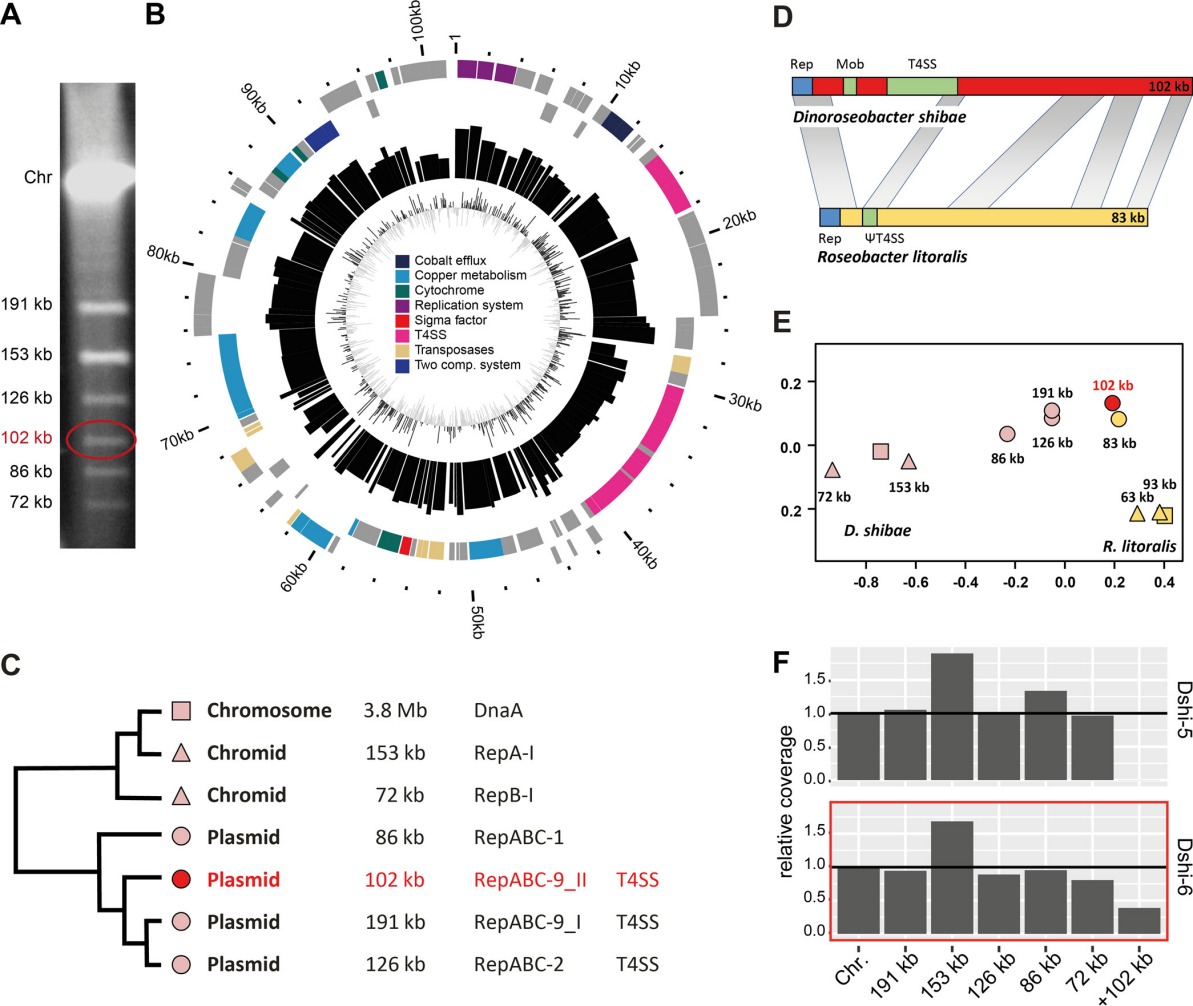
The 102-kb plasmid of *D. shibae*. (A) Pulsed-field gel electrophoresis of strain Dshi-6. (B) Circular visualization of the 102-kb plasmid, with major gene groups indicated. The plasmid was oriented based on its RepABC-9_II-type replication system. The outer to inner rings show (i) the scale of plasmid size in kilobases; (ii) the locations of gene groups on the plus and minus strands, where groups were identified based on automatic and manual annotations; (iii) gene expression via bar plots of the log reads per kilobase per million mapped reads (RPKM) with a scale of 5 to 19; and (iv) GC skew. (C) Classification of chromids and plasmids based on relative synonymous codon usage (RSCU) analysis. (D) Synteny plot of the 102-kb plasmid from *D. shibae* and the 86-kb plasmid from Roseobacter litoralis. *Mob*, *virD*-type mobilization genes. (E) RSCU analysis of Dshi-6 and *R. litoralis*. (F) Coverage of all replicons in Dshi-5 and Dshi-6. Coverage is shown relative to the chromosome with 1 equivalent per cell.

We isolated, sequenced, and annotated the additional 102-kb plasmid, which is available under BioProject accession number PRJNA814221. (Re)sequencing of the complete genomes of both *D. shibae* strains (Dshi-5 [GenBank assembly accession number GCA_000018145.1] and Dshi-6 [accession number GCA_023558335.1]) documented their identity, except for the loss of the sixth element and the presence of one single-nucleotide polymorphism (SNP) on the chromosome of Dshi-5 (see Table S1B in the supplemental material). This SNP is located in the 30S ribosomal protein S1 gene (RpsA [Dshi_1025]) of Dshi-6 and leads to an amino acid exchange from glutamic acid to lysine (E205K). A phylogenetic comparison with 20 closely related *Roseobacteraceae* showed that lysine represents the prevalent amino acid at RpsA protein position 205 (Table S1C). The strain with six ECRs was hence deposited at the DSMZ to allow future comparisons of the original Dshi-6 isolate (DSM 112351) to the spontaneously cured mutant isolate Dshi-5 (DSM 16493^T^).

10.1128/msystems.00264-22.10 TABLE S1 (A) Complete data set of all strains used in this study. (B) Comparison of the Dinoroseobacter shibae DSM 16493^T^ reference genome sequence with the sequences of the resequenced Dshi-5 strain (DSM 16493^T^) and Dshi-6 (DSM 112351). (C) Amino acid alignment of the 30S ribosomal protein S1 (RpsA [Dshi_1025]). Mutations of the original glutamic acid (E) of Dshi-5 at position 205 are highlighted in red. Conserved amino acids are indicated by a dot. (D) GenBank accession numbers for RepA, RepB, and RepC proteins of RepABC-9-type plasmid replication systems used for phylogenetic analyses. (E) Homologous proteins shared by the six extrachromosomal replicons of Dinoroseobacter shibae DSM 112351. (F) Homologous proteins of *P. inhibens* P88 plasmid pP88_b, Roseobacter litoralis DSM 6996^T^ plasmid pRLO149_83, and the 102-kb plasmid. Download Table S1, XLSX file, 0.7 MB. Copyright © 2022 Koppenhöfer et al. 2022 Koppenhöfer et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Finally, we sequenced the complete genome of *D. shibae* DFL-36 (GenBank assembly accession number GCA_023558355.1), which was isolated from another dinoflagellate culture (40). This reference strain also comprises the 102-kb plasmid, and its genome organization with six ECRs is identical to that of Dshi-6.

### The 102-kb plasmid of Dinoroseobacter shibae Dshi-6 (DSM 112351).

The sixth ECR of *D. shibae* comprises a total of 116 protein-encoding genes (Fig. 1B). Relative synonymous codon usage (RSCU) analysis of the complete *D. shibae* genome (23) showed that the additional 102-kb replicon represents a genuine plasmid (Fig. 1C). This assessment is in agreement with the presence of a characteristic type IV secretion system (T4SS), including the *virD2D4* mobilization operon for plasmid conjugation. The functionality of homologous T4SSs from the 191- and 126-kb sister plasmids has been experimentally validated (33, 41). The presence of a two-component system (Dshi_6153-Dshi_6154) and a sigma 70 factor (Dshi_6114) indicates the potential regulatory interference of the 102-kb plasmid with the gene expression of the host genome.

The 102-kb plasmid contains a characteristic RepABC-type replication system that ensures its maintenance with 1 or 2 copies per cell (24). Phylogenetic analysis of the replicase RepC (Dshi_6053) showed that two replicons of *D. shibae* (102 kb and 191 kb) represent RepABC-9-type plasmids (Fig. S1A and Table S1D). A comparable observation was made for two RepC proteins from Marinovum algicola DSM 10251^T^ that are also located in the RepC-9 subtree. These findings were surprising because the phylogenetic position of plasmid replication proteins (and their adjacent partitioning) in distinct subtrees is generally regarded as a diagnostic trait for the identification of compatibility groups in *Rhodobacterales* (24, 42). Accordingly, we analyzed the RepA, RepB, and RepC proteins of 26 RepABC-9 modules from *Roseobacteraceae* separately with their closest rhizobial relatives (Fig. S1A and Table S1D). The phylogenies clearly documented the synchronous evolution of the RepA and RepB partitioning proteins, in contrast to the replicase RepC, which showed a scattered distribution. The *parAB* partitioning modules of RepABC-9 plasmids were recruited twice from rhizobia (*Hyphomicrobiales*), and the localization of M. algicola DSM 10251^T^ in two RepA/B-9_I subtrees, which are color-coded in blue and green in Fig. S1A, is a strong indicator of different compatibility groups. This conclusion is supported by the presence of diagnostic palindromes that serve as specific *cis*-acting anchors for RepB-mediated plasmid partitioning (Fig. S1B) (24). Accordingly, the current study revealed the presence of five different compatibility groups for RepABC-9-type plasmids from *Rhodobacterales*.

10.1128/msystems.00264-22.1 FIG S1 (A) Phylogenetic RepA, RepB, and RepC analyses of RepABC-9-type plasmid replication modules of *Rhodobacterales*. The complete set of RepC-9 replicase sequences and the adjacent RepA and RepB partitioning genes have been analyzed with rhizobial outgroup sequences (see Table S1D in the supplemental material). The color-code indicates putative compatibility groups of RepABC-9-type replication modules. Blue, RepABC-9_I; orange, A4-B4-C9; green, A12-B12-C9; red, RepABC-9_IIa; pink, RepABC-9_IIb. RepA, RepB, and RepC-9 phylogenies are presented with bright gray and yellow backgrounds, respectively. Taxa with two RepABC-9-type plasmids are shown in boldface type. Dark gray boxes highlight the synchronous evolution of the RepA, RepB, and RepC-9 proteins. ●, 100% bootstrap support. (B) Consensus palindrome sequences of RepABC-9-type plasmids according to phylogenetic analyses (Fig. S1A). Download FIG S1, DOCX file, 1.1 MB. Copyright © 2022 Koppenhöfer et al. 2022 Koppenhöfer et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

All genes of the 102-kb plasmid are expressed (Fig. 1B). However, a comparison of the average transcription levels of the chromosome and ECRs in Dshi-6 clearly showed that the expression level of the 102-kb plasmid is about 50% lower than those of the other ECRs and the chromosome (Fig. S2), most likely as a result of the presence of this ECR in only 50% of the cells (see below). 

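The genes of the 102-kb plasmid were not analysed here, since the counts used list only the chromosome and the other 5 ECRs. For these, the median number of counts per kb of coding sequence was divided by that of the chromosomal genes of the same library. In Dshi-6 this ratio was 0.888 ± 0.0187 (SD, n = 3 cultures) for the 191-kb replicon, 0.743 ± 0.0210 for the 153-kb replicon, 1.08 ± 0.0323 for the 126-kb replicon, 1.05 ± 0.0642 for the 86-kb replicon and 0.421 ± 0.0530 for the 72-kb replicon. The genes of the 72-kb replicon thus had the lowest level of these ECRs, and in Dshi-5, without the 102-kb plasmid, their ratio was 0.467 ± 0.0202 (n = 3). The difference of the 72-kb ratio between the strains was within the spread between cultures (exact two-sided permutation test, p = 0.3, where 0.1 is the smallest p that 3 against 3 cultures allow). This depends on the measure, since the share of all counts on genes of the 72-kb replicon was higher in each Dshi-6 library (0.518% to 0.570%) than in each Dshi-5 library (0.379% to 0.408%).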

Interestingly, this ECR contains a high number of genes related to heavy metal resistance that were annotated as genes for copper and cobalt transport systems. However, no differences were observed in growth experiments comparing the copper, cobalt, and zinc resistance of strains Dshi-5 and Dshi-6, while the latter showed slightly increased resistance to silver nitrate (Fig. S3).

10.1128/msystems.00264-22.2 FIG S2 Comparison of the gene expression levels of all seven replicons from Dshi-6. The box plots for three biological replicates (rep1, rep2, and rep3) are shown on a logarithmic scale. Median expression values of the replicons from replicate 1 are as follows: 2,206× for the chromosome (GenBank accession number NC_009952.1), 1,713× for pDSHI01 (accession number NC_009955.1), 1,228× for pDSHI02 (accession number NC_009956.1), 1,740× for pDSHI03 (accession number NC_009957.1), 2,529× for pDSHI04 (accession number NC_009958.1), 1,008× for pDSHI05 (accession number NC_009959.1), and 501× for pDSHI06 (accession number CP097546.1). Download FIG S2, DOCX file, 0.1 MB. Copyright © 2022 Koppenhöfer et al. 2022 Koppenhöfer et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/msystems.00264-22.3 FIG S3 Growth kinetics of strains Dshi-5 (five ECRs) and Dshi-6 (six ECRs) in artificial seawater (ASW) medium with succinate and different heavy metals. Growth was monitored over 50 h and measured as the optical density at 600 nm. Download FIG S3, DOCX file, 0.3 MB. Copyright © 2022 Koppenhöfer et al. 2022 Koppenhöfer et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Homologs of the sixth element.

The 102-, 86-, 191-, and 126-kb plasmids share homologous regions that comprise transposase and integrase genes (Table S1E and Fig. S4A). The 102-kb plasmid also shares conserved regions with plasmids from other *Roseobacteraceae* (Table S1F and Fig. S4B). The closest relative of the sixth element is the syntenous 83-kb plasmid pRLO149_83 from Roseobacter litoralis DSM 6996^T^, with a query coverage of 51% and a sequence identity of up to 98% (Fig. 1D). This plasmid harbors a homologous RepABC-9_II replication cassette (Dshi_6051-Dshi_6053) but lost the capacity for conjugation due to a deletion within the structurally conserved T4SS (missing proteins are VirD2, VirD4 [Dshi_6068-Dshi_6069], VirB11, VirB10, VirB9, VirB8, VirB6, VirB5, and lytic glycosylase [Dshi_6080-Dshi_6088]).

10.1128/msystems.00264-22.4 FIG S4 (A) Sequence alignment of the 102-kb plasmid with three other *D. shibae* replicons. (B) Mauve alignment of the 102-kb plasmid (Dshi-6) with four *Roseobacteraceae*. Download FIG S4, DOCX file, 0.4 MB. Copyright © 2022 Koppenhöfer et al. 2022 Koppenhöfer et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

The RSCU analysis of all *D. shibae* and R. litoralis replicons also documents the common origin of the syntenous 102-kb and 83-kb plasmids, but moreover, it shows the great distance from their respective chromosomes (Fig. 1E). This genomic imprint reflects the xenologous origin of both RepABC-9_II plasmids, and it suggests comparably late recruitment by their current host.

### Copy number and population prevalence of ECRs.

We then compared the read coverage of the ECRs obtained from DNA sequencing to that of the chromosome to determine their copy numbers (Fig. 1F). In the Dshi-5 reference strain, most ECRs have the same coverage as the chromosome (191 kb, 126 kb, and 72 kb). Therefore, they can be considered single-copy replicons. The coverage of the 86-kb plasmid is increased by about 30%, and the one of the 153-kb chromid is almost doubled. In contrast, the copy numbers of all ECRs are slightly reduced in the Dshi-6 strain, most notably that of the 86-kb plasmid. Examination of the influence of other ECRs showed that experimental curing of the 191-kb and 86-kb plasmids also reduced the coverage of the 86-kb plasmid and the 72-kb chromid, respectively (Fig. S5A and B). Remarkably, the relative abundance of the 102-kb plasmid is <50% compared to the chromosome. These results suggest that the 102-kb plasmid might be comparably unstable and becomes lost during cultivation.

10.1128/msystems.00264-22.5 FIG S5 (A) Coverage of all replicons in each strain used in the study. (B) Coverage of *D. shibae* replicons in different wild-type and curing strains. Download FIG S5, DOCX file, 0.7 MB. Copyright © 2022 Koppenhöfer et al. 2022 Koppenhöfer et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

In order to investigate the stability of the sixth element, we randomly mutagenized Dshi-6 with the mariner transposon, investigated the insertion sites of 384 gentamicin-resistant colonies, and finally identified a single transposon mutant that tagged the 102-kb plasmid (mutant Dshi-6::Gm_102kb, position 9188 [plus strand]; gene Dshi_6060) (Fig. S6A). Three stability assays of this mutant showed that 99.6% (448/450) of the tested colonies still contained the 102-kb plasmid after at least 7 days of continuous cultivation in either marine broth (MB) or saltwater medium (SWM) (Fig. S6B to D). These findings demonstrate that the 102-kb plasmid of *D. shibae* is stable in both media, but they also show that spontaneous losses of this ECR occasionally occur.

10.1128/msystems.00264-22.6 FIG S6 Transposon mutant and stability tests of the 102-kb strain. Download FIG S6, DOCX file, 1.6 MB. Copyright © 2022 Koppenhöfer et al. 2022 Koppenhöfer et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Next, we examined the distribution of the 102-kb replicon in the original isolate Dshi-6 (*D. shibae* DSM 112351) to better resolve the contradiction between its experimentally confirmed stability and its low abundance compared to the chromosome. Investigation of a total of 70 colonies with specific duplex PCR targeting the 102-kb (test) and 191-kb (positive-control) plasmids showed that 35 of the 70 tested colonies lacked the 102-kb plasmid, whereas the 191-kb plasmid was present in all colonies (Fig. S7). This outcome reflects the genetic heterogeneity of the Dshi-6 population with respect to the 102-kb plasmid. Moreover, the very tight copy number control of RepABC-type replicons, where all compatible RepABC-1 (86-kb), RepABC-2 (126-kb), and RepABC-9_I (191-kb) plasmids of *D. shibae* are present in a single copy per cell (Fig. S5B), allowed us to explain the coverage anomaly. The absence of the sixth element in half of the population is thus in accordance with the roughly 50% prevalence of this plasmid in the genome sequencing data.

10.1128/msystems.00264-22.7 FIG S7 Duplex PCR of 70 *D. shibae* DSM 112351 (Dshi-6) colonies for the detection of the 102-kb plasmid and the 191-kb plasmid. Download FIG S7, DOCX file, 1.0 MB. Copyright © 2022 Koppenhöfer et al. 2022 Koppenhöfer et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Influence of different plasmids and chromids on growth.

We investigated the growth of five *D. shibae* strains with different ECR profiles in MB and SWM (Fig. S8). Dshi-5 and Dshi-6 showed nearly identical curves in SWM and similar curves in MB medium, which clearly documented that the loss of the 102-kb plasmid in Dshi-5 did not influence the growth behavior. A similar result with indistinguishable growth curves was obtained for the comparison of Dshi-5 and Δ72kb. In contrast, strain Δ86kb exhibited a conspicuous decline in the optical density at 600 nm (OD_600_) after 25 h of cultivation in MB medium (Fig. S2), whereas Δ191kb showed an increased lag phase in SWM and reached a higher maximum OD_600_ in MB medium. Accordingly, our comparison shows that neither the 72-kb chromid nor the 102-kb plasmid had a major influence on the growth of *D. shibae* under the tested conditions. In contrast, plasmid curing of the 86-kb and 191-kb plasmids resulted in different growth performances of the mutants. Finally, the comparison between SWM and MB medium showed that all five strains grew much better in nutrient-rich MB medium.

10.1128/msystems.00264-22.8 FIG S8 Growth kinetics of strains Dshi-5 (five ECRs), Dshi-6 (six ECRs), and three curing mutants of Dinoroseobacter shibae (Δ72kb, Δ86kb, and Δ191kb) (four ECRs) in different media. Strains were grown in either marine broth (MB) or artificial seawater (ASW) medium with succinate. Growth was monitored over 50 h and measured as the optical density at 600 nm. Download FIG S8, DOCX file, 0.3 MB. Copyright © 2022 Koppenhöfer et al. 2022 Koppenhöfer et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### The 102-kb plasmid modulates chromosomal gene expression.

The expression of multiple genes was affected by the presence of the 102-kb plasmid (Fig. 2). This included the upregulation of inositol and galactose metabolism and denitrification clusters as well as the downregulation of flagellar, *tad* pilus, alginate metabolism, and cyclic di-GMP genes and the cell cycle regulator DivL (Fig. 2B). 

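RNA was sequenced from 3 cultures (biological replicates A, B and C) of each of 5 strains, among them Dshi-6, which carries 6 ECRs including the 102-kb plasmid, and Dshi-5, which carries 5 ECRs. The strains were grown in MB medium at 28°C for about 9 h, and the libraries were made from rRNA-depleted RNA. The authors clipped the reads, mapped them to the reference genome with bowtie2 and counted the reads on each protein-coding sequence with featureCounts, and these counts were deposited without normalization. They cover 4194 genes, 3584 of them on the chromosome, and none of the 102-kb plasmid. By the settings recorded with the counts, a read was counted on every gene of its strand that it overlapped and at every place of mapping reported for it. Reads can thus be shared by 1408 genes that overlap another gene on the same strand. The same holds for 176 genes whose RefSeq protein is also encoded elsewhere in the genome. The Dshi-6 libraries held between 15748670 and 30218468 counts (median 24405478) and the Dshi-5 libraries between 18873740 and 26752592 (median 20189004). All 15 libraries were fitted together with edgeR's quasi-likelihood method after TMM normalization and removal of genes with low counts, and each strain was compared with Dshi-5. Genes with a Benjamini-Hochberg adjusted p at or below 0.05 are given as differentially expressed. In Dshi-6 these were 1822 of 3581 tested chromosomal genes, 1048 with a higher and 774 with a lower level. The alternative that changed this number most was a test against an absolute log2 fold change of 1 (glmTreat), which gave 286 genes, 103 higher and 183 lower. Levels of single genes are given as CPM after normalization, with the SD of the 3 cultures.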

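The 15 genes from Dshi_1265 to Dshi_1279 (inositol) had a median log2 fold change of 4.30 in Dshi-6, and all 15 were differentially expressed. Between the Dshi-6 cultures this median ranged from 2.21 to 5.03 (SD 1.46, n = 3), so its size varied widely while its direction held in each culture. For the 6 genes from Dshi_1239 to Dshi_1244 (galactose) the median was 1.88 (SD 0.23), again with all 6 differentially expressed. The 40 genes of the denitrification region had a median of 3.59 (SD 0.62), with 33 genes higher and 1 lower. Lower levels were found for all 37 flagellar genes (median -2.29, SD 0.32), for the 10 genes of the Tad pilus (Dshi_1121 to Dshi_1130, median -1.87, SD 0.30) and for the 10 alginate genes (median -1.93, SD 0.14). Of the cyclic di-GMP genes, the annotation used here allowed only Dshi_0329 to be identified, which is annotated as diguanylate cyclase/phosphodiesterase and lies on the chromosome from 317056 to 318645. Its level was 158 ± 52.3 CPM in Dshi-6 and 1333 ± 83.1 CPM in Dshi-5 (SD, n = 3 each), a log2 fold change of -3.08 (standard error 0.30, adjusted p = 2.86e-06 from edgeR's quasi-likelihood test). Dshi_3346 (3513033 to 3515378), 1 of the divL genes, fell from 1131 ± 143.5 to 263 ± 44.4 CPM, and Dshi_3433 (3613670 to 3614974) fell from 3205 ± 313 to 859 ± 184 CPM. Their log2 fold changes were -2.10 (standard error 0.22, adjusted p = 4.7e-06 from the same edgeR test) and -1.90 (standard error 0.27, adjusted p = 6.3e-05). For each of these 3 genes, every Dshi-6 culture had a lower level than every Dshi-5 culture.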

In agreement with the results of the transcriptome analysis, the phenotypic microarray showed that myoinositol is mainly converted by Dshi-6 (Fig. 2C; Fig. S9A). The transcriptomic and phenotypic comparisons of Dshi-6 and Dshi-5 showed that further components of sugar metabolism, such as galactose and glucose, were upregulated and metabolized to a greater extent by Dshi-6. In general, *D. shibae* utilizes organic acids like propionic, glutaric, malic, succinic, fumaric, and pyruvic acids better when the 102-kb plasmid is present. The usage of these substrates by the algal symbiont *D. shibae* is in agreement with the reported preference of alga-associated bacteria for organic acids (43).

**FIG 2:**
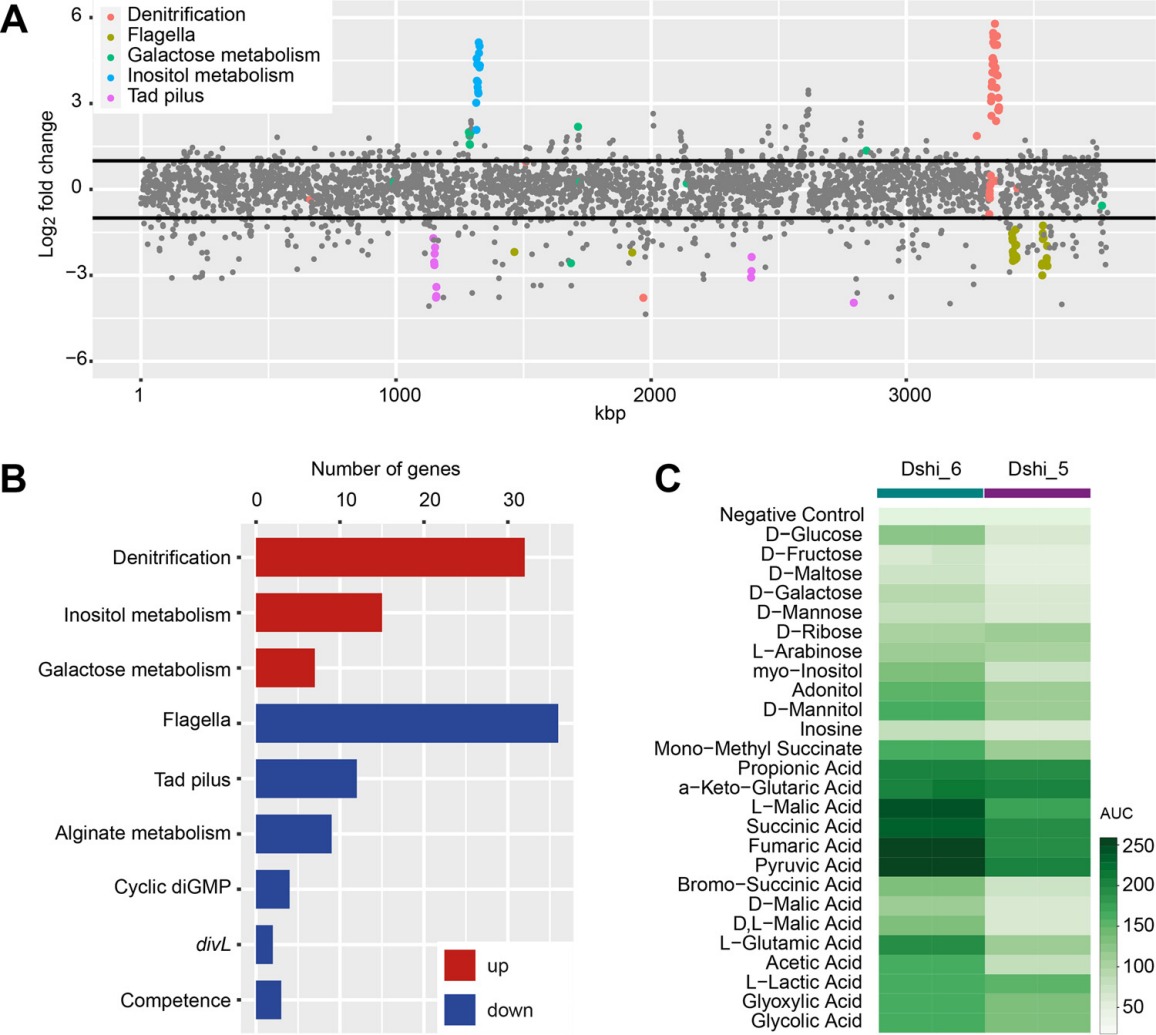
Chromosomal gene expression and phenotypic microarray of Dshi-6 and Dshi-5 reflect the regulatory role of the 102-kb plasmid in *D. shibae*. (A) Differential gene expression of Dshi-6 with the respective location on the chromosome. Strongly regulated clusters are color-coded and labeled. (B) Categories of up- and downregulated genes in Dshi-6. (C) Differential conversion of metabolites. AUC, area under the curve.

10.1128/msystems.00264-22.9 FIG S9 (A) Biolog phenotypic microarray (PM1) comparison showing the conversion of 95 carbon sources by the Dshi-6 and Dshi-5 strains. (B) Multidimensional scaling of the transcriptomic data sets analyzed in this study. (C) Venn diagram showing the number of extrachromosomal genes overlappingly regulated in each mutant strain (Dshi-5 and Dshi-6). (D) Correlation of log_2_ fold change values of all genes in the different strains used in this study compared to the reference strain Dshi-5. (E) Enrichment of KEGG pathways in Dshi_6, Δ86kb, and Δ191kb against the reference strain. Download FIG S9, DOCX file, 1.0 MB. Copyright © 2022 Koppenhöfer et al. 2022 Koppenhöfer et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Opposing influences of the 86-kb and 102-kb plasmids on the chromosomal gene expression of *D. shibae*.

To further investigate the influence of the 102-kb plasmid on the gene expression of the chromosome and other replicons, we compared *D. shibae* strain Dshi-6 with the reference strain Dshi-5. We further included three ECR-cured mutant strains of Dshi-5 (Δ191kb, Δ86kb [32], and Δ72kb [37]) in the analysis and compared them with the wild-type Dshi-5 strain to investigate the regulatory role of the 191-kb and 86-kb plasmids as well as the 72-kb chromid. 

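For the cured strains, the libraries of Δ191kb held between 22397835 and 26095115 counts (median 24507088), those of Δ86kb between 29406791 and 35908185 (median 33772577) and those of Δ72kb between 33269276 and 43073035 (median 42048912), with 3 cultures of each strain. The 10 genes with the most counts took 16.9% to 18.8% of a library in Δ191kb, 8.91% to 9.57% in Δ86kb, 13.0% to 17.7% in Δ72kb, 8.37% to 9.57% in Dshi-6 and 15.7% to 16.7% in Dshi-5. Genes of the lost replicon were looked at first, as a check of the labels. The 72-kb chromid took 0.391% ± 0.0155 of the counts in Dshi-5 (SD, n = 3) and at most 0.000514% in a Δ72kb library. The 86-kb plasmid took 3.61% ± 0.153 in Dshi-5 and 0.0782% ± 0.0090 in Δ86kb, where 57.5% of the remaining counts lay on 6 of its 68 genes whose RefSeq protein is also encoded on another replicon. For Δ191kb the counts list no genes of the 191-kb plasmid, so its loss could not be checked in this way. Genes on a replicon that either of the compared strains lacks were left out of that comparison.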

The five strains were first assessed for similarity of their gene expression profiles. 

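Similarity of the 15 libraries was measured on the 500 genes with the largest leading log2 fold changes, over replicons that all 5 strains carry. Dimension 1 accounted for 57.4% of the variance and dimension 2 for 18.4%. Within strains, chromosomal log2 CPM values of Dshi-5 cultures correlated across genes with coefficients of 0.994 to 0.996, and those of Dshi-6 cultures with coefficients of 0.971 to 0.992. Δ72kb replicates A and C had a coefficient of 0.989, whereas replicate B had 0.963 with A and 0.955 with C.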

Multidimensional scaling (MDS) revealed three groups (Fig. S9B). Dimension 1 clearly separated strains Δ86kb and Dshi-6 from strains Δ191kb, Δ72kb, and Dshi-5. 

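On dimension 1, the Δ86kb libraries lay between -1.57 and -1.55 and the Dshi-6 libraries between -1.11 and -0.61. The Δ191kb libraries lay between 0.86 and 0.95 and those of Dshi-5 between 0.89 and 0.96. Fig. S9B shows a pair of points for Δ72kb. Its replicates A and C had values of 0.88 and 1.01, and with these the gap between the 2 sides was 1.47. With all 15 libraries the gap fell to 0.54, because Δ72kb replicate B lay at -0.07, nearer to the Dshi-6 libraries. The paper gives no reason for the missing point. When all 3853 genes were used in place of 500, the gap was 0.13 with replicate B and 0.58 without it.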

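Dimension 2 placed the Δ191kb libraries between 1.00 and 1.13. The libraries of Dshi-6 lay between -0.08 and 0.14, those of Δ86kb between -0.02 and 0.08, those of Δ72kb between -0.56 and -0.33 and those of Dshi-5 between -0.73 and -0.63. The gap between the Δ191kb libraries and the nearest library of another strain was 0.86.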

The second dimension separated strain Δ191kb from Dshi-6, Δ72kb, and Dshi-5. 

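For the chromid-cured strain, values over replicates A and C are given first, since the Δ72kb fold changes of Table S1A match these and Fig. S9B shows a pair of points. Over A and C, Dshi_3135 (chromosome, 3302652 to 3303122) had 17.9 and 12.8 CPM against 80.6 ± 17.5 CPM in Dshi-5 (SD, n = 3). Its log2 fold change was -2.38 (standard error 0.21, adjusted p = 9.14e-05 from edgeR's quasi-likelihood test), and 188 of 3582 tested chromosomal genes and 27 of 537 tested ECR genes were differentially expressed. With a test against an absolute log2 fold change of 1 (glmTreat), Dshi_3135 alone was left (adjusted p = 0.00314 from edgeR). Over all 3 replicates the numbers were 205 chromosomal and 35 ECR genes by edgeR's quasi-likelihood test. DESeq2 gave 419 and 69, a fit of only Δ72kb and Dshi-5 gave 6 and 0, and glmTreat left Dshi_3135 and Dshi_1206. With a library of Δ72kb or Dshi-5 left out, the chromosomal number ranged from 22 to 343. Replicate B, with 20.4 CPM for Dshi_3135, differed from A and C at many other genes. The paper gives no reason why replicate B is missing from the Δ72kb fold changes of Table S1A and from Fig. S9B. The log2 fold change of Dshi_3135 over all replicates was -2.24 (adjusted p = 9.12e-05 from edgeR) and stayed between -2.38 and -2.05 with any library of Δ72kb or Dshi-5 left out. Dshi_2053 encodes the same RefSeq protein as Dshi_3135 and can share its reads, and its log2 fold change was -1.71 over A and C (adjusted p = 0.00147 from edgeR). Dshi_0951, with the same coding length of 471 nt and nearly the same counts, had -1.69 (adjusted p = 0.00159 from edgeR).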

We did not further consider the chromid-cured Δ72kb mutant as only one gene (Dshi_3135) was differentially expressed compared to the reference strain.

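In the comparison of each strain with Dshi-5 over 3581 tested chromosomal genes, 2227 genes were differentially expressed in Δ86kb (1205 higher, 1022 lower) and 2084 in Δ191kb (1102 higher, 982 lower). The corresponding number of ECR genes was 290 of 610 in Dshi-6, 319 of 542 in Δ86kb and 230 of 413 in Δ191kb. Against an absolute log2 fold change of 1 (glmTreat), 367 chromosomal genes were left in Δ86kb (123 higher, 244 lower) and 233 in Δ191kb (129 higher, 104 lower), and 20, 31 and 22 ECR genes in Dshi-6, Δ86kb and Δ191kb. The balance of directions was less uneven with glmTreat and Δ72kb replicates A and C only. This left 497 chromosomal genes in Δ86kb (224 higher, 273 lower) and 315 in Δ191kb (159 higher, 156 lower). With unchanged strains and Dshi-5 libraries both simulated from the same means in 20 runs, at most 1 chromosomal gene was called in any of the 3 comparisons.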

A Venn diagram shows the overlap of significantly regulated chromosomal genes between Δ191kb, Δ86kb, and Dshi-6, all compared with Dshi-5 (Fig. 3A; for ECR genes, see Fig. S9C). We observed that more than 20% of the chromosomal genes (809/3,668) were differentially regulated by the plasmids, and all three strains shared a common set of 49 differentially regulated genes. These include genes of the denitrification (Dshi_3160-Dshi_3199), flagellar (Dshi_3246-Dshi_3267, Dshi_3358-Dshi_3365, Dshi_3376-Dshi_3380, Dshi_1409, and Dshi_1845) and alginate (Dshi_1895-Dshi_1904) gene clusters as well as some individual genes (Table S1A). However, the majority of the 507 genes in total were controlled by only one strain (82 [Dshi-6], 200 [Δ191kb], and 225 [Δ86kb] genes), with the cured mutant lacking the 86-kb plasmid controlling the largest regulon without overlapping another mutant (Fig. 3A). 

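At least 1 of the strains Dshi-6, Δ86kb and Δ191kb differed from Dshi-5 at 3222 of the 3584 chromosomal genes listed with counts (89.9%), and 802 genes were differentially expressed in all 3. With the test against an absolute log2 fold change of 1, the numbers were 632 (17.6%) and 23. The threshold on the fold change therefore set the size of both sets. Without Dshi-5 replicate C, 529 genes were differentially expressed in all 3 strains.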

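Of the 40 genes of the denitrification region (Dshi_3160 to Dshi_3199), 22 were differentially expressed in all 3 strains, and of the 37 flagellar genes 18 were. The alginate genes had 9 of 10 in all 3. These sets were smaller against an absolute log2 fold change of 1, with 9 denitrification genes, 1 flagellar gene and 2 alginate genes. The median log2 fold change of the denitrification region in Δ191kb was 1.16 (SD 0.42, n = 3), that of the flagellar genes -0.53 (SD 0.083) and that of the alginate genes -1.97 (SD 0.096). All 6 galactose genes were also differentially expressed in all 3 strains, with a median of 2.15 (SD 0.14) in Δ191kb. By edgeR's glmTreat against an absolute log2 fold change of 1, none of the 6 was called in all 3 strains. It called 0 in Δ86kb, where 1 had an unadjusted p below 0.05, while DESeq2 called all 6 there without that threshold. Genes past the adjusted p with an absolute log2 fold change of at least 1 were 3 in Δ86kb. In Dshi-6 and in Δ191kb all 6 were. Of the 15 inositol genes none was differentially expressed in all 3, because 0 were called in Δ191kb by edgeR's quasi-likelihood test, with 0 at an unadjusted p below 0.05 and 0 called by DESeq2, and their median there was 0.43 (SD 0.15).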

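A single strain accounted for 1113 chromosomal genes, 213 of them in Dshi-6, 448 in Δ191kb and 452 in Δ86kb. Against an absolute log2 fold change of 1, these were 401 genes, 80 in Dshi-6, 163 in Δ191kb and 158 in Δ86kb. Being called in a single strain does not show that the strains differ at a gene. Where the difference between Dshi-6 and Δ86kb was itself tested with edgeR, 1715 of 3581 chromosomal genes differed, 966 with a higher value in Dshi-6 and 749 with a higher value in Δ86kb.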

With 175 plus 49 differentially regulated genes, the Δ86kb and Dshi-6 strains showed the largest overlap.

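Dshi-6 and Δ86kb shared 1275 differentially expressed chromosomal genes, 473 of them outside the set shared by all 3 strains. Of the 1275 genes, 1188 (93.2%) changed in the same direction and 87 in opposite directions. For the other pairs, 500 genes were shared by Δ86kb and Δ191kb only and 334 by Dshi-6 and Δ191kb only. In the test against an absolute log2 fold change of 1, Dshi-6 and Δ86kb shared 184 genes, of which 183 changed in the same direction, and the genes shared by these 2 strains only numbered 161, against 25 for Δ86kb and Δ191kb and 22 for Dshi-6 and Δ191kb. The largest pairwise set outside the genes common to all 3 strains was thus that of Δ86kb and Δ191kb by the first test and that of Dshi-6 and Δ86kb by the second. In 20 simulations of unchanged strains, no gene was called by edgeR in both Dshi-6 and Δ86kb. Such simulations call almost no gene in any strain, so they cannot tell how many genes unrelated lists of the real length would share.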

**FIG 3:**
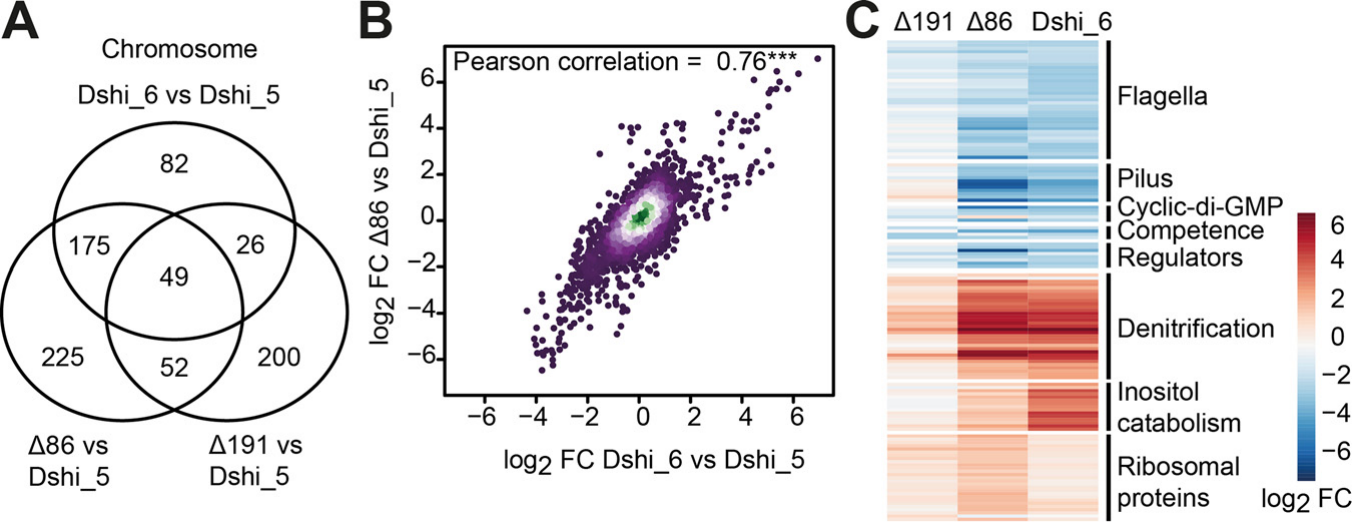
Gene expression of *D. shibae* strains with four and six ECRs (Δ86kb, Δ191kb, and Dshi-6) in comparison with the model organism DSM 16493 (Dshi-5) harboring five ECRs. (A) Venn diagram representing the overlap of significantly (*P* ≤ 0.05) regulated chromosomal genes in three strains compared to the reference strain. (B) Correlation of log_2_ fold change (FC) values of all genes in response to the loss of the 86-kb plasmid or the “gain” of the 102-kb plasmid compared to the reference strain. (C) Heatmap of differentially expressed genes on the *D. shibae* chromosome. Each gene is significantly expressed in at least one of the four strains. Regulators include the partner-switching system *rsbV*-*rsbW* (Dshi_0072-Dshi_0073); Dshi_1507; a stress response regulator, *lexA* (Dshi_1803); two *divL* genes (Dshi_3433-Dshi_3346); and *gafA* (Dshi_1584) with its adjacent gene Dshi_1585.

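Of these 8 genes, 7 were lower in Dshi-6, 6 in Δ86kb and 4 in Δ191kb, 1 was higher in Δ191kb, and the others did not pass the threshold. Dshi_0072 (72738 to 73247) had log2 fold changes of -2.04 in Dshi-6, -1.86 in Δ86kb and 0.26 in Δ191kb, the last with an adjusted p of 0.257 from edgeR. For Dshi_0073 (73262 to 73594) the values were -2.11, -2.34 and -0.81. The gene Dshi_1507 (symbol sciP, 1567599 to 1567877) had 5668 ± 283 CPM in Dshi-5, 566 ± 206 in Dshi-6 and 72.5 ± 7.02 in Δ86kb (SD, n = 3 each). These are log2 fold changes of -3.32 (standard error 0.37, adjusted p = 7.1e-06 from edgeR's quasi-likelihood test) and -6.29 (standard error 0.43, adjusted p = 6.26e-08). In Δ191kb it was -0.41, with an adjusted p of 0.31 from edgeR, and was called when only Δ191kb and Dshi-5 were fitted (-0.47, adjusted p = 0.00264). lexA (Dshi_1803) changed by -0.79, -2.52 and -1.63 in Dshi-6, Δ86kb and Δ191kb. In Δ86kb and Δ191kb the divL gene Dshi_3433 changed by -1.16 and -1.42, while Dshi_3346 changed by -2.02 and -0.33, the latter with an adjusted p of 0.189 from edgeR. That decrease was called when only Δ191kb and Dshi-5 were fitted (-0.38, adjusted p = 0.00941 from edgeR) and with Δ72kb replicates A and C only (-0.36). Dshi_1585 had between 4.29 and 4.68 CPM in Dshi-6, Dshi-5 and Δ86kb and 11.2 ± 2.69 CPM in Δ191kb (log2 fold change 1.32, adjusted p = 0.0127 from edgeR). That call was lost without Dshi-5 replicate B, where the log2 fold change was 1.14. Over Δ72kb replicates A and C, Dshi_1585 had a log2 fold change of 0.93 (adjusted p = 0.0378 from edgeR), and the lowest adjusted p of the other 7 genes was 0.13, for Dshi_1803. With replicate B included, for whose absence the paper gives no reason, Dshi_1585 had 0.49 (adjusted p = 0.484 from edgeR), and the lowest adjusted p of the 8 genes was 0.0709, again for Dshi_1803, which DESeq2, the likelihood ratio test and the fits without Δ72kb replicate A or C called as lower.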

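The share of differentially expressed genes was about as large on the ECRs as on the chromosome: 47.5% of the ECR genes and 50.9% of the chromosomal genes in Dshi-6, 58.9% and 62.2% in Δ86kb, and 55.7% and 58.2% in Δ191kb. Changes of large size were rarer on the ECRs as a whole. Against an absolute log2 fold change of 1, the shares were 3.28% and 7.99% in Dshi-6, 5.72% and 10.2% in Δ86kb, and 5.33% and 6.51% in Δ191kb. The 72-kb chromid differed from the other ECRs, since its share was 9.59% in Dshi-6 and 16.4% in Δ191kb, above that of the chromosome, and 8.22% in Δ86kb. Most of the called ECR genes had lower levels, with 216 of 290 in Dshi-6, 241 of 319 in Δ86kb and 172 of 230 in Δ191kb.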

Little impact of each mutant was found on the gene expression of the remaining extrachromosomal replicons (Table S1A). No genes on other ECRs were significantly regulated in response to the loss of the 72-kb chromid, while the loss of the 86-kb plasmid affected the gene expression of components of the NitT/TauT family transport system (Dshi_4185-Dshi_4189 [72-kb chromid]), hemolysin (Dshi_3871-Dshi_3872 [153-kb chromid]), and an *imuA-imuB-dnaE2*-type mutagenic cassette (Dshi_3995-Dshi_3998 [126-kb plasmid]). 

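Over Δ72kb replicates A and C, 27 of 537 tested ECR genes were called by edgeR's quasi-likelihood test and 122 had an unadjusted p below 0.05. Against an absolute log2 fold change of 1, 0 ECR genes were called with edgeR's glmTreat, and 0 had an unadjusted p below 0.05 in that test. Over all 3 replicates the quasi-likelihood test called 35 ECR genes and DESeq2 69, and 0 were called when only Δ72kb and Dshi-5 were fitted. Without Dshi-5 replicate A, B or C the number was 9, 9 or 4, and without Δ72kb replicate C it was 62. In Δ86kb, the 5 genes from Dshi_4185 to Dshi_4189 had a median log2 fold change of -1.40 (SD 0.11, n = 3) and all 5 were lower. The hemolysin gene Dshi_3871 (153-kb chromid, 84768 to 88262) fell from 8288 ± 369 CPM in Dshi-5 to 190 ± 7.05 CPM, a log2 fold change of -5.45 (standard error 0.38, adjusted p = 7.33e-08 from edgeR's quasi-likelihood test). For Dshi_3872 the log2 fold change was -2.41 (standard error 0.23, adjusted p = 1.18e-06 from edgeR). The 4 genes from Dshi_3995 to Dshi_3998 had a median of -1.64 (SD 0.040), all 4 lower.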

In strain Δ191kb, the NitT/TauT family transport system is also regulated beyond a TRAP transporter (Dshi_4202-Dshi_4205 [72-kb plasmid]) and a couple of genes in two clusters on the 126-kb plasmid (Dshi_3936-Dshi_3948 and Dshi_4027-Dshi_4049).

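In Δ191kb, 2 of the 5 genes from Dshi_4185 to Dshi_4189 were higher and 2 lower, so that their median log2 fold change of -0.11 (SD 0.20, n = 3) describes no common direction. Dshi_4189 had a log2 fold change of 1.45 (standard error 0.23, adjusted p = 0.000212 from edgeR's quasi-likelihood test) and Dshi_4185 of -0.77 (standard error 0.18, adjusted p = 0.00234 from edgeR). All 4 genes from Dshi_4202 to Dshi_4205 were higher, with a median of 2.42 (SD 0.14). On the 126-kb plasmid, 7 of the 13 genes from Dshi_3936 to Dshi_3948 were lower and 2 higher (median -0.33, SD 0.079), and 15 of the 23 genes from Dshi_4027 to Dshi_4049 were lower and 2 higher (median -0.57, SD 0.082). Many genes of the 126-kb plasmid, 71 of 135, encode the same RefSeq protein as a gene of the 191-kb plasmid and can share reads with it. In Δ191kb the median log2 fold change was -0.04 for these 71 genes and -0.33 for the other 64. All 13 genes from Dshi_3936 to Dshi_3948 and most of those from Dshi_4027 to Dshi_4049 are among the 71. For these clusters, reads lost with the 191-kb plasmid cannot be told apart from lower expression here.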

Due to the large number of shared genes differentially expressed in Δ86kb and Dshi-6 compared to the reference strain Dshi-5, we determined the correlation between the two strains, taking all genes into account (Fig. 3B). 

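Across the 4123 genes tested in both comparisons, the log2 fold changes of Dshi-6 and Δ86kb had a Pearson coefficient of 0.741 and a Spearman coefficient of 0.632, and across the 3581 chromosomal genes the Pearson coefficient was 0.758. Genes are not independent replicates, so no p-value is given. Both comparisons use the same Dshi-5 libraries, which raises the coefficient in the absence of any effect. When unchanged strains and shared Dshi-5 libraries were both simulated from the same means, it was 0.511 on average and ranged from 0.464 to 0.537 in 20 simulations. When the real Dshi-5 libraries were split between the comparisons, so that none was shared, it was 0.708 to 0.736. The coefficient was lowest without Dshi-6 replicate C (0.674) and highest without Dshi-6 replicate B (0.777). Among the genes, 72.6% changed in the same direction, against 67.2% in the simulations.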

The highly significant Pearson correlation coefficient of 0.76 between Δ86kb and Dshi-6 demonstrates the high similarity between both strains that exceeds a simple overlap in significantly regulated genes. We did not observe such a high correlation with any other strain combination (Fig. S9D).

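The coefficient was 0.353 for Dshi-6 and Δ191kb and 0.32 for Δ86kb and Δ191kb. Unchanged strains simulated with shared, likewise simulated Dshi-5 libraries gave 0.496 and 0.509 on average. These simulated values come from noise alone and are no baseline for strains in which many genes changed. A coefficient below them therefore does not show responses less alike than by chance. With Δ72kb replicates A and C the coefficient was 0.133 for Dshi-6, 0.186 for Δ86kb and 0.487 for Δ191kb. With replicate B included, for whose absence the paper gives no reason, the coefficients of Δ72kb were 0.441, 0.587 and 0.509, against simulated values of 0.507, 0.517 and 0.509. By rank and by direction, Δ86kb and Δ72kb were then closer to each other than Dshi-6 and Δ86kb, with a Spearman coefficient of 0.670 and 74.8% of the genes changed in the same direction. Over replicates A and C these values were 0.225 and 58.3%. From the coefficient of Δ86kb and Dshi-6, the paper concludes that both strains are highly similar in gene expression, beyond the genes that are significantly regulated in both.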

### Regulation of the denitrification and CtrA regulons by the 86-kb and 102-kb plasmids.

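In Δ86kb the 40 genes of the region from Dshi_3160 to Dshi_3199 had a median log2 fold change of 3.85 (SD 0.098, n = 3), with 33 genes higher and 1 lower, and the difference from the Dshi-6 median was smaller than the spread between the Dshi-6 cultures. The gene with the largest increase in both strains was Dshi_3183 (3346997 to 3347449), which had 7.92 ± 1.56 CPM in Dshi-5, 998 ± 548 in Dshi-6 and 1004 ± 72.2 in Δ86kb (SD, n = 3 each). Its log2 fold changes were 6.97 in Dshi-6 (standard error 0.54, adjusted p = 6.21e-07 from edgeR's quasi-likelihood test) and 6.98 in Δ86kb (standard error 0.54, adjusted p = 2.13e-07). The genes of inositol metabolism (Dshi_1265 to Dshi_1279) had a median of 1.86 (SD 0.42) in Δ86kb.

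**Figure D1:**
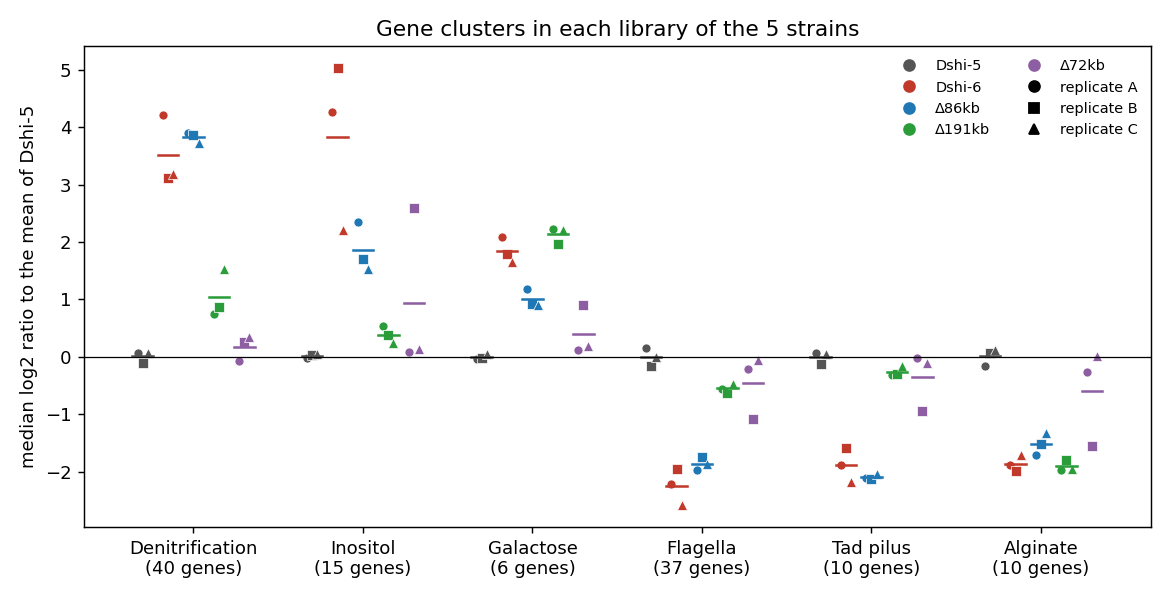
Median log2 ratio to the mean of Dshi-5 for 6 gene clusters in each of the 15 libraries. Points are libraries, with the replicate given by the symbol and the strain by the color, and bars are means of 3 libraries. For denitrification, the Dshi-6 libraries lie between 3.12 and 4.22 and the Δ86kb libraries between 3.72 and 3.91.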

Among the most strongly upregulated gene clusters in the Δ86kb and Dshi-6 strains were those for denitrification (Fig. 3C; Table S1A and Fig. S9E). 

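Gene symbols of the annotation used here placed 4 genes of the denitrification region in nap, 1 in nir (nirJ, Dshi_3173) and 1 in nos (nosZ, Dshi_3194), and none in nor. The gene nirJ had 26.5 ± 1.95 CPM in Dshi-5, 363 ± 203 in Dshi-6 and 628 ± 44.5 in Δ86kb (SD, n = 3 each). Its log2 fold changes were 3.77 (standard error 0.40, adjusted p = 4.91e-06 from edgeR's quasi-likelihood test) and 4.57 (standard error 0.41, adjusted p = 8.31e-07). For nosZ they were 4.00 in Dshi-6 (standard error 0.42, adjusted p = 4.63e-06 from edgeR) and 3.18 in Δ86kb (standard error 0.40, adjusted p = 1.88e-05). Of the 4 nap genes, 0 were called by edgeR's quasi-likelihood test in either strain, where 0 in Dshi-6 and 1 in Δ86kb had an unadjusted p below 0.05, and DESeq2 called 0 and 1. Their medians were 0.07 in Dshi-6 (SD 0.24) and -0.08 in Δ86kb (SD 0.15). napA (Dshi_3165) had 3069 ± 192 CPM in Dshi-5 and 3442 ± 419 in Dshi-6, and was already among the abundant transcripts in Dshi-5. napH (Dshi_3163) had a log2 fold change of 0.42 in Δ86kb (adjusted p = 0.117 from edgeR), and was called when only Δ86kb and Dshi-5 were fitted (adjusted p = 0.00333). In Δ191kb, 3 of the 4 nap genes were higher, with a median of 0.72 (SD 0.11).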

There are three denitrification gene clusters for the nitrite reductase (Nir), nitric oxide reductase (Nor), and nitrous oxide reductase (Nos) that were activated in both strains, while the fourth gene cluster for the nitrate reductase (Nap) showed only a small change in expression, which is consistent with the unique regulatory pattern previously observed for *nap* genes (31, 44). Among the aerobe/anaerobe transcriptional regulators, *dnrE* (Dshi_3191) was the only one that was activated in the Δ86kb and Dshi-6 strains. 

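dnrE lies on the chromosome from 3354578 to 3355261 and had 1.22 ± 0.335 CPM in Dshi-5, between 15 and 29 counts per library. In Dshi-6 it had 91.6 ± 35.5 CPM and in Δ86kb 98.9 ± 12.4 CPM (SD, n = 3 each). The log2 fold changes were 6.22 (standard error 0.45, adjusted p = 4.69e-07 from edgeR's quasi-likelihood test) and 6.33 (standard error 0.45, adjusted p = 9.08e-08), and they stayed between 5.86 and 6.51 with any library of the strain or of Dshi-5 left out. The difference between the strains was -0.11 (adjusted p = 0.808 from edgeR). In Δ191kb dnrE had 2.79 ± 1.76 CPM, a log2 fold change of 1.19 (adjusted p = 0.0396 from edgeR). This call was lost without Dshi-5 replicate A (1.22), B (1.01) or C (1.37) and without Δ191kb replicate C (0.54).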

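The gene fnrL (Dshi_0660, 664362 to 665111) had 299 ± 17.8 CPM in Dshi-5, 237 ± 36.5 in Dshi-6 and 245 ± 14.4 in Δ86kb (SD, n = 3 each). Its log2 fold changes were -0.33 (standard error 0.14, adjusted p = 0.0616 from edgeR's quasi-likelihood test) and -0.28 (standard error 0.14, adjusted p = 0.0934). Without Dshi-6 replicate B the change in Dshi-6 passed the threshold (-0.41, adjusted p = 0.0457 from edgeR), and over all alternatives its adjusted p ranged from 0.0235 to 1. The change in Δ86kb passed it when only the 2 strains were fitted. dnrF (Dshi_3270, 3435120 to 3435839) had log2 fold changes of 0.06 and 0.22, with adjusted p of 0.741 and 0.228 from edgeR. dnrD (Dshi_3189, 3352427 to 3353137) rose from 198 ± 27.9 CPM to 247 ± 6.12 in Dshi-6 and 242 ± 2.45 in Δ86kb. These small changes of 0.32 (adjusted p = 0.0269 from edgeR) and 0.29 (adjusted p = 0.035) were past the threshold. In Dshi-6 the call was lost without Dshi-6 replicate A (0.33), B (0.30) or C (0.28) and without Dshi-5 replicate B (0.26) or C (0.27), and in Δ86kb without Dshi-5 replicate B (0.23) or C (0.23) and without Δ86kb replicate B (0.28). It was also lost in Dshi-6 with RLE size factors (0.27) and when only Dshi-6 and Dshi-5 were fitted (0.30), in Δ86kb with chromosomal library sizes (0.25) and by the likelihood ratio test (0.29), and in both strains by glmTreat and with the threshold of 1 on the absolute log2 fold change. In Δ191kb, fnrL had a log2 fold change of -1.07 (standard error 0.14, adjusted p = 2.9e-05 from edgeR) and dnrD of -1.19 (standard error 0.11, adjusted p = 1.83e-06).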

No effect was observed for *fnrL* (Dshi_0660) and *dnrF-dnrD* (Dshi_3270-Dshi_3189).

In contrast, the most downregulated genes in both strains were part of the CtrA regulon (38, 45). These included the flagellar gene cluster, the tight adherence (Tad) pilus (46), and all cyclic di-GMP and competence genes. 

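The largest decreases among chromosomal genes whose cultures all lay below those of Dshi-5 were found for Dshi_1897 (-4.34, annotated as alginate biosynthesis protein), Dshi_1101 (-4.05) and Dshi_3428 (-3.99) in Dshi-6, with adjusted p of 0.000169, 5.61e-07 and 5.6e-07 from edgeR's quasi-likelihood test. In Δ86kb they were Dshi_1159 (-6.51), Dshi_1507 (sciP) and Dshi_1622 (-6.06, putative hemolysin precursor), where Dshi_1159 and Dshi_1622 had adjusted p of 1.57e-08 and 1.06e-07 from edgeR. Dshi_1101 and Dshi_1159 are annotated as hypothetical proteins. Each of these genes was lower in both strains, since Dshi_1159 and Dshi_1622 changed by -3.74 and -3.33 in Dshi-6, and Dshi_1101, Dshi_1897 and Dshi_3428 by -5.15, -3.94 and -5.41 in Δ86kb. Which of them belong to the CtrA regulon was not examined here.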

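In Δ86kb all 37 flagellar genes were lower, with a median log2 fold change of -1.87 (SD 0.12, n = 3), as were all 10 genes of the Tad pilus (median -2.10, SD 0.052). The cyclic di-GMP gene Dshi_0329 had 38.1 ± 2.09 CPM in Δ86kb, a log2 fold change of -5.13 (standard error 0.32, adjusted p = 4.16e-08 from edgeR's quasi-likelihood test), and its decrease was larger in Δ86kb than in Dshi-6 by 2.05 (adjusted p = 7.66e-05 from the edgeR test of the difference). Annotated competence genes were dprA (Dshi_1138, 1165063 to 1166202) and Dshi_1804 (1875927 to 1878011). dprA had 507 ± 88.1 CPM in Dshi-5, 149 ± 22.7 in Dshi-6 and 303 ± 22.4 in Δ86kb, which are log2 fold changes of -1.76 (standard error 0.22, adjusted p = 2.1e-05 from edgeR) and -0.74 (standard error 0.22, adjusted p = 0.00922). Dshi_1804 had 240 ± 26.7 CPM in Dshi-5, 61.8 ± 15.4 in Dshi-6 and 186 ± 14.1 in Δ86kb. Its change of -1.96 in Dshi-6 was past the threshold (standard error 0.27, adjusted p = 4.81e-05 from edgeR) and that of -0.37 in Δ86kb was not (standard error 0.26, adjusted p = 0.232). When only Δ86kb and Dshi-5 were fitted, the change in Δ86kb was called (adjusted p = 0.014 from edgeR).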

Among the cyclic di-GMP genes, diguanylate cyclase 2 was the only activated and phosphodiesterase 1 was the most downregulated gene in Dshi-6, and the same but even more pronounced regulation was observed in the Δ86kb strain. In contrast to the regulon, the regulatory genes themselves, consisting of the CtrA phosphorelay and quorum sensing components, were not affected by the presence of the 102-kb plasmid. 

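Only ctrA of the CtrA phosphorelay and Dshi_0312 of the quorum sensing components could be identified by the names in the annotation used here. ctrA (Dshi_1508, 1567977 to 1568690) had 2860 ± 344 CPM in Dshi-5 and 1362 ± 244 CPM in Dshi-6 (SD, n = 3 each), a log2 fold change of -1.07 (standard error 0.22, adjusted p = 0.00132 from edgeR's quasi-likelihood test), with every Dshi-6 culture below every Dshi-5 culture. It was -0.75 in both Δ86kb and Δ191kb, with adjusted p of 0.00937 and 0.0102 from edgeR. Against an absolute log2 fold change of 1, ctrA was not called in any of these strains (adjusted p = 1 with glmTreat in edgeR). Dshi_0312 (301032 to 301619), annotated as N-acyl-L-homoserine lactone synthetase-like protein, had 136 ± 3.48 CPM in Dshi-5 and 194 ± 6.60 in Dshi-6, a log2 fold change of 0.51 (standard error 0.11, adjusted p = 0.00142 from edgeR). In Δ86kb it had 0.31 (adjusted p = 0.0206 from edgeR), a call that was lost without Dshi-5 replicate A (0.30) or C (0.30) and without Δ86kb replicate B (0.30). The test against an absolute log2 fold change of 1 did not call Dshi_0312 either.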

Unlike the remaining CtrA regulon, only the gene transfer agent (GTA) gene cluster was slightly increased in the Δ86kb and Dshi-6 strains. Interestingly, the large terminase (Dshi_2178) and *gafA* (Dshi_1584), which was suggested previously to control the proportion of the GTA-producing subpopulation (38, 47), were highly expressed in both strains.

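Dshi_2178 (2304797 to 2306155) had 155 ± 27.3 CPM in Dshi-5, 339 ± 53.4 in Dshi-6 and 83.6 ± 4.45 in Δ86kb (SD, n = 3 each). Its log2 fold change was 1.13 in Dshi-6 (standard error 0.28, adjusted p = 0.00429 from edgeR's quasi-likelihood test) and -0.89 in Δ86kb (standard error 0.28, adjusted p = 0.0131). The decrease in Δ86kb was not called without Dshi-5 replicate A (-0.77, adjusted p = 0.0516 from edgeR). In Δ191kb it was -2.95 (standard error 0.30, adjusted p = 3.5e-06 from edgeR). Dshi_1584 (1649803 to 1650927) had 519 ± 28.2 CPM in Dshi-5, 332 ± 19.5 in Dshi-6 and 656 ± 43.4 in Δ86kb. It was lower in Dshi-6, with a log2 fold change of -0.64 (standard error 0.15, adjusted p = 0.00224 from edgeR), and its change of 0.34 in Δ86kb did not pass the threshold (standard error 0.15, adjusted p = 0.055). It did without Δ86kb replicate C (0.43, adjusted p = 0.0401 from edgeR), when only Δ86kb and Dshi-5 were fitted (0.39, adjusted p = 0.00352), with thinned counts (adjusted p = 0.0475) and with Δ72kb replicates A and C only (0.39). In Δ191kb it was -0.43 (adjusted p = 0.0208 from edgeR), which was lost without Dshi-5 replicate A (-0.39) or B (-0.42) and without Δ191kb replicate B (-0.40) or C (-0.41). Of the GTA gene cluster, no other gene than Dshi_2178 could be identified by name in the annotation used here.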

## DISCUSSION

### The coverage anomaly of the sixth element: high stability and no metabolic burden of the 102-kb plasmid.

Genome sequencing of *D. shibae* DFL 12 confirmed the presence of a sixth, 102-kb plasmid in the original isolate Dshi-6 in addition to the five ECRs that are found in the deposited reference strain Dshi-5 (28). Mapping of the sequence reads on all replicons of strain Dshi-6 indicated that it represents a heterogeneous population with respect to the sixth element, and this prediction was validated by the investigation of single colonies that documented the absence of the 102-kb plasmid in 50% of the cells. Accordingly, the effects of the sixth element on the physiology of *D. shibae*, especially gene regulation, have probably been underestimated. We showed that the observed distribution is caused neither by plasmid instability nor by growth differences. The stability assays of the 102-kb RepABC-9_II plasmid documented its conspicuous durability. The genuine gentamicin-tagged plasmid was still present in 99.6% of the tested colonies after 1 week of continuous cultivation in nutrient-rich medium without any selection (see Fig. S6 in the supplemental material), whereas cloned RepABC modules from rhizobia and *Rhodobacterales* have been shown to be lost in 2.5% to 90% of the host cells after cultivation overnight (48). Furthermore, the comparison of Dshi-5 and Dshi-6 revealed nearly identical growth curves in SWM, and it even indicated a slightly better growth performance of Dshi-6 in MB medium (Fig. S1), which would not result in successive outcompeting of the sixth element under standard cultivation conditions. The comparable growth is *a priori* counterintuitive due to the energetic costs of the replication and maintenance of an ECR (49), which is designated the plasmid burden (50, 51), but it might be explained by the pivotal role of the 102-kb plasmid in the regulation of host cell gene expression (Fig. 2). Based on the genomic proportion of the sixth element (2%) and the energetic costs of DNA synthesis (3%) (19), the replication of the single-copy-number 102-kb plasmid accounts for less than 0.1% of the total energy budget of *D. shibae*. The stable integration of plasmids into the sophisticated regulatory network of bacteria would thus overcompensate for the minuscule energetic costs for their maintenance, in analogy to the overhead for administrative and controlling units of companies.

### The RepABC-9 replication system of the 102-kb plasmid.

The coexistence of low-copy-number ECRs in the same organism serves as a unique criterion for the identification of different compatibility groups (24, 42). Complete genome sequencing of Dshi-6 revealed the presence of four single-copy RepABC-type plasmids, which hence represent individual compatibility groups. Two of them were classified as RepABC-1 and RepABC-2 plasmids (86 kb and 126 kb), but surprisingly, we found that the 191- and 102-kb plasmids of *D. shibae* both represent the replicon type RepABC-9. RepABC-1 to RepABC-8 plasmids of *Rhodobacterales* have a common origin and can be unequivocally classified based on their synchronously evolving RepA, RepB, and RepC proteins and a diagnostic palindrome (24). In contrast, RepABC-9 plasmids of *Rhodobacterales* originated independently from a rhizobial progenitor, and their replication modules still exhibit a feature characteristic of rhizobia (48), i.e., the synchronous evolution of the *repAB* operon, including the palindrome, combined with frequent exchanges of the *repC* gene (Fig. S1A and B). Our comparative analyses showed that the “rhizobium-like” RepABC-9-type plasmids of *Rhodobacterales* are represented by five compatibility groups that are phylogenetically distinguishable.

RepABC is the most abundant replicon type in rhizobia, and the characteristic tripartite modules are responsible for the reliable replication and partitioning of plasmids, chromids, megaplasmids, and even secondary chromosomes (52–54). The wealth of up to six RepABC-type plasmids that has been reported for the symbiotic nitrogen-fixing organism Rhizobium etli CFN42 (55) documents the presence of many compatibility groups. However, plasmid incompatibility in rhizobia is poorly understood, and previous analyses were focused mainly on RepABC systems of the same host (56). The phylogenetic classification of RepABC-type plasmids, which should, according to the insights from the current study, be based exclusively on their partitioning proteins (RepA and RepB), provides a promising perspective to understand the multipartite genome organization of rhizobia.

### Antagonistic regulation of the chromosomally localized CtrA regulon by two plasmids.

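Each of the 3 Dshi-6 cultures had higher levels of the denitrification region (Dshi_3160 to Dshi_3199) than the Dshi-5 cultures, with median log2 ratios to the Dshi-5 mean of 4.22, 3.12 and 3.19 in replicates A, B and C against -0.11 to 0.07 in Dshi-5. For the 37 flagellar genes, the ratios were -2.22, -1.96 and -2.59 in Dshi-6 and -0.16 to 0.15 in Dshi-5. As part of the Dshi-6 cells lack the plasmid by the paper's colony tests, these values are averages over both kinds of cells.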

The presence of the 102-kb plasmid activates the denitrification gene clusters and inhibits parts of the CtrA regulon, including the flagellar gene clusters. This raises the question of how the signal from the plasmid is integrated into this regulation. When the CtrA phosphorelay is active, its own genes are also regulated differentially as well, due to a feedback mechanism (38). Therefore, the signal might not be integrated via CtrA. However, the denitrification and flagellar gene clusters are also part of the Crp/Fnr superfamily regulon. They sense and react to oxygen and nitrogen species, e.g., to respond to the decreasing oxygen concentration at the end of an algal bloom (31, 44). Flagella, whose gene expression was inhibited by the sixth element, play an important role in the establishment of mutualistic symbioses with host algae (44, 57). However, while mutants of the Crp/Fnr superfamily led to inhibited CtrA regulon traits, the physiological shift from aerobic to anaerobic cultivation showed the contrary (44). 

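Each of the genes Dshi_0072, Dshi_0073 and Dshi_1803 (lexA) had lower levels in every Dshi-6 culture than in every Dshi-5 culture, which 10% of unchanged genes do by chance in 1 or the other direction with 3 cultures against 3. Dshi_0072 had 179 ± 28.1 CPM in Dshi-6 and 738 ± 50.5 in Dshi-5 (SD, n = 3 each), with an adjusted p of 2.86e-06 from edgeR's quasi-likelihood test. Dshi_0073 had 695 ± 166 CPM in Dshi-6 and 2998 ± 96.4 in Dshi-5 (adjusted p = 5.68e-06 from edgeR). For Dshi_1803 the levels were 1136 ± 139 and 1958 ± 111 CPM (adjusted p = 0.0021 from edgeR).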

Additional regulators of the CtrA regulon are either not regulated differently or downregulated in Dshi-6, like the partner-switching system of GafA and LexA (38, 47, 58, 59). Another activated protein in response to the 102-kb plasmid, which belongs to the CtrA regulon (60), is the cyclic di-GMP synthase diguanylate cyclase 2.

The genes controlled by the 102-kb plasmid are relevant under several environmental conditions, such as a switch from aerobic to anaerobic growth or the activation of the quorum sensing system (44). 

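Tested directly against each other with edgeR, Dshi-6 and Δ86kb differed at 5 of the 40 genes of the denitrification region (Dshi_3160 to Dshi_3199), and the median difference of their log2 fold changes was -0.01. At the 37 flagellar genes the median difference was -0.31, with 21 genes differing. For the genes of inositol metabolism (Dshi_1265 to Dshi_1279) the median difference was 2.11, but with an SD of 1.34 between the 3 Dshi-6 cultures, whose medians lay between 0.31 and 2.91 above the mean of Δ86kb. All 15 differed between the strains by edgeR's quasi-likelihood test and by DESeq2, and 0 by glmTreat against an absolute log2 fold change of 1 in edgeR, where 13 had an unadjusted p below 0.05. Dshi-6 replicate C, with a median log2 ratio to Dshi-5 of 2.21, lay below Δ86kb replicate A, with 2.34. The presence of the 102-kb plasmid and the absence of the 86-kb plasmid were not combined in any of the 5 strains, so that an interaction of both could not be tested.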

The greatest regulatory overlap was observed between the Dshi-6 and Δ86kb strains that antagonistically control a common regulon. In *D. shibae*, the QS synthase and regulator genes *luxI_3_* and *luxB* reside on the 86-kb plasmid. Both genes are controlled by CtrA, together with the chromosomally located *luxI_2_-luxR_2_* operon (58). The knockout of *luxI_2_* has an effect similar to that of the loss of the 86-kb plasmid (44). Thus, the part of the QS system acting downstream of CtrA might be involved in balancing the expression of denitrification and the CtrA regulon itself. A potential regulator found on the 102-kb plasmid is a sigma 70 factor. These sigma factors are components of the RNA polymerase and mediate the recognition of specific promoters, thus rapidly orchestrating complex cellular responses (61). Alternatively, the observed antagonistic gene expression could also result from copy number changes rather than regulators since the copy number of the 86-kb plasmid was reduced when the 102-kb plasmid was present.

Overall, the combination of the shared, antagonistic regulon and the copy number changes of the 86-kb plasmid in response to the presence of the 102-kb plasmid indicates a finely tuned regulation of traits, possibly connected to respiratory and cell communicative signals. Plasmid-chromosome cross-talks in *Alphaproteobacteria* have previously been reported, e.g., for the chromosomal gene expression of Methylorubrum extorquens AM1, which is controlled by the 44-kb plasmid pAM1-2 encoding transcription factors, small RNAs, and a QS synthase (62). In Sinorhizobium meliloti (63, 64), a megaplasmid regulates six genes on a chromid, which in turn differentially regulates 4% of the megaplasmid genes and 8% of the chromosomal genes (65, 66). Interestingly, this megaplasmid is being studied particularly in relation to its interaction with the host, but the possibility that it also controls chromosomal genes under certain conditions cannot be ruled out (67). An actual impact of a plasmid on the expression of 55 chromosomal genes was observed in Burkholderia cenocepacia (68).

### Plasmid loss, SNPs, and genetic bottlenecks: how representative are genetic mutants and type strains?

The current study exemplified for the 102-kb plasmid of *D. shibae* DFL 12^T^ that ECR losses might have severe effects on the physiological properties of a bacterium. Experimental curing of low-copy-number replicons is essentially based on plasmid incompatibility (32), but spontaneous losses, even of chromids, have been reported in *Roseobacteraceae*, e.g., for the 102-kb chromid pLA6_08 of Marinibacterium anthonyi DSM 107130 and the lifestyle-determining 262-kb antibiotic biosynthesis chromid of P. inhibens DSM 17395 (69). The absence of the 102-kb plasmid and an SNP in the ribosomal RpsA protein is indicative of a genetic bottleneck before the first deposit of the *D. shibae* DFL 12 type strain DSM 16493^T^ (Dshi-5). Such bottlenecks always occur when performing genetic knockouts and transposon library construction, etc., and in the future should be monitored by sequencing of the obtained mutants. Although the growth of *D. shibae* seemed not to be strongly affected by the loss of the 102-kb plasmid, the metabolic effects of an amino acid exchange in a ribosomal protein are unknown. Since the 102-kb plasmid has a large and probably even underestimated influence on chromosomal gene expression, a clonal lineage of strain Dshi-6 that is homogeneous with respect to the presence of the sixth element should be used in future experiments.

With respect to *D. shibae*, 16S rRNA gene sequences from more than two dozen strains, which were isolated mainly from micro- and macroalgae, have been deposited in the NCBI database (sequence identity of >99.4%). Complete genome sequencing of *D. shibae* DFL-36 (GenBank assembly accession number GCA_023558355.1), which was isolated from the phycosphere of the dinoflagellate Alexandrium ostenfeldii (69), revealed the presence of six ECRs that are nearly identical to those of *D. shibae* DFL 12 (Dshi-6) and lacked the characteristic SNP of Dshi-5. Our newly deposited *D. shibae* strain Dshi-6 (DFL 12 [DSM 112351]) is therefore much more representative of the species than Dshi-5.

### Outlook.

Cultivation and genetic manipulation carry the risks of selecting hidden SNPs, deletions, ECR losses, and large-scale chromosomal inversions (69). The bottleneck of a single bacterial cell affected by a spontaneous mutation can have serious physiological consequences for genetic engineering that are not caused by the actual manipulation. In the past, misleading interpretations were avoided by the establishment of independent mutants and genetic complementation. In the postgenomics era, whole-genome sequencing will be the method of choice to select defined mutants that ideally lack any further genetic modification. In addition, the isolation of new bacterial species initially represents a bottleneck situation. A final assessment of the genetic representativeness of a bacterial strain therefore depends on the availability of other isolates of the same species. These observations are relevant for biotechnologists and microbiologists working with mutants and new isolates.

## MATERIALS AND METHODS

### Bacterial strains.

All strains belong to the species *D. shibae*, and their genotypes are listed in Table 1.

**TABLE 1:** Dinoroseobacter shibae DFL 12^T^ strains used in this study^*a*^

Strain	Description	Reference
Dshi-5	DSM 16493^T^ with 5 ECRs	79
Δ72kb	DSM 16493^T^ with 4 ECRs lacking the 72-kb chromid	37
Δ86kb	DSM 16493^T^ with 4 ECRs lacking the 86-kb plasmid	13
Δ191kb	DSM 16493^T^ with 4 ECRs lacking the 191-kb plasmid	34
Dshi-6	DSM 112351 with 6 ECRs	This study
Dshi-6::Gm_102kb	DSM 112351 with a mariner transposon gentamycin tag on the 102-kb plasmid	This study

a Δ72kb, Dshi-5 Δ72kb; Δ86kb, Dshi-5 Δ86kb; Δ191kb, Dshi-5 Δ191kb.

### Growth curves.

Precultures were prepared by inoculation of 20 mL of defined saltwater medium (SWM) with 5 mM succinate and incubation overnight. The optical density at 600 nm was determined photometrically and adjusted to an OD of 0.01. Ten wells were filled per culture. Growth in MB medium and SWM with 5 mM succinate was determined via the optical density at 600 nm and monitored over a period of 36 h every 30 min at 30°C with the Bioscreen C system. Plots were processed using the Bioconductor package in R.

### Heavy metal resistance tests.

Heavy metal resistance tests of Dshi-5 and Dshi-6 were performed in defined SWM with 5 mM succinate. One hundred microliters of SWM was supplemented with final concentrations of CuCl, CoCl_2_, ZnCl_2_, and AgNO_3_ ranging between 0 and 0.2 mM. The growth of both *D. shibae* strains was monitored in 24-well plates for 96 h, using the Infinite 200 Pro microplate reader (Tecan Trading AG, Switzerland).

### PFGE analysis.

Pulsed-field gel electrophoresis (PFGE) analysis of extrachromosomal elements from Dshi-6 was performed as previously described (34).

### Stability assay.

A *D. shibae* mutant with a gentamicin resistance cassette on the 102-kb plasmid (Tm6060) was obtained from a transposon library as described previously by Ebert et al. (32). According to our protocol, which is used by default to determine the stability of plasmid constructs (34), the strain was incubated in either marine broth (MB) or SWM with gentamicin (40 μg/mL) for 4 days at 28°C before 1% of the culture was transferred to marine broth without antibiotics and incubated for a further 10 days. Dilutions of the liquid culture were plated onto MB plates and incubated for 4 days. Fifty single colonies were picked and individually resuspended in 20 μL of H_2_O, and 3 μL of the suspension was then spotted onto either 0.5× MB plates with gentamicin (test) or 1.0× MB plates without gentamicin (control). To exclude the effects of the 100-fold-diluted antibiotic on the maintenance of the plasmid, the stability assay in MB medium was repeated with the preculture first grown on 0.5× MB plates with gentamicin and using an inoculating loop of cells for the main culturing experiment for 7 days.

### Colony PCR.

The presence of the 102-kb plasmid in single colonies was determined via a new duplex PCR approach using the 191-kb plasmid as a positive control. Primers specific for the 102-kb plasmid (P2496 [5′-TCAACCAATCAAACGCGCC-3′] and P2497 [5′-AACAACGCATCGCCCAAAG-3′]) and the 191-kb plasmid (P430 [5′-TCTGGCTGCGTGGTGGCTTTC-3′] and P431 [5′-TGCGCTATAGTGCTCTCAACA-3′]) allowed the coamplification of both fragments with sizes of 518 bp and 730 bp, respectively. Cell breakup of single *D. shibae* colonies, which were picked with yellow pipetting tips and resuspended in 10 μL H_2_O, was achieved with a series of heating and cooling steps (5 min 30 s at 96°C, 1 min 30 s at 50°C, 1 min 30 s at 96°C, 1 min at 45°C, 1 min at 96°C, and 1 min at 40°C). The cell debris was centrifuged, and 1 μL of the supernatant was used for DNA coamplification with both primer pairs and the One *Taq* QuickLoad DNA polymerase (New England BioLabs) in a volume of 20 μL under the following cycling conditions: (i) 1 cycle of 3 min at 94°C; (ii) 30 cycles of 30 s at 94°C, 30 s at 55°C, and 45 s at 68°C; and (iii) 1 cycle of 10 min at 68°C.

### Phenotypic microarray.

*D. shibae* Dshi-5 and Dshi-6 strains were tested for their ability to utilize 95 different carbon sources using the Biolog PM01 microplate (34). Biolog experiments were performed with freshly grown *D. shibae* cells that were resuspended in 10 mL inoculating fluid IF-0 to achieve 85% transmittance in the Biolog turbidimeter and with a negative control without bacteria. A solution containing 428 μL H_2_O, 120 μL dye D, 1,200 μL 10× seawater medium (160 g NaCl, 32 g NaSO_4_, 24 g MgCl_2_ · 6H_2_O, 4 g KCl, 2 g NH_4_Cl, 1.6 g KH_2_PO_4_, and 1.2 g CaCl_2_ · 2H_2_O per L), 120 μL 100× NaHCO_3_ buffer (1.9 g/100 mL), 120 μL 100× vitamin mix (2 mg biotin [B_7_], 20 mg niacin [B_3_], 8 mg 4-aminobenzoic acid [B_10_], and 1 mg thiamine [B_1_] per L), and 12 μL 1,000× trace element solution (2.1 g FeSO_4_ · 7H_2_O, 13 mL 25% HCl, 5.2 g Na_2_EDTA, 30 mg H_3_BO_3_, 100 mg MnCl_2_ · 4H_2_O, 190 mg CoCl_2_ · 6H_2_O, 24 mg NiCl_2_ · 6H_2_O, 2 mg CuCl_2_ · 2H_2_O, 144 mg ZnSO_4_ · 7H_2_O, and 36 mg Na_2_MoO_4_ · 2H_2_O per liter) was added to a final volume of 12 mL. Each well of the PM01 plate was inoculated with the cell suspension, and the microplates were incubated at 28°C for 96 h in the OmniLog plate reader. The OmniLog data were processed and analyzed using the R package opm v1.1.0 (70). Curve parameters were estimated using spline fitting, and the curve maximum was used for plotting the heatmap and comparing the strains.

### Cultivation and sampling for transcriptome analysis.

Cultivation for transcriptome analysis was performed in three biological replicates. Precultures of all *D. shibae* strains were cultivated overnight at 28°C in MB medium. One hundred milliliters of MB medium without antibiotics was inoculated with 2 mL of the preculture, and the culture was grown in 250-mL Erlenmeyer flasks under agitation for about 9 h up to an OD_600_ of 0.6. Bacterial cells were centrifuged, and the pellets without remaining medium were frozen in liquid nitrogen, pestled, and stored in aliquots of about 150 mg at −80°C.

### RNA isolation and sequencing.

The pestled bacterial cell powder was covered with 1 mL TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, USA) and incubated for 5 min at room temperature. Total RNA isolation starting with centrifugation at 12,000 × *g* for 10 min at 4°C was performed with the RNeasy minikit (Qiagen, Hilden, Germany) as previously described (57). After DNase treatment, the total RNA was resolved in 50 μL of diethyl pyrocarbonate (DEPC)-treated H_2_O. The depletion of rRNA was performed with the mRNA Ribo-Zero magnetic kit (Epicentre, Madison, WI, USA) according to the manufacturer’s instructions. The library was prepared from ribosomally depleted total RNA using the Scriptseq v2 RNA-seq (RNA sequencing) library preparation kit (Epicentre, Madison, WI, USA) according to the manufacturer’s protocol. For sequencing, equal volumes of libraries (12 pM) were multiplexed on a single lane. Cluster generation was performed with cBot (Illumina, San Diego, CA, USA) using TruSeq SR cluster kit v3-cBot-HS (Illumina, San Diego, CA, USA). Sequencing was done on the HiSeq 2500 platform (Illumina, San Diego, CA, USA) using TruSeq SBS kit v3-HS (Illumina, San Diego, CA, USA) for 50 cycles. Image analysis and base calling were performed using the Illumina pipeline v1.8 (Illumina, San Diego, CA, USA).

### RNA-seq data processing and analysis.

The demultiplexed raw fastq files were quality controlled using the FASTQ-mcf suite (https://github.com/ExpressionAnalysis/ea-utils). Low-quality bases and identified Illumina adaptors were clipped from the sequences. Reads were mapped to reference genomes using bowtie2 with default parameters (71). Ambiguously mapping reads were equally distributed among all regions to which they could be assigned. The resulting sam files were converted to binary format and indexed using samtools (72). A table with reads per protein-coding sequence was generated from each indexed bam file using featureCounts (72). 

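The counts used here record featureCounts settings under which a read was counted only on its strand, on every coding sequence that it overlapped and, with its full weight, at every place to which it mapped. By the counting at every place of mapping, the 191-kb and the 126-kb plasmids are affected most. A RefSeq protein that is also encoded elsewhere is encoded by 82 of 197 genes of the 191-kb plasmid and 71 of 135 of the 126-kb plasmid. By overlap with another gene on the same strand, 67 of 197 and 46 of 135 genes of these plasmids are affected, and 33 of 73 of the 72-kb chromid.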

The R package EdgeR was used for statistical analysis of differential gene expression (72). 

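The paper's text does not name which of edgeR's tests was used or whether the P value was adjusted. On simulated counts with 200 changed genes, drawn from the means and library sizes of the real libraries, the quasi-likelihood test recovered 185 of the 200 genes in the comparison of Dshi-6 (4189 genes tested), 192 in that of Δ86kb (4121 genes), 195 in that of Δ191kb (3992 genes) and 196 in that of Δ72kb (4116 genes). Of the genes it called, 3.65%, 4.48%, 2.99% and 6.22% were unchanged ones. The test against an absolute log2 fold change of 1 recovered 93, 91, 96 and 97 of the 100 genes that had been changed by 2 on the log2 scale. The 200 genes were drawn from those without low counts in Dshi-5, with as many raised as lowered. In the real comparisons of Dshi-6, Δ86kb and Δ191kb, 50.9% to 62.2% of the chromosomal genes were called. The simulation does not test normalization or false calls under changes of that extent, nor genes with few counts.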

All strains were compared with the *D. shibae* reference strain DSM 16493^T^. Data for all genes can be found in Table S1A. The R package KEGGREST v1.1 (73) was used to extract the KEGG (74) annotation for *D. shibae* (accessed 1 April 2020). A hypergeometric test was used to identify significantly enriched KEGG categories.

### Genome sequencing.

Genomic DNA from all *D. shibae* strains was isolated with the Qiagen (Hilden, Germany) genomic DNA kit. Illumina and PacBio library preparation, sequencing, PacBio genome assembly, and error correction with Illumina reads were conducted as previously described (48, 75).

### Comparative genomics.

The sequence alignment of the 102-kb plasmid with other sequences was done using mauve v20150226 (76, 77). Further processing was done in R using the genoPlotR package v0.8.11 (http://genoplotr.r-forge.r-project.org/). Homologous genes among the 102-kb plasmid, the Phaeobacter inhibens plasmid Pp88, and Roseobacter litoralis Och 149 or the extrachromosomal replicons of *D. shibae* were identified using ProteinOrtho (78) by applying the following settings: E value of 1e−05, identity of 30, and coverage of 75.

The dendrogram for the differentiation of chromids and plasmids is based on relative synonymous codon usage analysis of all protein-coding genes of the replicons (23).

### Data availability.

RNA sequencing data, which were established in three biological replicates, have been deposited at the NCBI Gene Expression Omnibus database under accession number GSE198318.

## References

[1] Wein T, Dagan T. 2020. Plasmid evolution. Curr Biol 30:R1158–R1163. doi:10.1016/j.cub.2020.07.003.33022260

[2] Mathers AJ, Peirano G, Pitout JDD. 2015. The role of epidemic resistance plasmids and international high-risk clones in the spread of multidrug-resistant Enterobacteriaceae. Clin Microbiol Rev 28:565–591. doi:10.1128/CMR.00116-14.25926236PMC4405625

[3] Brinkmann H, Göker M, Koblížek M, Wagner-Döbler I, Petersen J. 2018. Horizontal operon transfer, plasmids, and the evolution of photosynthesis in Rhodobacteraceae. ISME J 12:1994–2010. doi:10.1038/s41396-018-0150-9.29795276PMC6052148

[4] Rankin DJ, Rocha EPC, Brown SP. 2011. What traits are carried on mobile genetic elements, and why. Heredity (Edinb) 106:1–10. doi:10.1038/hdy.2010.24.20332804PMC3183850

[5] Dragoš A, Kiesewalter H, Martin M, Hsu C-Y, Hartmann R, Wechsler T, Eriksen C, Brix S, Drescher K, Stanley-Wall N, Kümmerli R, Kovács ÁT. 2018. Division of labor during biofilm matrix production. Curr Biol 28:1903–1913.e5. doi:10.1016/j.cub.2018.04.046.29887307PMC6331042

[6] Sheppard AE, Stoesser N, Wilson DJ, Sebra R, Kasarskis A, Anson LW, Giess A, Pankhurst LJ, Vaughan A, Grim CJ, Cox HL, Yeh AJ, Modernising Medical Microbiology (MMM) Informatics Group, Sifri CD, Walker AS, Peto TE, Crook DW, Mathers AJ. 2016. Nested Russian doll-like genetic mobility drives rapid dissemination of the carbapenem resistance gene bla_KPC_. Antimicrob Agents Chemother 60:3767–3778. doi:10.1128/AAC.00464-16.27067320PMC4879409

[7] Hall JPJ, Williams D, Paterson S, Harrison E, Brockhurst MA. 2017. Positive selection inhibits gene mobilization and transfer in soil bacterial communities. Nat Ecol Evol 1:1348–1353. doi:10.1038/s41559-017-0250-3.28890938PMC5584672

[8] Sun L, Alexander HK, Bogos B, Kiviet DJ, Ackermann M, Bonhoeffer S. 2018. Effective polyploidy causes phenotypic delay and influences bacterial evolvability. PLoS Biol 16:e2004644. doi:10.1371/journal.pbio.2004644.29470493PMC5839593

[9] Rodríguez-Beltrán J, Sørum V, Toll-Riera M, de la Vega C, Peña-Miller R, Millán ÁS. 2020. Genetic dominance governs the evolution and spread of mobile genetic elements in bacteria. Proc Natl Acad Sci USA 117:15755–15762. doi:10.1073/pnas.2001240117.32571917PMC7355013

[10] Barton IS, Eagan JL, Nieves-Otero PA, Reynolds IP, Platt TG, Fuqua C. 2021. Co-dependent and interdigitated: dual quorum sensing systems regulate conjugative transfer of the Ti plasmid and the At megaplasmid in Agrobacterium tumefaciens 15955. Front Microbiol 11:605896. doi:10.3389/fmicb.2020.605896.33552018PMC7856919

[11] Baharoglu Z, Bikard D, Mazel D. 2010. Conjugative DNA transfer induces the bacterial SOS response and promotes antibiotic resistance development through integron activation. PLoS Genet 6:e1001165. doi:10.1371/journal.pgen.1001165.20975940PMC2958807

[12] Rodríguez-Beltrán J, DelaFuente J, León-Sampedro R, MacLean RC, San Millán Á. 2021. Beyond horizontal gene transfer: the role of plasmids in bacterial evolution. Nat Rev Microbiol 19:347–359. doi:10.1038/s41579-020-00497-1.33469168

[13] Maslowska KH, Makiela-Dzbenska K, Fijalkowska IJ. 2019. The SOS system: a complex and tightly regulated response to DNA damage. Environ Mol Mutagen 60:368–384. doi:10.1002/em.22267.30447030PMC6590174

[14] Kyslik P, Dobisova M, Maresova H, Sobotkova L. 1993. Plasmid burden in chemostat culture of Escherichia coli: its effect on the selection for overproducers of host enzymes. Biotechnol Bioeng 41:325–329. doi:10.1002/bit.260410306.18609556

[15] Wong Ng J, Chatenay D, Robert J, Poirier MG. 2010. Plasmid copy number noise in monoclonal populations of bacteria. Phys Rev E Stat Nonlin Soft Matter Phys 81:011909. doi:10.1103/PhysRevE.81.011909.20365401

[16] Trautwein K, Will SE, Hulsch R, Maschmann U, Wiegmann K, Hensler M, Michael V, Ruppersberg H, Wünsch D, Feenders C, Neumann-Schaal M, Kaltenhäuser S, Ulbrich M, Schmidt-Hohagen K, Blasius B, Petersen J, Schomburg D, Rabus R. 2016. Native plasmids restrict growth of Phaeobacter inhibens DSM 17395: energetic costs of plasmids assessed by quantitative physiological analyses. Environ Microbiol 18:4817–4829. doi:10.1111/1462-2920.13381.27233797

[17] Harms A, Brodersen DE, Mitarai N, Gerdes K. 2018. Toxins, targets, and triggers: an overview of toxin-antitoxin biology. Mol Cell 70:768–784. doi:10.1016/j.molcel.2018.01.003.29398446

[18] Slater FR, Bailey MJ, Tett AJ, Turner SL. 2008. Progress towards understanding the fate of plasmids in bacterial communities. FEMS Microbiol Ecol 66:3–13. doi:10.1111/j.1574-6941.2008.00505.x.18507680

[19] Harold FM. 1986. The vital force: a study of bioenergetics. WH Freeman & Co, New York, NY.

[20] Liang KYH, Orata FD, Boucher YF, Case RJ. 2021. Roseobacters in a sea of poly- and paraphyly: whole genome-based taxonomy of the family Rhodobacteraceae and the proposal for the split of the “Roseobacter clade” into a novel family, Roseobacteraceae fam. nov. Front Microbiol 12:683109. doi:10.3389/fmicb.2021.683109.34248901PMC8267831

[21] Luo H, Moran MA. 2014. Evolutionary ecology of the marine Roseobacter clade. Microbiol Mol Biol Rev 78:573–587. doi:10.1128/MMBR.00020-14.25428935PMC4248658

[22] Wagner-Döbler I, Biebl H. 2006. Environmental biology of the marine Roseobacter lineage. Annu Rev Microbiol 60:255–280. doi:10.1146/annurev.micro.60.080805.142115.16719716

[23] Petersen J, Frank O, Göker M, Pradella S. 2013. Extrachromosomal, extraordinary and essential—the plasmids of the Roseobacter clade. Appl Microbiol Biotechnol 97:2805–2815. doi:10.1007/s00253-013-4746-8.23435940

[24] Petersen J, Brinkmann H, Pradella S. 2009. Diversity and evolution of repABC type plasmids in Rhodobacterales. Environ Microbiol 11:2627–2638. doi:10.1111/j.1462-2920.2009.01987.x.19601964

[25] Michael V, Frank O, Bartling P, Scheuner C, Göker M, Brinkmann H, Petersen J. 2016. Biofilm plasmids with a rhamnose operon are widely distributed determinants of the ‘swim-or-stick’ lifestyle in roseobacters. ISME J 10:2498–2513. doi:10.1038/ismej.2016.30.26953602PMC5030684

[26] Frank O, Michael V, Päuker O, Boedeker C, Jogler C, Rohde M, Petersen J. 2015. Plasmid curing and the loss of grip—the 65-kb replicon of Phaeobacter inhibens DSM 17395 is required for biofilm formation, motility and the colonization of marine algae. Syst Appl Microbiol 38:120–127. doi:10.1016/j.syapm.2014.12.001.25595869

[27] Brinkhoff T, Bach G, Heidorn T, Liang L, Schlingloff A, Simon M. 2004. Antibiotic production by a Roseobacter clade-affiliated species from the German Wadden Sea and its antagonistic effects on indigenous isolates. Appl Environ Microbiol 70:2560–2565. doi:10.1128/AEM.70.4.2560-2565.2003.15066861PMC383154

[28] Wagner-Döbler I, Ballhausen B, Berger M, Brinkhoff T, Buchholz I, Bunk B, Cypionka H, Daniel R, Drepper T, Gerdts G, Hahnke S, Han C, Jahn D, Kalhoefer D, Kiss H, Klenk H-P, Kyrpides N, Liebl W, Liesegang H, Meincke L, Pati A, Petersen J, Piekarski T, Pommerenke C, Pradella S, Pukall R, Rabus R, Stackebrandt E, Thole S, Thompson L, Tielen P, Tomasch J, von Jan M, Wanphrut N, Wichels A, Zech H, Simon M. 2010. The complete genome sequence of the algal symbiont Dinoroseobacter shibae: a hitchhiker’s guide to life in the sea. ISME J 4:61–77. doi:10.1038/ismej.2009.94.19741735

[29] Patzelt D, Wang H, Buchholz I, Rohde M, Gröbe L, Pradella S, Neumann A, Schulz S, Heyber S, Münch K, Münch R, Jahn D, Wagner-Döbler I, Tomasch J. 2013. You are what you talk: quorum sensing induces individual morphologies and cell division modes in Dinoroseobacter shibae. ISME J 7:2274–2286. doi:10.1038/ismej.2013.107.23823498PMC3834844

[30] Tomasch J, Wang H, Hall ATK, Patzelt D, Preusse M, Petersen J, Brinkmann H, Bunk B, Bhuju S, Jarek M, Geffers R, Lang AS, Wagner-Döbler I. 2018. Packaging of Dinoroseobacter shibae DNA into gene transfer agent particles is not random. Genome Biol Evol 10:359–369. doi:10.1093/gbe/evy005.29325123PMC5786225

[31] Ebert M, Laaß S, Thürmer A, Roselius L, Eckweiler D, Daniel R, Härtig E, Jahn D. 2017. FnrL and three Dnr regulators are used for the metabolic adaptation to low oxygen tension in Dinoroseobacter shibae. Front Microbiol 8:642. doi:10.3389/fmicb.2017.00642.28473807PMC5398030

[32] Ebert M, Laaß S, Burghartz M, Petersen J, Koßmehl S, Wöhlbrand L, Rabus R, Wittmann C, Tielen P, Jahn D. 2013. Transposon mutagenesis identified chromosomal and plasmid genes essential for adaptation of the marine bacterium Dinoroseobacter shibae to anaerobic conditions. J Bacteriol 195:4769–4777. doi:10.1128/JB.00860-13.23974024PMC3807425

[33] Patzelt D, Michael V, Päuker O, Ebert M, Tielen P, Jahn D, Tomasch J, Petersen J, Wagner-Döbler I. 2016. Gene flow across genus barriers—conjugation of Dinoroseobacter shibae’s 191-kb killer plasmid into Phaeobacter inhibens and AHL-mediated expression of type IV secretion systems. Front Microbiol 7:742. doi:10.3389/fmicb.2016.00742.27303368PMC4886583

[34] Wang H, Tomasch J, Michael V, Bhuju S, Jarek M, Petersen J, Wagner-Döbler I. 2015. Identification of genetic modules mediating the Jekyll and Hyde interaction of Dinoroseobacter shibae with the dinoflagellate Prorocentrum minimum. Front Microbiol 6:1262. doi:10.3389/fmicb.2015.01262.26617596PMC4643747

[35] Mansky J, Wang H, Ebert M, Härtig E, Jahn D, Tomasch J, Wagner-Döbler I. 2022. The influence of genes on the “killer plasmid” of Dinoroseobacter shibae on its symbiosis with the dinoflagellate Prorocentrum minimum. Front Microbiol 12:804767. doi:10.3389/fmicb.2021.804767.35154034PMC8831719

[36] Kleist S, Ulbrich M, Bill N, Schmidt-Hohagen K, Geffers R, Schomburg D. 2017. Dealing with salinity extremes and nitrogen limitation—an unexpected strategy of the marine bacterium Dinoroseobacter shibae. Environ Microbiol 19:894–908. doi:10.1111/1462-2920.13266.26914854

[37] Soora M, Tomasch J, Wang H, Michael V, Petersen J, Engelen B, Wagner-Döbler I, Cypionka H. 2015. Oxidative stress and starvation in Dinoroseobacter shibae: the role of extrachromosomal elements. Front Microbiol 6:233. doi:10.3389/fmicb.2015.00233.25859246PMC4373377

[38] Koppenhöfer S, Wang H, Scharfe M, Kaever V, Wagner-Döbler I, Tomasch J. 2019. Integrated transcriptional regulatory network of quorum sensing, replication control, and SOS response in Dinoroseobacter shibae. Front Microbiol 10:803. doi:10.3389/fmicb.2019.00803.31031742PMC6473078

[39] Pradella S, Allgaier M, Hoch C, Päuker O, Stackebrandt E, Wagner-Döbler I. 2004. Genome organization and localization of the pufLM genes of the photosynthesis reaction center in phylogenetically diverse marine Alphaproteobacteria. Appl Environ Microbiol 70:3360–3369. doi:10.1128/AEM.70.6.3360-3369.2004.15184132PMC427745

[40] Allgaier M, Uphoff H, Felske A, Wagner-Döbler I. 2003. Aerobic anoxygenic photosynthesis in Roseobacter clade bacteria from diverse marine habitats. Appl Environ Microbiol 69:5051–5059. doi:10.1128/AEM.69.9.5051-5059.2003.12957886PMC194994

[41] Tomasch J, Ringel V, Wang H, Freese HM, Bartling P, Brinkmann H, Vollmers J, Jarek M, Wagner-Döbler I, Petersen J. 2022. Fatal affairs—conjugational transfer of a dinoflagellate-killing plasmid between marine Rhodobacterales. Microb Genom 8:000787. doi:10.1099/mgen.0.000787.PMC917628535254236

[42] Petersen J, Brinkmann H, Berger M, Brinkhoff T, Päuker O, Pradella S. 2011. Origin and evolution of a novel DnaA-like plasmid replication type in Rhodobacterales. Mol Biol Evol 28:1229–1240. doi:10.1093/molbev/msq310.21097494

[43] Berland BR, Bonin DJ, Maestrini SY. 1969. Study of bacteria associated with marine algae in culture. Mar Biol 3:334–335. doi:10.1007/BF00698862.

[44] Koppenhöfer S, Lang AS. 2020. Interactions among redox regulators and the CtrA phosphorelay in Dinoroseobacter shibae and Rhodobacter capsulatus. Microorganisms 8:562. doi:10.3390/microorganisms8040562.PMC723214632295208

[45] Laub MT, Chen SL, Shapiro L, Mcadams HH. 2002. Genes directly controlled by CtrA, a master regulator of the Caulobacter cell cycle. Proc Natl Acad Sci USA 99:4632–4637. doi:10.1073/pnas.062065699.11930012PMC123699

[46] Mignolet J, Panis GL, Viollier PH. 2018. More than a Tad: spatiotemporal control of Caulobacter pili. Curr Opin Microbiol 42:79–86. doi:10.1016/j.mib.2017.10.017.29161615

[47] Fogg PCM. 2019. Identification and characterization of a direct activator of a gene transfer agent. Nat Commun 10:595. doi:10.1038/s41467-019-08526-1.30723210PMC6363796

[48] Bartling P, Brinkmann H, Bunk B, Overmann J, Göker M, Petersen J. 2017. The composite 259-kb plasmid of Martelella mediterranea DSM 17316T—a natural replicon with functional RepABC modules from Rhodobacteraceae and Rhizobiaceae. Front Microbiol 8:1787. doi:10.3389/fmicb.2017.01787.28983283PMC5613091

[49] Carroll AC, Wong A. 2018. Plasmid persistence: costs, benefits, and the plasmid paradox. Can J Microbiol 64:293–304. doi:10.1139/cjm-2017-0609.29562144

[50] San Millan A, MacLean RC. 2017. Fitness costs of plasmids: a limit to plasmid transmission. Microbiol Spectr 5:MTBP-0016-2017. doi:10.1128/microbiolspec.MTBP-0016-2017.PMC1168755028944751

[51] Will SE, Neumann-Schaal M, Heydorn RL, Bartling P, Petersen J, Schomburg D. 2017. The limits to growth—energetic burden of the endogenous antibiotic tropodithietic acid in Phaeobacter inhibens DSM 17395. PLoS One 12:e0177295. doi:10.1371/journal.pone.0177295.28481933PMC5421792

[52] Gordon JE, Christie PJ. 2014. The Agrobacterium Ti plasmids. Microbiol Spectr 2:PLAS-0010-2013. doi:10.1128/microbiolspec.PLAS-0010-2013.PMC429280125593788

[53] Cevallos MA, Cervantes-Rivera R, Gutiérrez-Ríos RM. 2008. The repABC plasmid family. Plasmid 60:19–37. doi:10.1016/j.plasmid.2008.03.001.18433868

[54] Pinto UM, Pappas KM, Winans SC. 2012. The ABCs of plasmid replication and segregation. Nat Rev Microbiol 10:755–765. doi:10.1038/nrmicro2882.23070556

[55] González V, Santamaría RI, Bustos P, Hernández-González I, Medrano-Soto A, Moreno-Hagelsieb G, Janga SC, Ramírez MA, Jiménez-Jacinto V, Collado-Vides J, Dávila G. 2006. The partitioned Rhizobium etli genome: genetic and metabolic redundancy in seven interacting replicons. Proc Natl Acad Sci USA 103:3834–3839. doi:10.1073/pnas.0508502103.16505379PMC1383491

[56] Raymond C, Tom R, Perret S, Moussouami P, L’Abbé D, St-Laurent G, Durocher Y. 2011. A simplified polyethylenimine-mediated transfection process for large-scale and high-throughput applications. Methods 55:44–51. doi:10.1016/j.ymeth.2011.04.002.21539918

[57] Wang H, Tomasch J, Jarek M, Wagner-Döbler I. 2014. A dual-species co-cultivation system to study the interactions between roseobacters and dinoflagellates. Front Microbiol 5:311. doi:10.3389/fmicb.2014.00311.25009539PMC4069834

[58] Wang H, Ziesche L, Frank O, Michael V, Martin M, Petersen J, Schulz S, Wagner-Döbler I, Tomasch J. 2014. The CtrA phosphorelay integrates differentiation and communication in the marine alphaproteobacterium Dinoroseobacter shibae. BMC Genomics 15:130. doi:10.1186/1471-2164-15-130.24524855PMC4046655

[59] Westbye AB, Beatty JT, Lang AS, Rice P. 2017. Guaranteeing a captive audience: coordinated regulation of gene transfer agent (GTA) production and recipient capability by cellular regulators. Curr Opin Microbiol 38:122–129. doi:10.1016/j.mib.2017.05.003.28599143

[60] Bedrunka P, Olbrisch F, Rüger M, Zehner S, Frankenberg-Dinkel N. 2018. Nitric oxide controls c-di-GMP turnover in Dinoroseobacter shibae. Microbiology (Reading) 164:1405–1415. doi:10.1099/mic.0.000714.30222100

[61] Paget M, Helmann J. 2003. Protein family review—the sigma(70) family of sigma factors. Genome Biol 4:203–206. doi:10.1186/gb-2003-4-1-203.12540296PMC151288

[62] Nieto Penalver CG, Cantet F, Morin D, Haras D, Vorholt JA. 2006. A plasmid-borne truncated luxI homolog controls quorum-sensing systems and extracellular carbohydrate production in Methylobacterium extorquens AM1. J Bacteriol 188:7321–7324. doi:10.1128/JB.00649-06.17015673PMC1636247

[63] Hall JPJ, Wright RCT, Guymer D, Harrison E, Brockhurst MA. 2020. Extremely fast amelioration of plasmid fitness costs by multiple functionally diverse pathways. Microbiology (Reading) 166:56–62. doi:10.1099/mic.0.000862.31613206

[64] Galardini M, Brilli M, Spini G, Rossi M, Roncaglia B, Bani A, Chiancianesi M, Moretto M, Engelen K, Bacci G, Pini F, Biondi EG, Bazzicalupo M, Mengoni A. 2015. Evolution of intra-specific regulatory networks in a multipartite bacterial genome. PLoS Comput Biol 11:e1004478. doi:10.1371/journal.pcbi.1004478.26340565PMC4560400

[65] Fei F, diCenzo GC, Bowdish DME, McCarry BE, Finan TM. 2016. Effects of synthetic large-scale genome reduction on metabolism and metabolic preferences in a nutritionally complex environment. Metabolomics 12:23. doi:10.1007/s11306-015-0928-y.

[66] diCenzo GC, Wellappili D, Brian Golding G, Finan TM. 2018. Inter-replicon gene flow contributes to transcriptional integration in the Sinorhizobium meliloti multipartite genome. G3 (Bethesda) 8:1711–1720. doi:10.1534/g3.117.300405.29563186PMC5940162

[67] Vial L, Hommais F. 2020. Plasmid‐chromosome cross‐talks. Environ Microbiol 22:540–556. doi:10.1111/1462-2920.14880.31782608

[68] Agnoli K, Schwager S, Uehlinger S, Vergunst A, Viteri DF, Nguyen DT, Sokol PA, Carlier A, Eberl L. 2012. Exposing the third chromosome of Burkholderia cepacia complex strains as a virulence plasmid. Mol Microbiol 83:362–378. doi:10.1111/j.1365-2958.2011.07937.x.22171913

[69] Wünsch D, Strijkstra A, Wöhlbrand L, Freese HM, Scheve S, Hinrichs C, Trautwein K, Maczka M, Petersen J, Schulz S, Overmann J, Rabus R. 2020. Global response of Phaeobacter inhibens DSM 17395 to deletion of its 262-kb chromid encoding antibiotic synthesis. Microb Physiol 30:9–24. doi:10.1159/000508591.32958725

[70] Ding H, Moksa MM, Hirst M, Beatty JT. 2014. Draft genome sequences of six Rhodobacter capsulatus strains, YW1, YW2, B6, Y262, R121, and DE442. Genome Announc 2:e00050-14. doi:10.1128/genomeA.00050-14.24526637PMC3924369

[71] Langmead B, Salzberg SL. 2012. Fast gapped-read alignment with Bowtie 2. Nat Methods 9:357–359. doi:10.1038/nmeth.1923.22388286PMC3322381

[72] Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, Marth G, Abecasis G, Durbin R, 1000 Genome Project Data Processing Subgroup. 2009. The Sequence Alignment/Map format and SAMtools. Bioinformatics 25:2078–2079. doi:10.1093/bioinformatics/btp352.19505943PMC2723002

[73] Tenenbaum D. 2016. KEGGREST: client-side REST access to KEGG.

[74] Kanehisa M, Goto S. 2000. KEGG: Kyoto Encyclopedia of Genes and Genomes. Nucleic Acids Res 28:27–30. doi:10.1093/nar/28.1.27.10592173PMC102409

[75] Yoon MY, Lee K-M, Park Y, Yoon SS. 2011. Contribution of cell elongation to the biofilm formation of Pseudomonas aeruginosa during anaerobic respiration. PLoS One 6:e16105. doi:10.1371/journal.pone.0016105.21267455PMC3022656

[76] Darling ACE, Mau B, Blattner FR, Perna NT. 2004. Mauve: multiple alignment of conserved genomic sequence with rearrangements. Genome Res 14:1394–1403. doi:10.1101/gr.2289704.15231754PMC442156

[77] Darling AE, Mau B, Perna NT. 2010. Progressivemauve: multiple genome alignment with gene gain, loss and rearrangement. PLoS One 5:e11147. doi:10.1371/journal.pone.0011147.20593022PMC2892488

[78] Lechner M, Findeiss S, Steiner L, Marz M, Stadler PF, Prohaska SJ. 2011. Proteinortho: detection of (co-)orthologs in large-scale analysis. BMC Bioinformatics 12:124. doi:10.1186/1471-2105-12-124.21526987PMC3114741

[79] Biebl H, Allgaier M, Tindall BJ, Koblizek M, Lünsdorf H, Pukall R, Wagner-Döbler I. 2005. Dinoroseobacter shibae gen. nov., sp. nov., a new aerobic phototrophic bacterium isolated from dinoflagellates. Int J Syst Evol Microbiol 55:1089–1096. doi:10.1099/ijs.0.63511-0.15879238

# Supplementary material for: The Sixth Element: a 102-kb RepABC Plasmid of Xenologous Origin Modulates Chromosomal Gene Expression in Dinoroseobacter shibae
**Source:** mSystems. 2022 Aug 3;7(4):e00264-22. doi: 10.1128/msystems.00264-22
**Supplement:** FIG S1

**Supplementary figures**

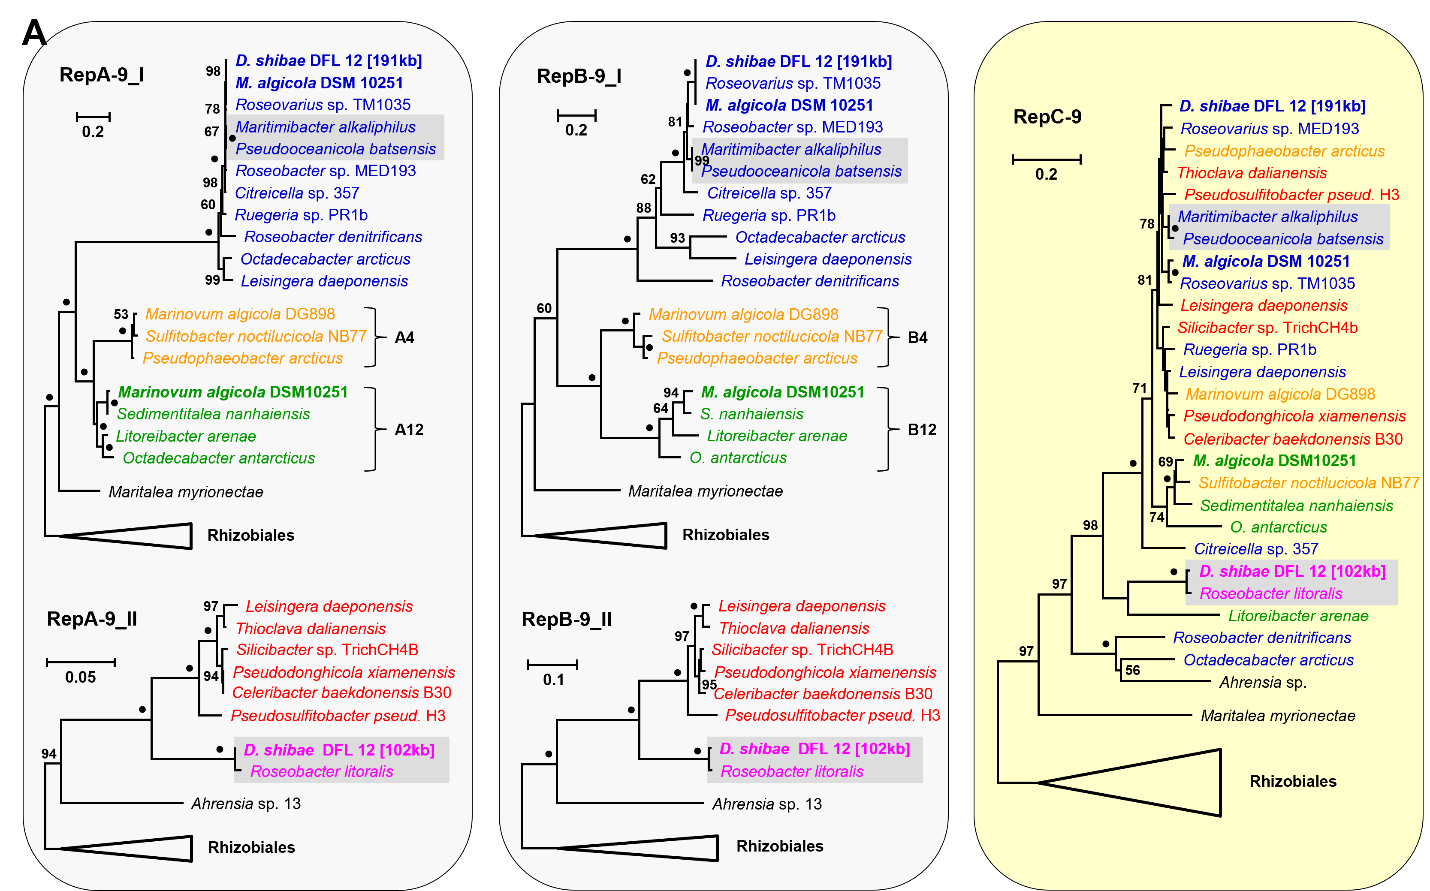

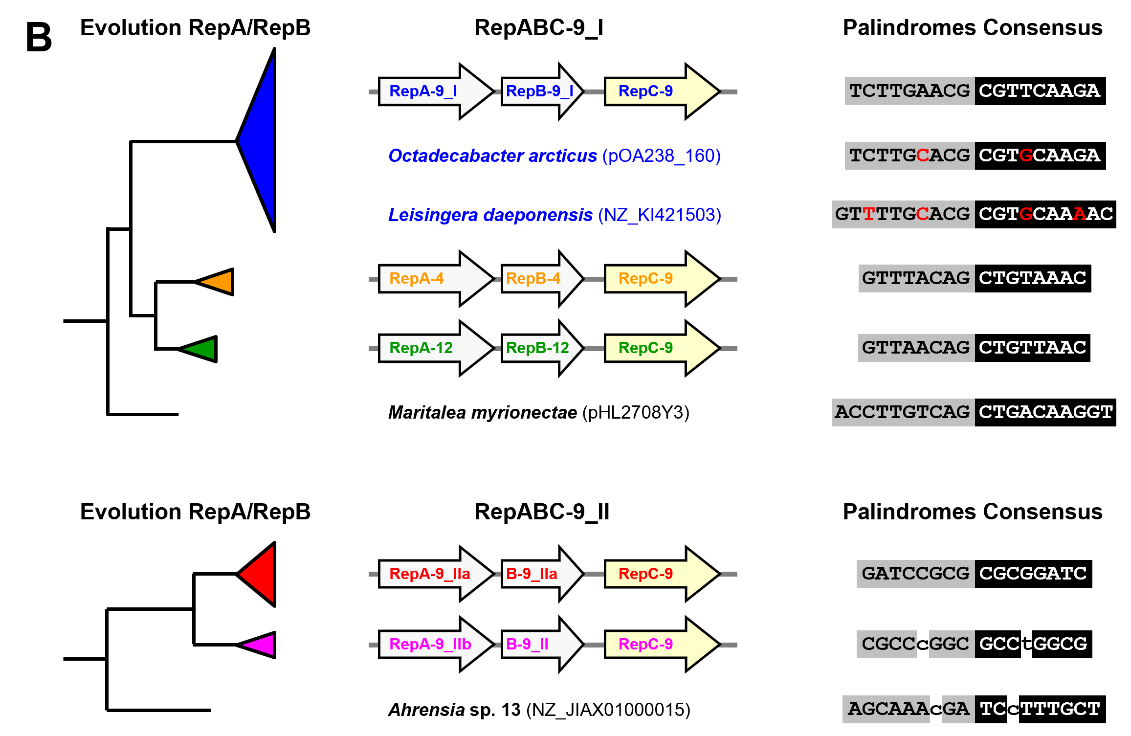

Figure S1: **A**) Phylogenetic protein analyses of RepABC-9 type plasmid replication modules of Rhodobacterales. The complete set of RepC-9 replicase sequences and the adjacent RepA and RepB partitioning genes have been analyzed with rhizobial outgroup sequences (supplementary Table S3). Color code indicates putative compatibility groups of RepABC-9 type replication modules: red, RepABC-9_I; orange, A4-B4-C9; green, A12-B12-C9; red, RepABC-9_IIa; orange, RepABC-9_IIb. RepA, RepB and RepC-9 phylogenies are presented with a bright gray and a yellow background, respectively. Taxa with two RepABC-9 type plasmids are shown in bold. Dark gray boxes highlight a synchronous evolution of RepA, RepB and RepC-9 proteins. ●, 100% bootstrap support. **B)** Consensus palindrome sequences of RepABC-9 type plasmids according to the phylogenetic analyses (Figure S1A).

# Supplementary material for: The Sixth Element: a 102-kb RepABC Plasmid of Xenologous Origin Modulates Chromosomal Gene Expression in Dinoroseobacter shibae
**Source:** mSystems. 2022 Aug 3;7(4):e00264-22. doi: 10.1128/msystems.00264-22
**Supplement:** FIG S2

Figure S2: Comparison of the gene expression of all seven replicons from Dshi-6. The box plots of the three biological replicates (rep1, rep2, rep3) are shown in a logarithmic scale. Median expression values of the replicons from replicate 1 are the following; chromosome: 2206x (NC_009952.1), pDSHI01: 1713x (NC_009955.1), pDSHI02: 1228x (NC_009956.1), pDSHI03: 1740x (NC_009957.1), pDSHI04: 2529x (NC_009958.1), pDSHI05: 1008x (NC_009959.1), pDSHI06: 501x (CP097546.1).

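In replicate A of Dshi-6, the median number of counts per gene was 2170.5 for the chromosome, 1657 for the 191-kb replicon (pDSHI01), 1143 for the 153-kb replicon (pDSHI02), 1699 for the 126-kb replicon (pDSHI03), 2650.5 for the 86-kb replicon (pDSHI04) and 1006 for the 72-kb replicon (pDSHI05). These medians are not divided by gene length, and the genes of pDSHI06 were not analysed here. Divided by coding length and by the chromosomal median of the same library, the 86-kb replicon had a ratio of 1.79 ± 0.0578 in Dshi-5 (SD, n = 3), so that its ratio in Dshi-6 was 0.586 of that in Dshi-5 (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 cultures allow).

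**Figure D2:**
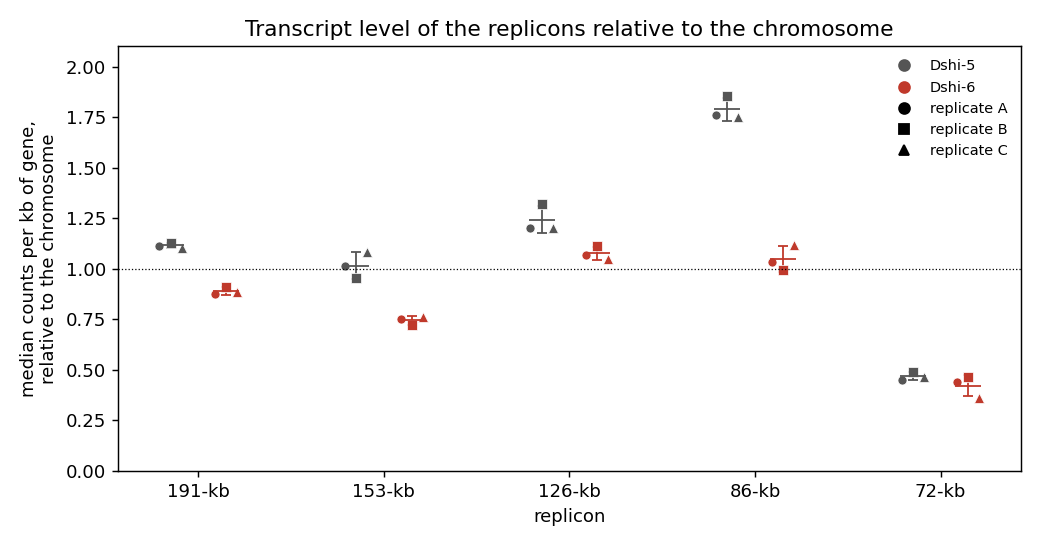
Median counts per kb of coding sequence of 5 ECRs relative to the chromosome in Dshi-5 and Dshi-6. Symbols are the 3 libraries of each strain, and the bars give their mean and SD. The 86-kb replicon lies between 1.75 and 1.86 in Dshi-5 and between 0.994 and 1.12 in Dshi-6.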

# Supplementary material for: The Sixth Element: a 102-kb RepABC Plasmid of Xenologous Origin Modulates Chromosomal Gene Expression in Dinoroseobacter shibae
**Source:** mSystems. 2022 Aug 3;7(4):e00264-22. doi: 10.1128/msystems.00264-22
**Supplement:** FIG S3

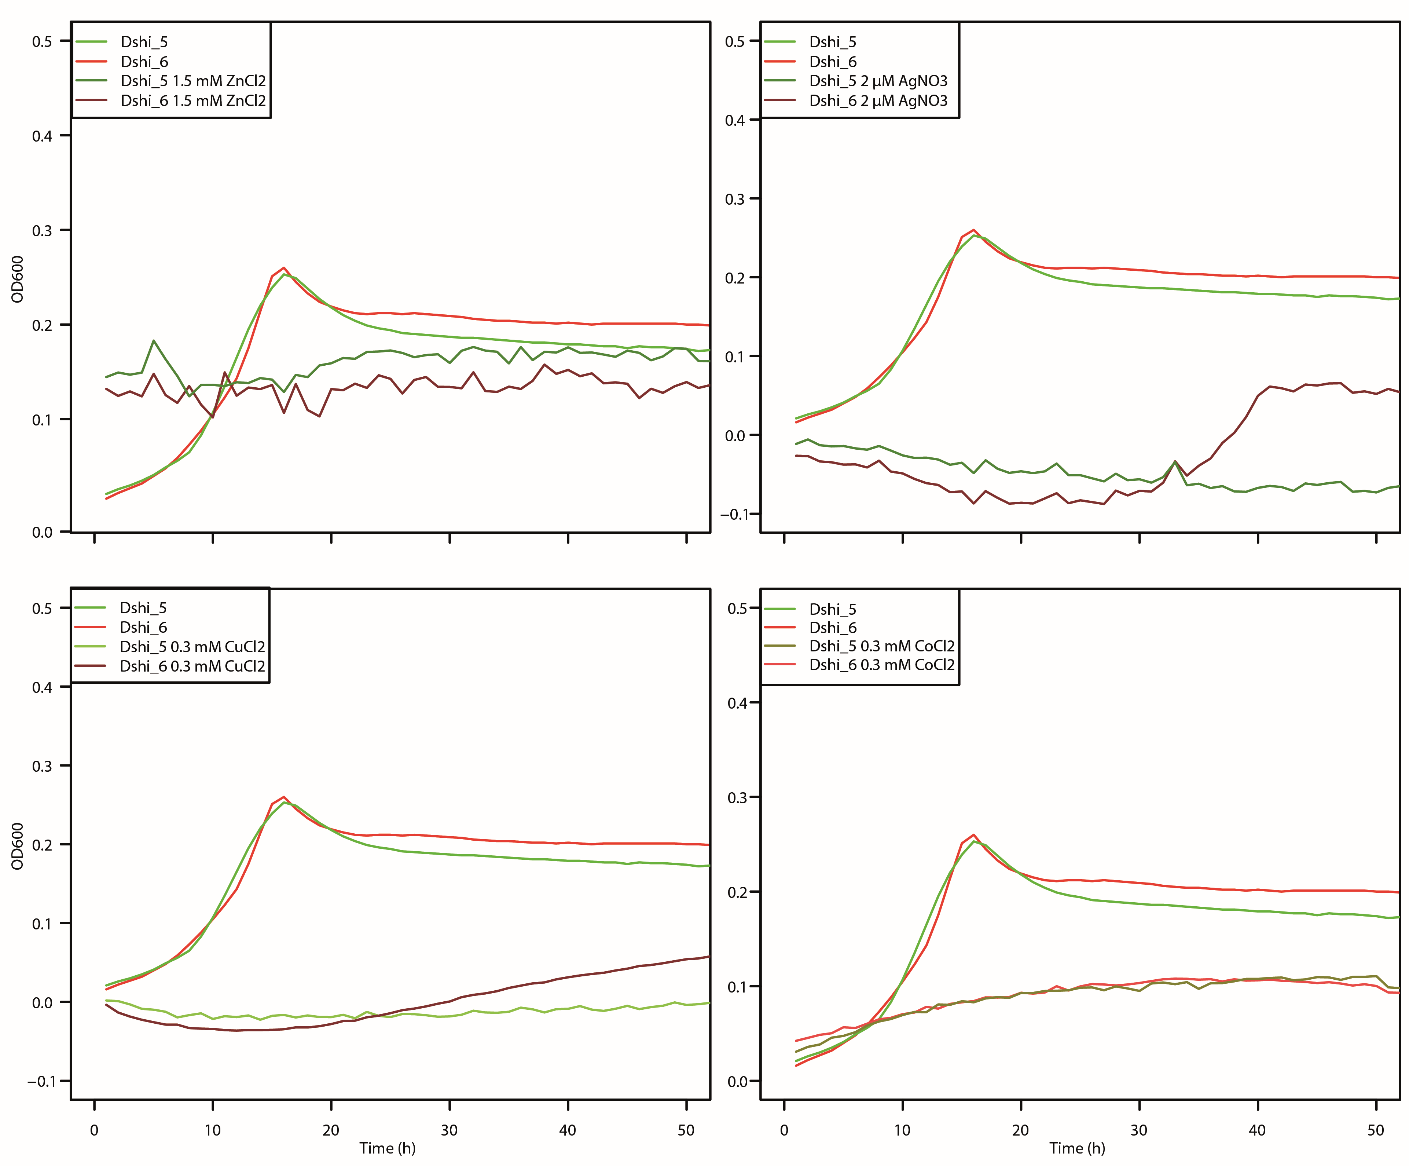

Figure S3: Growth kinetics of strains Dshi-5 (five ECRs) and Dshi-6 (six ECRs) in ASW medium with succinate and different heavy metals. Growth was monitored over 50-70h and measured at an optical density of 600 nm.

# Supplementary material for: The Sixth Element: a 102-kb RepABC Plasmid of Xenologous Origin Modulates Chromosomal Gene Expression in Dinoroseobacter shibae
**Source:** mSystems. 2022 Aug 3;7(4):e00264-22. doi: 10.1128/msystems.00264-22
**Supplement:** FIG S4

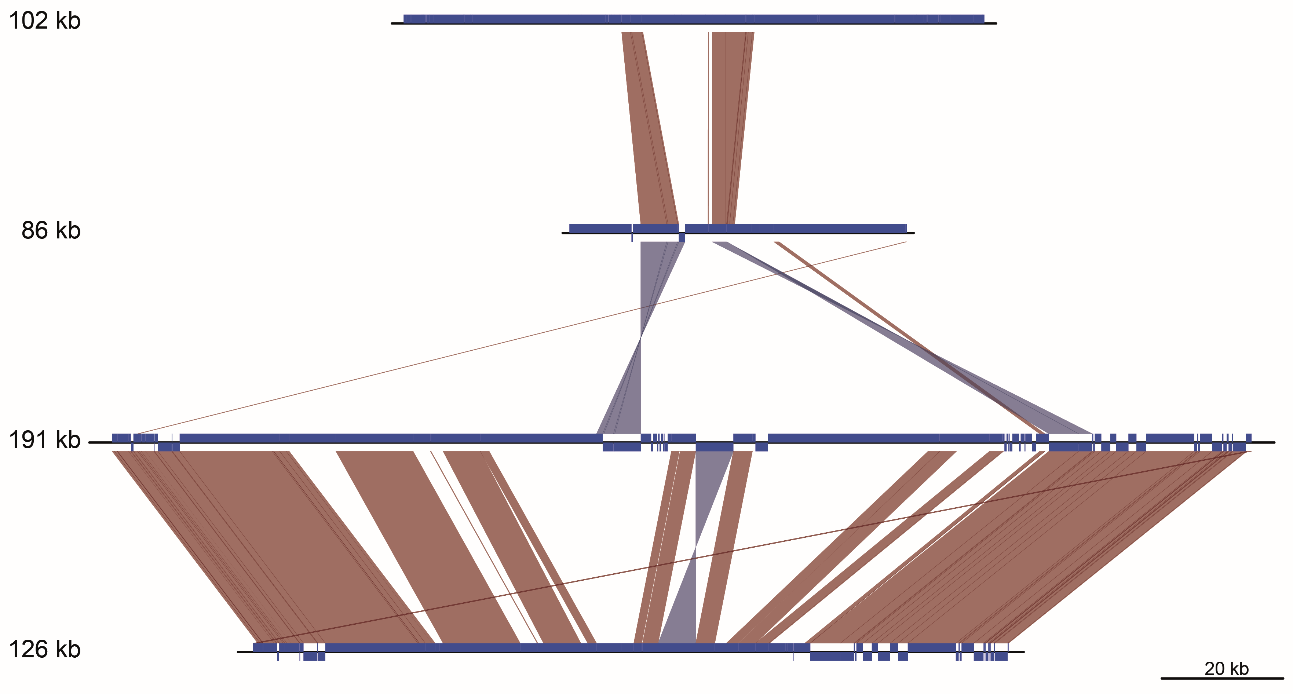

Figure S4A: Sequence alignment of the 102 kb plasmid with three other D. shibae replicons. The Mauve alignment tool and R package genoPlotR were used for generation of the alignment and visualization. The homologous areas between the 102 kb plasmid and the 86 kb and 126 kb plasmids are the genes Dshi_4092 and DSHI_RS22065 or DSHI_RS22030 and Dshi_4035, which are two transposases each. In the plasmid 191 kb, the genes Dshi_3701 and Dshi_3700 show a homology, these are an integrase and a transposase.

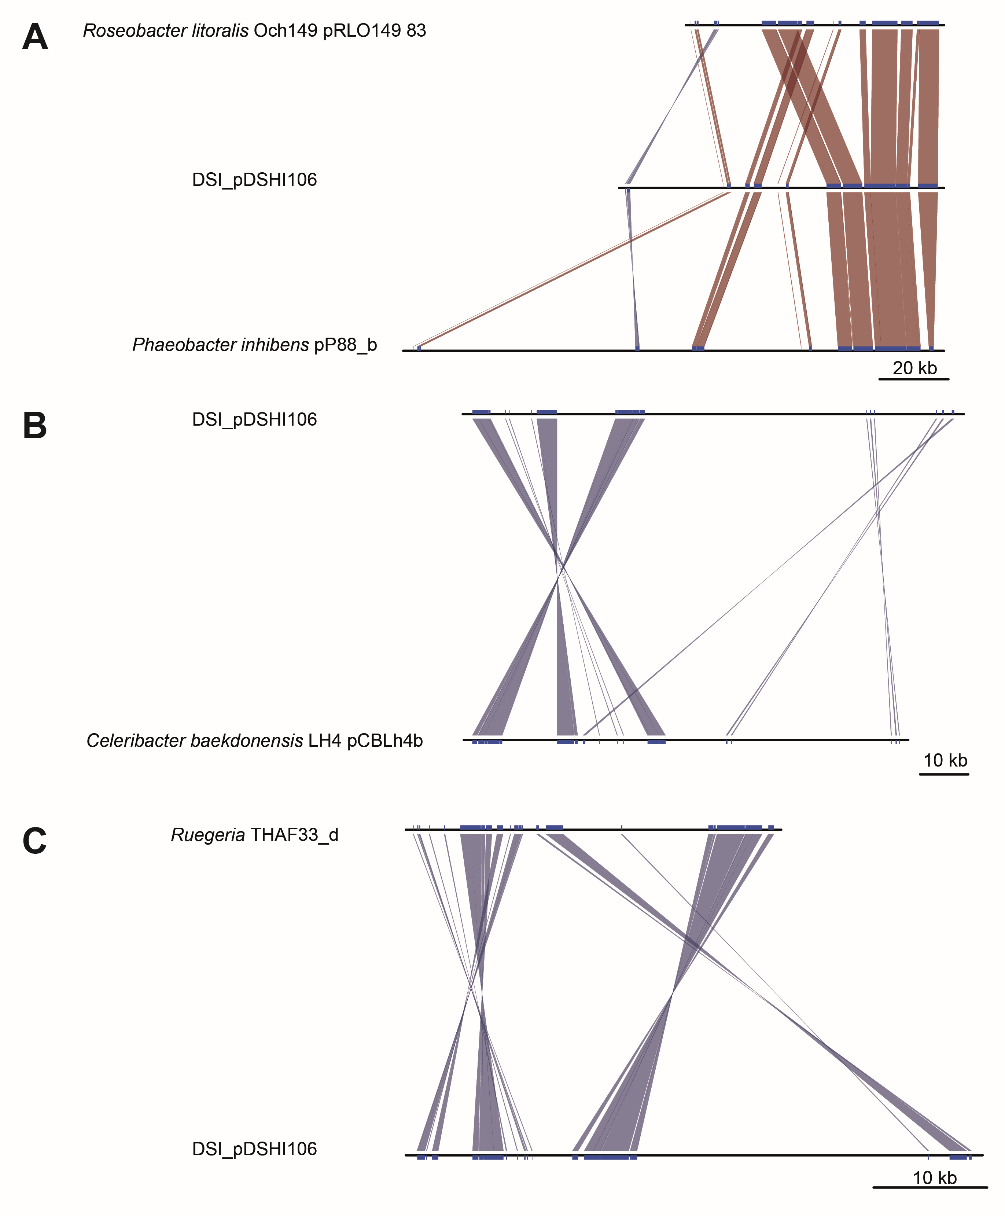

Figure S4B: Mauve alignment of the 102 kb plasmid (Dshi-6) with four Roseobacteraceae. Plasmid pP88_b of Phaeobacter inhibens, pRLO149_83 of Roseobacter litoralis Och 149, pTHAF33_d of Ruegeria plasmid and pCBLh4b of Celeribacter baekdonensis LH4 were used for the alignment.

# Supplementary material for: The Sixth Element: a 102-kb RepABC Plasmid of Xenologous Origin Modulates Chromosomal Gene Expression in Dinoroseobacter shibae
**Source:** mSystems. 2022 Aug 3;7(4):e00264-22. doi: 10.1128/msystems.00264-22
**Supplement:** FIG S5

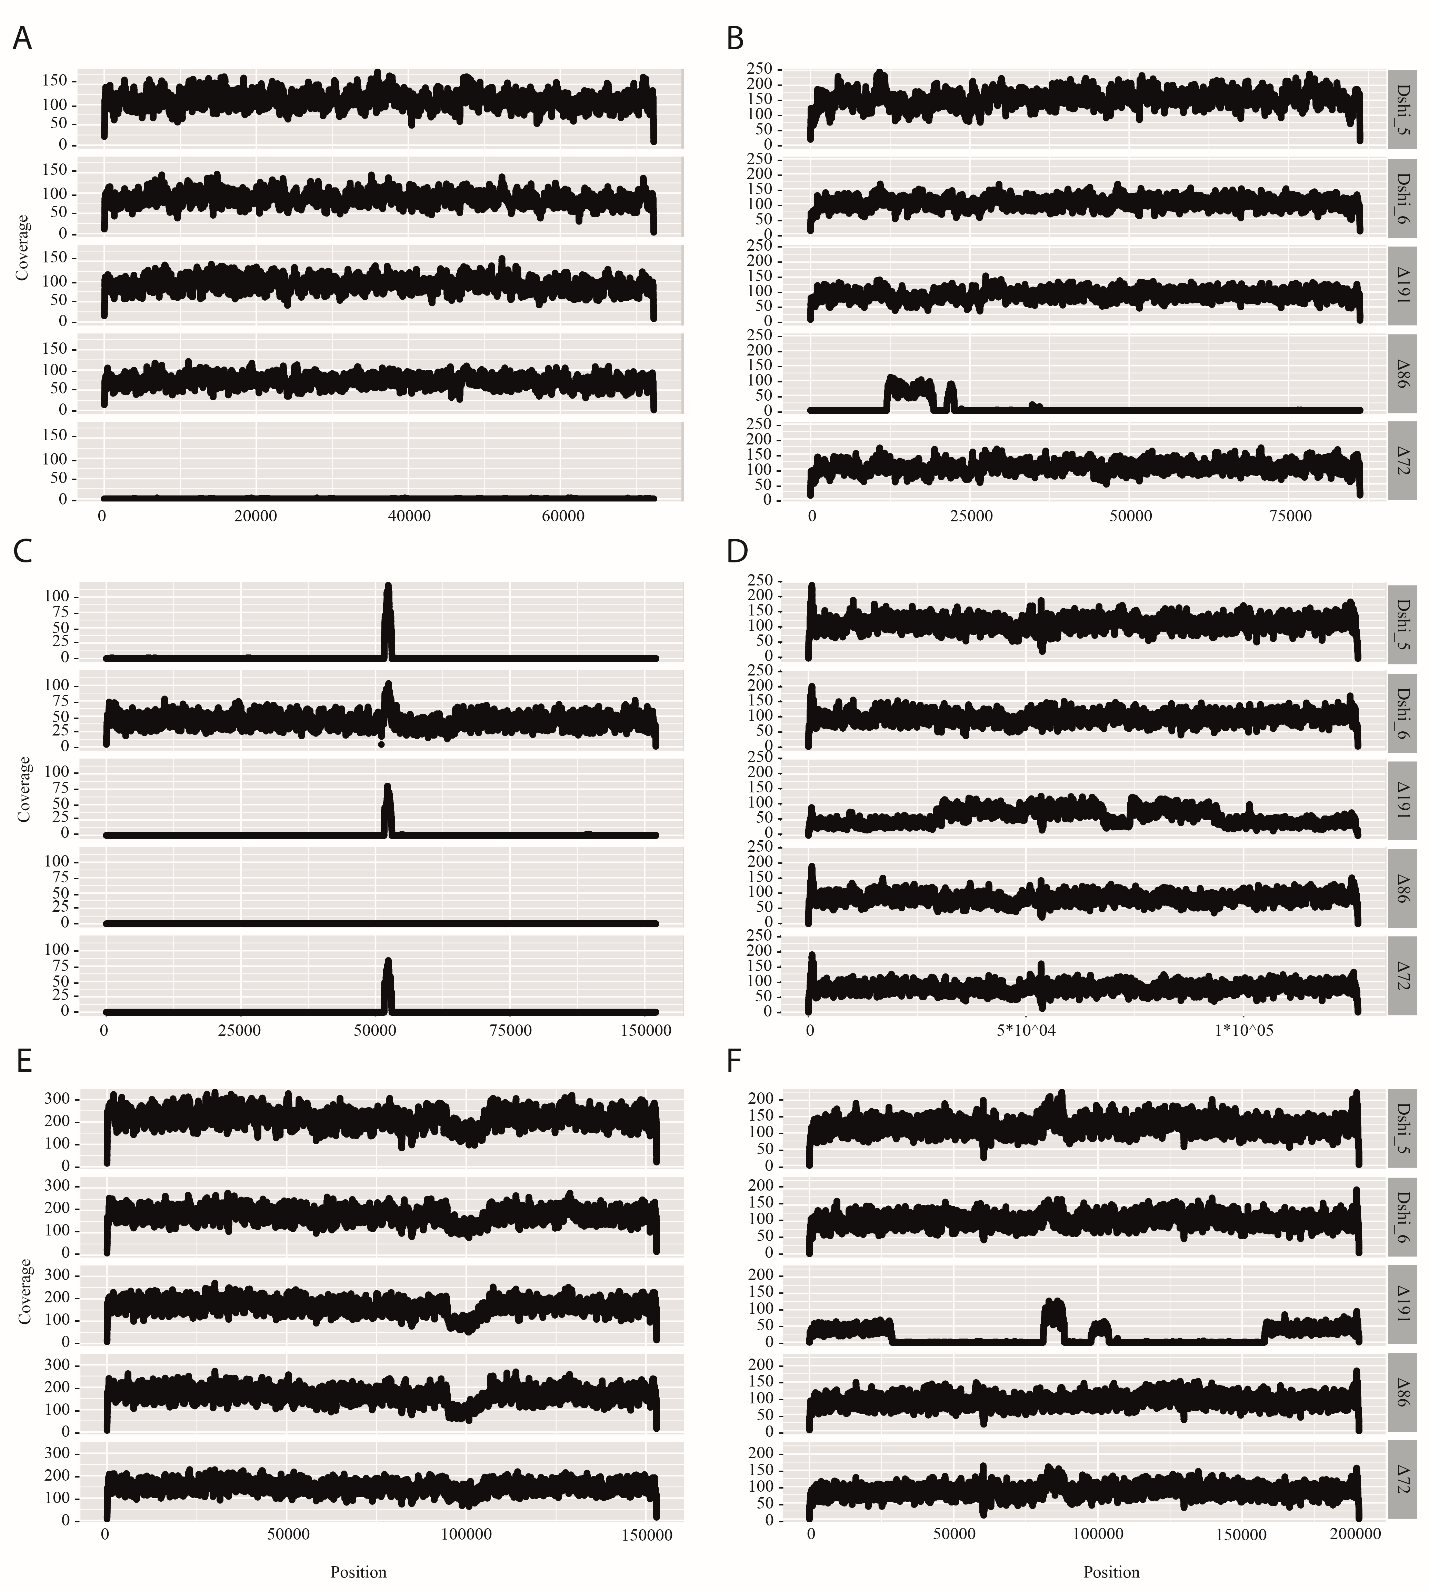

Figure S5A: Mapping of Illumina genome sequence reads on six ECRs of five Dinoroseobacter shibae strains investigated in the current study (Dshi-5, Dshi-6, Dshi-5Δ191, Dshi-5Δ86, Dshi-5Δ72). A) Δ72 kb, B) Δ86 kb, C) +102 kb, D) Δ126 kb, E) Δ153 kb, F) Δ191 kb.

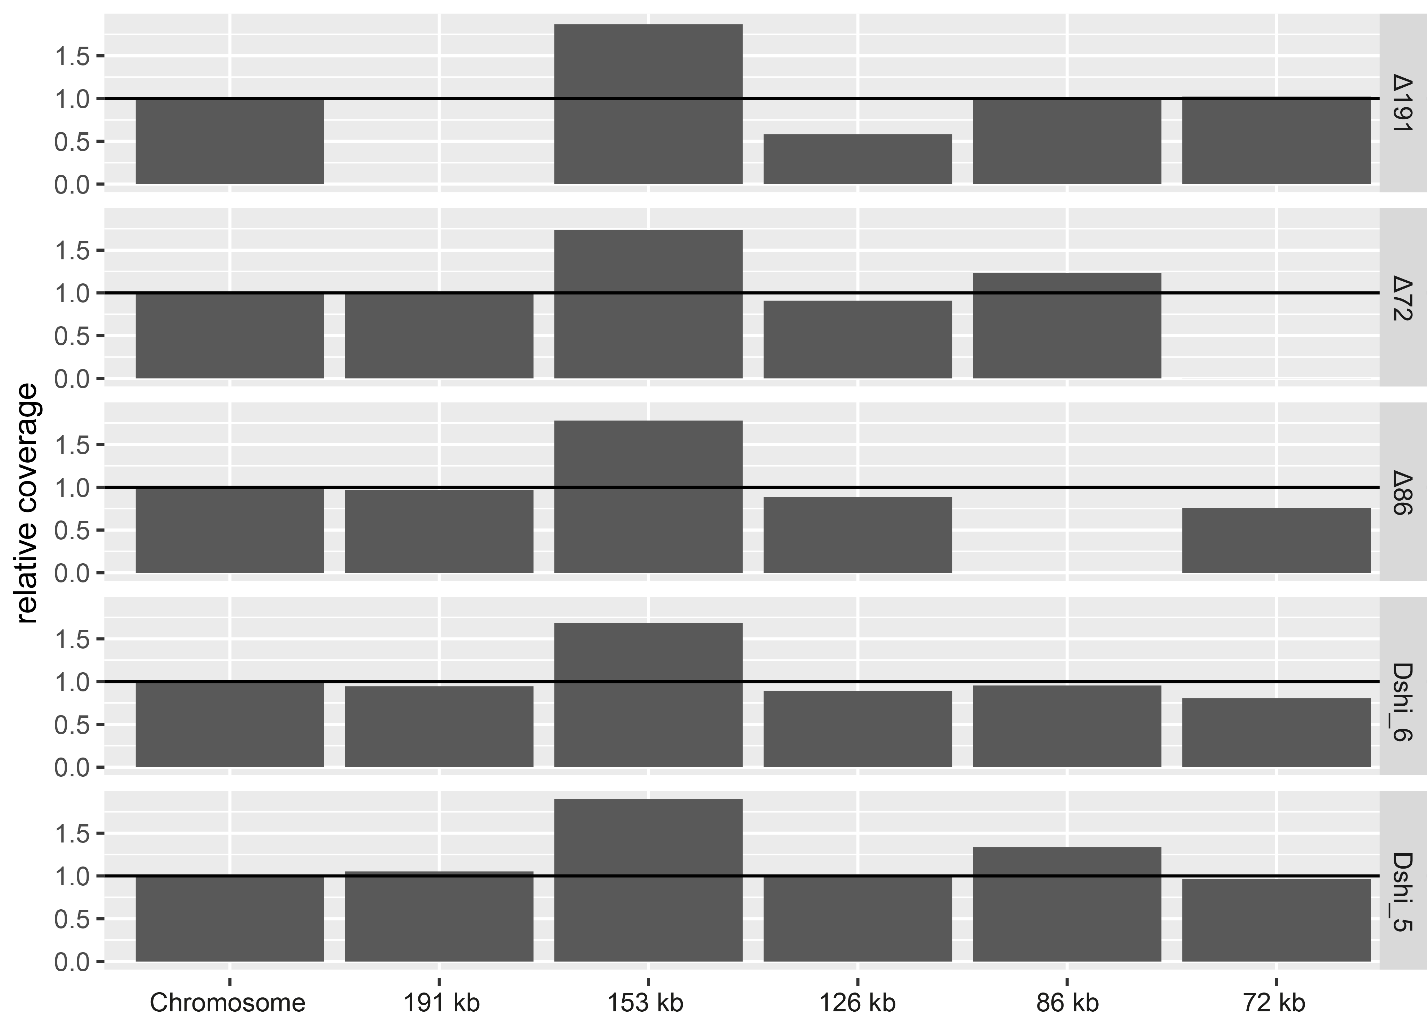

Figure S5B: Coverage of D. shibae replicons in different wild type and ECR-cured strains.

# Supplementary material for: The Sixth Element: a 102-kb RepABC Plasmid of Xenologous Origin Modulates Chromosomal Gene Expression in Dinoroseobacter shibae
**Source:** mSystems. 2022 Aug 3;7(4):e00264-22. doi: 10.1128/msystems.00264-22
**Supplement:** FIG S6

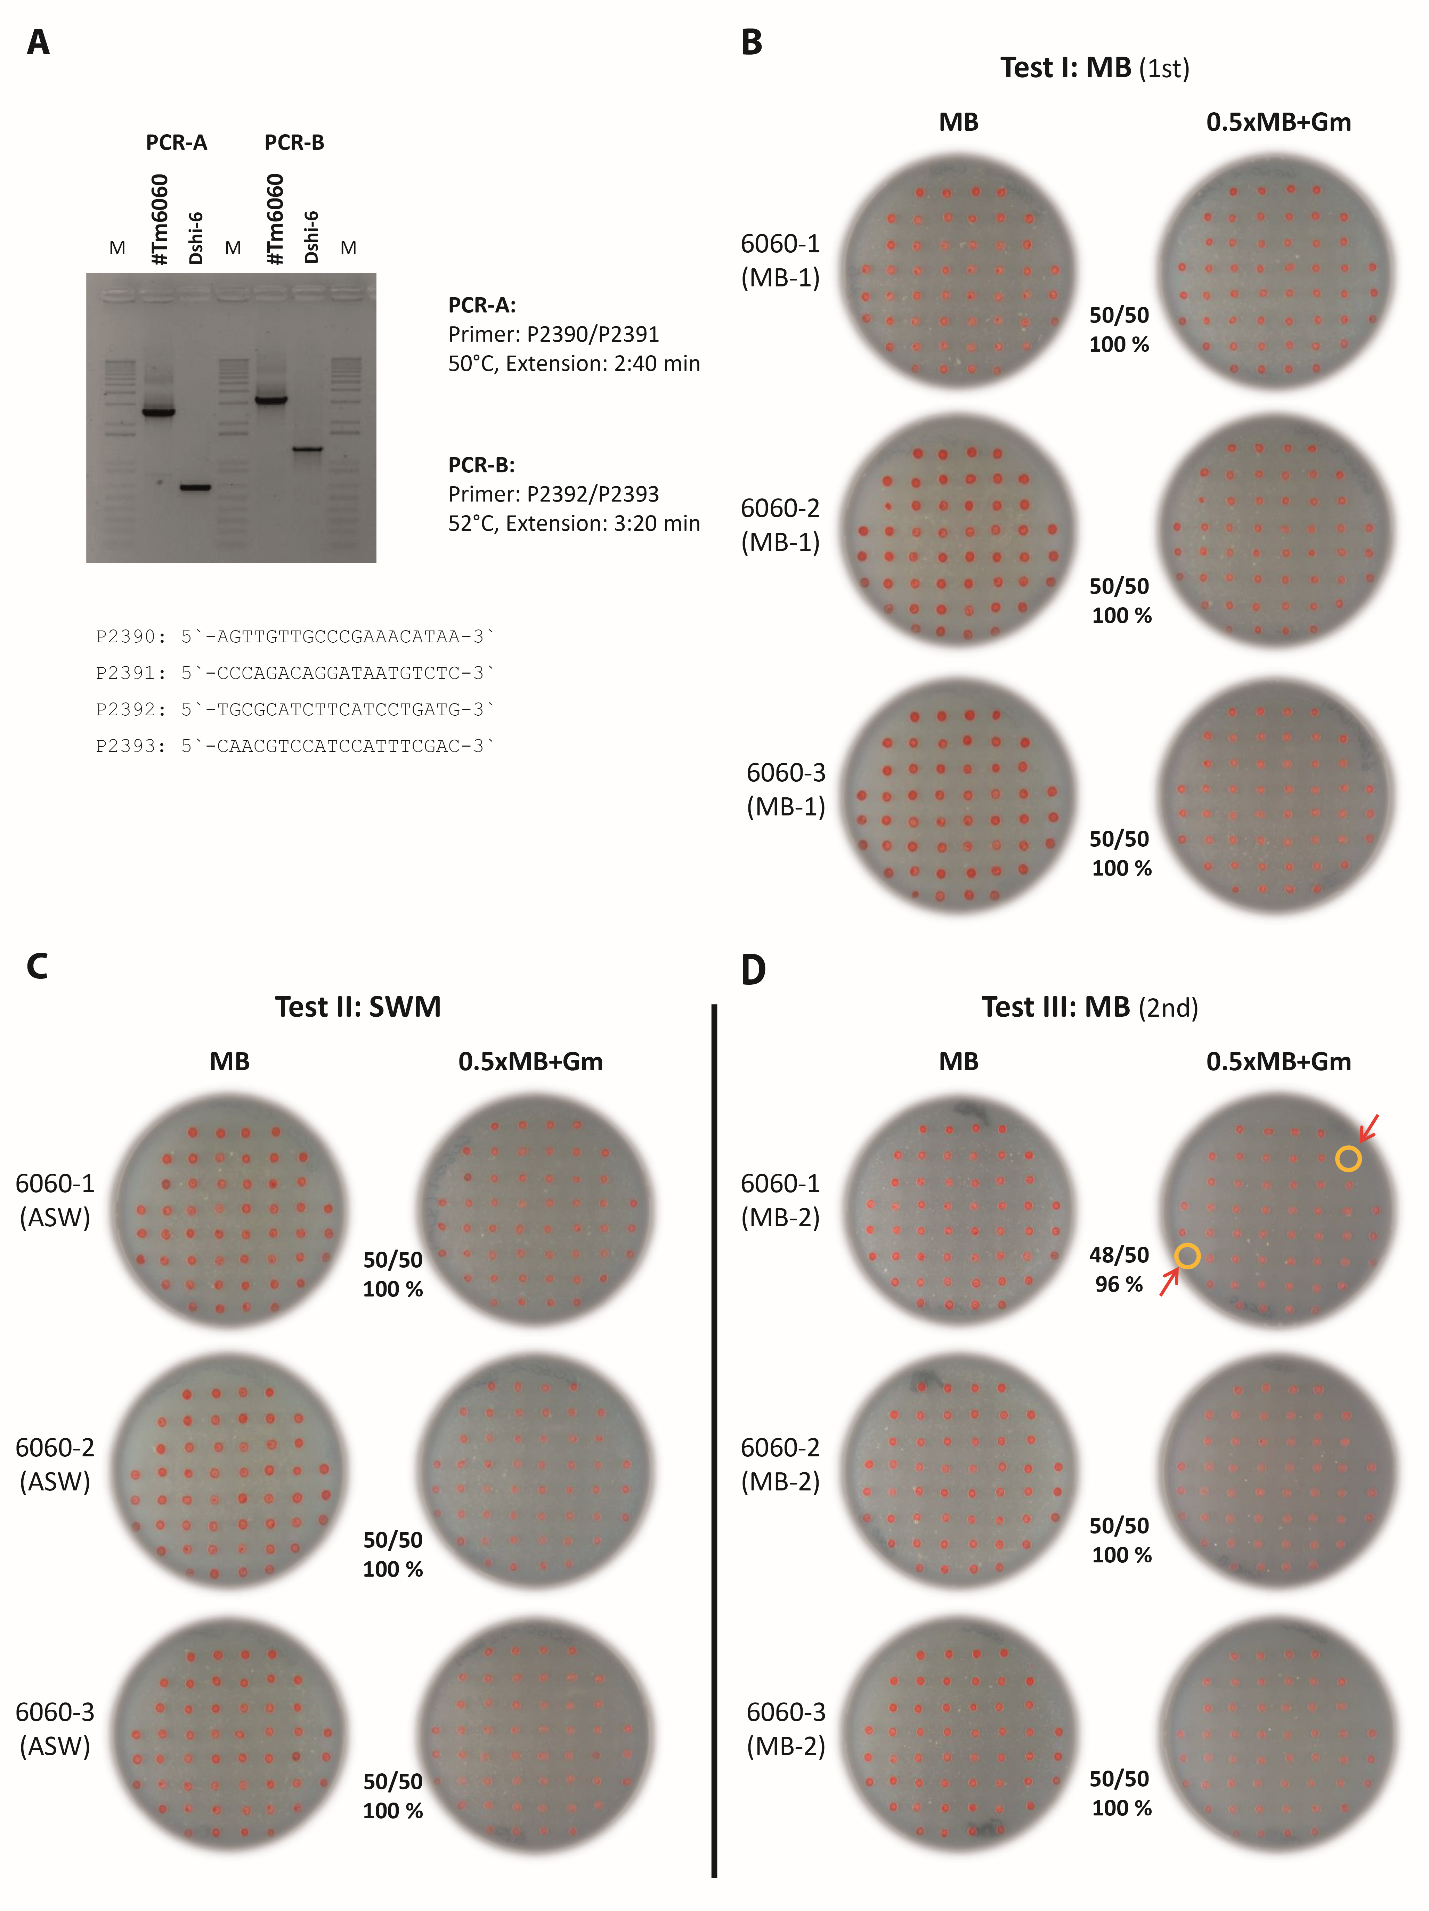

Figure S6: Transposon mutant and stability tests of the 102 kb strain. A) PCR-based validation of the D. shibae DSM 112351 transposon mutant #Tm6060. The mariner transposon with the gentamicin resistance gene was integrated into the 102 kb plasmid (Dshi-6::Gm_102kb; target gene: Dshi_6060). The wild type Dshi-6 served as a reference. M, marker (1 kb Plus Ladder Invitrogen). B and C) Stability test of the 102 kb D. shibae plasmid in MB and SWM medium with three replicates (Gm-tagged transposon mutant #Tm6060). 4 ml of the main culture were incubated with 40 µl preculture for ten days. D) Stability test of the 102 kb D. shibae plasmid in MB medium with three replicates (Gm-tagged transposon mutant #Tm6060). 4 ml of the main culture were incubated with an inoculation loop of cells grown on 0.5x MB with gentamicin and grown for seven days. Plasmid losses are indicated by a red arrow.

# Supplementary material for: The Sixth Element: a 102-kb RepABC Plasmid of Xenologous Origin Modulates Chromosomal Gene Expression in Dinoroseobacter shibae
**Source:** mSystems. 2022 Aug 3;7(4):e00264-22. doi: 10.1128/msystems.00264-22
**Supplement:** FIG S7

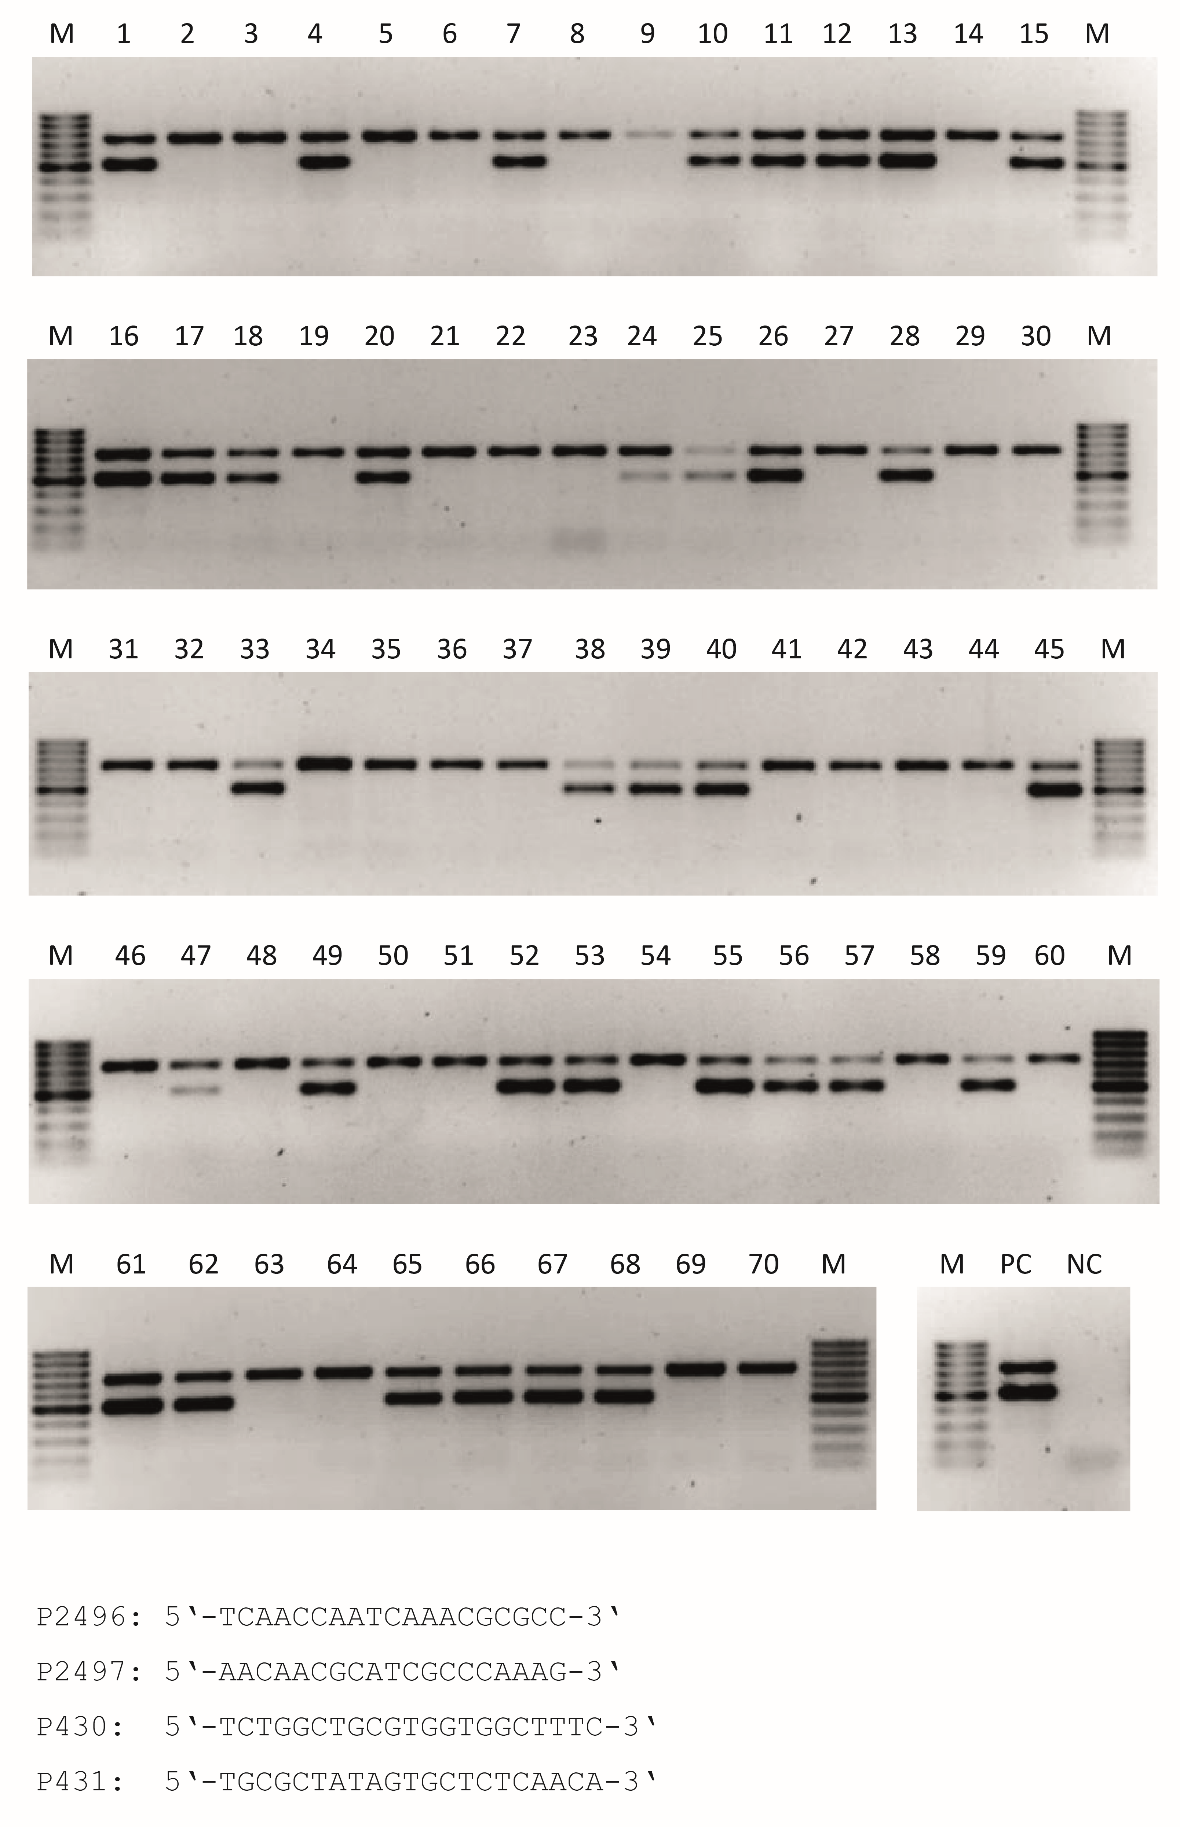

Figure S7: Duplex PCR of 70 D. shibae DSM 112351 (Dshi-6) colonies for the detection of the 102 kb plasmid (lower band, 518 bp; P2496/P2497) and the 191 kb plasmid (uper band, 730 bp; P430/P431). M, marker (1 kb Plus DNA Ladder Invitrogen); PC, positive control (isolated DNA from Dshi-6); NC, negative control.

# Supplementary material for: The Sixth Element: a 102-kb RepABC Plasmid of Xenologous Origin Modulates Chromosomal Gene Expression in Dinoroseobacter shibae
**Source:** mSystems. 2022 Aug 3;7(4):e00264-22. doi: 10.1128/msystems.00264-22
**Supplement:** FIG S8

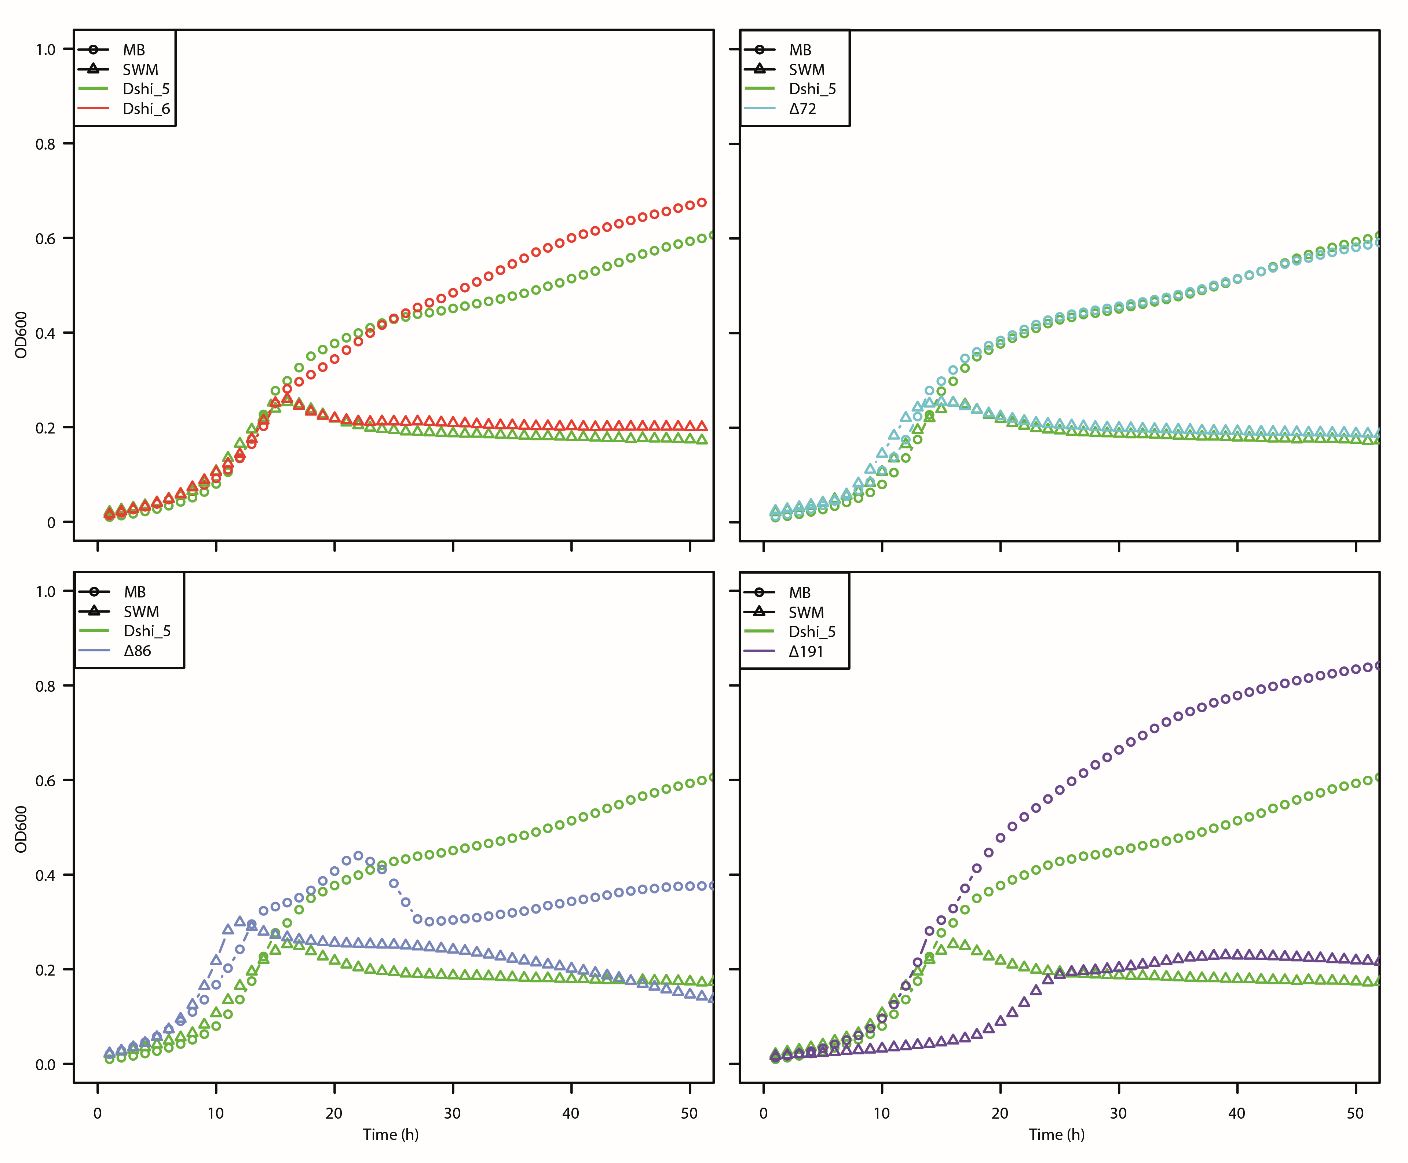

Figure S8: Growth kinetics of strains Dshi-5 (five ECRs), Dshi-6 (six ECRs) and three curing mutants of Dinoroseobacter shibae (Δ72, Δ86, Δ191; four ECRs) in different media. Strains were either grown in marine broth (MB) or artificial seawater (ASW) medium with succinate. Growth was monitored over 50h and measured at an optical density of 600 nm.

# Supplementary material for: The Sixth Element: a 102-kb RepABC Plasmid of Xenologous Origin Modulates Chromosomal Gene Expression in Dinoroseobacter shibae
**Source:** mSystems. 2022 Aug 3;7(4):e00264-22. doi: 10.1128/msystems.00264-22
**Supplement:** FIG S9

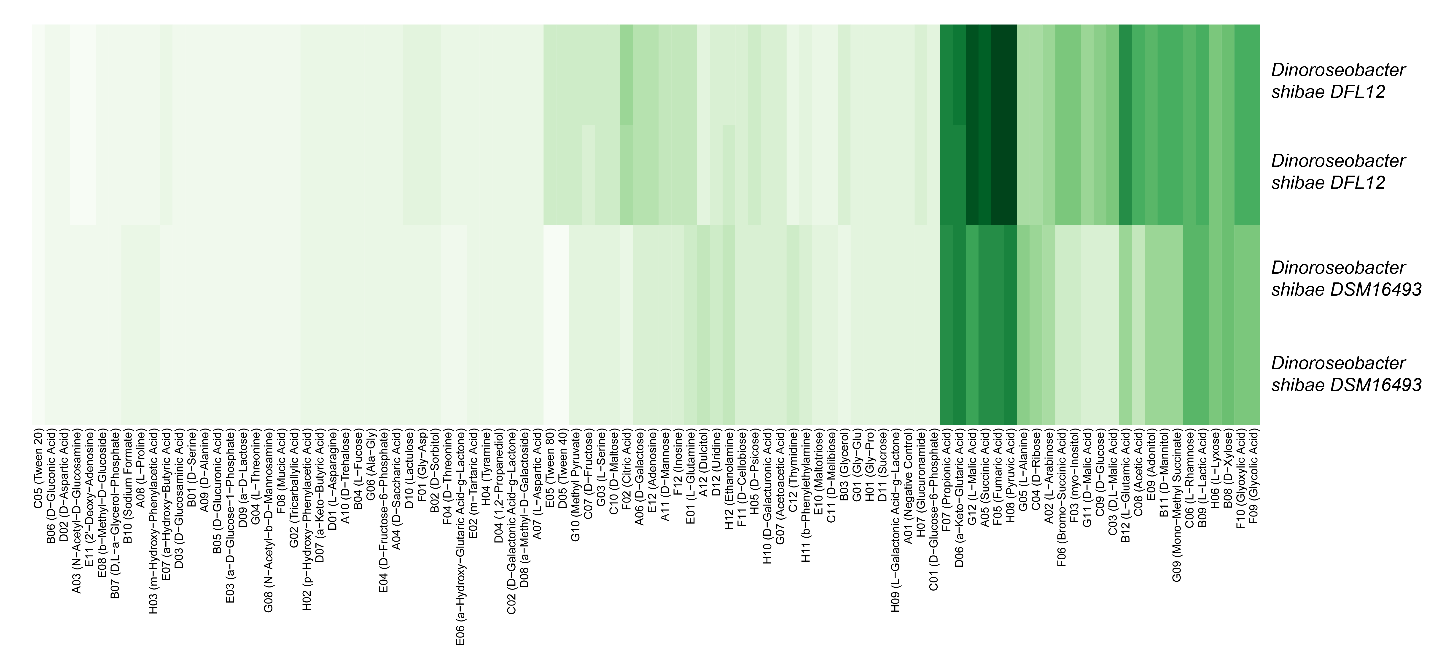

Dshi-5

Dshi-5

Dshi-6

Dshi-6

Figure S9A: Biolog Phenotypic Microarray (PM1) comparison showing the conversion of 95 carbon sources by Dshi-6 and Dshi-5 strains. Duplicates of each strain are shown.

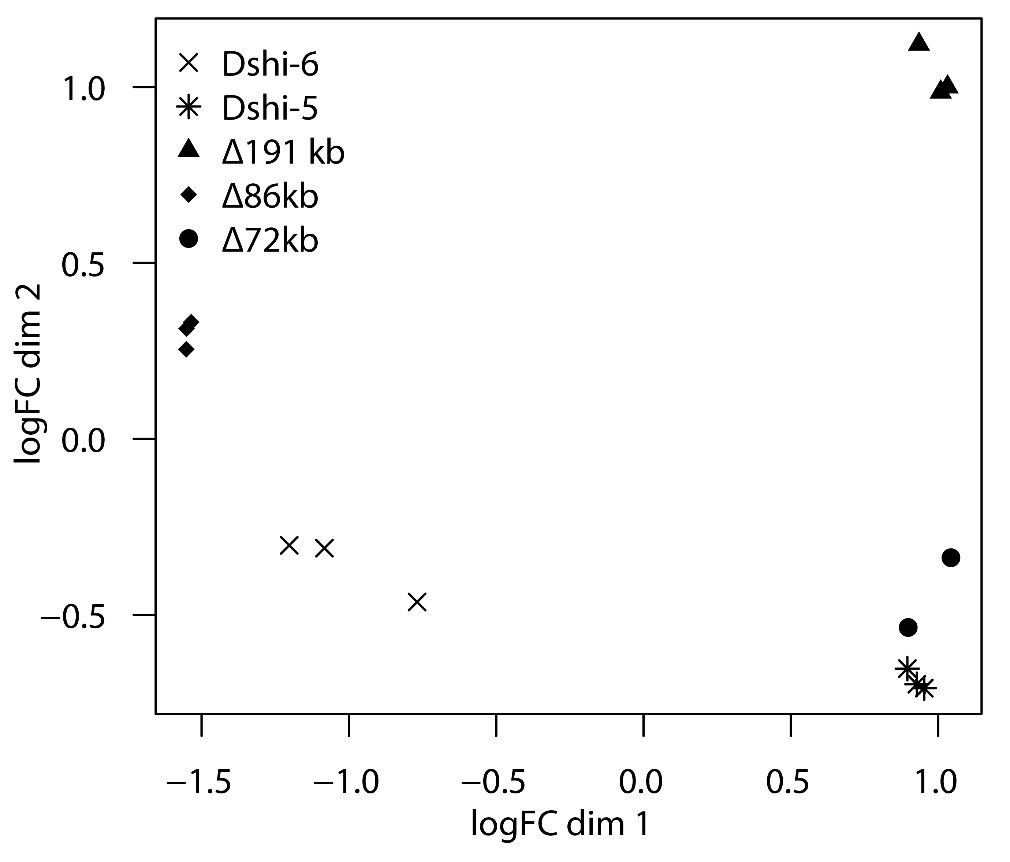

Figure S9B: Multidimensional scaling of the transcriptomic data sets analysed in this study.

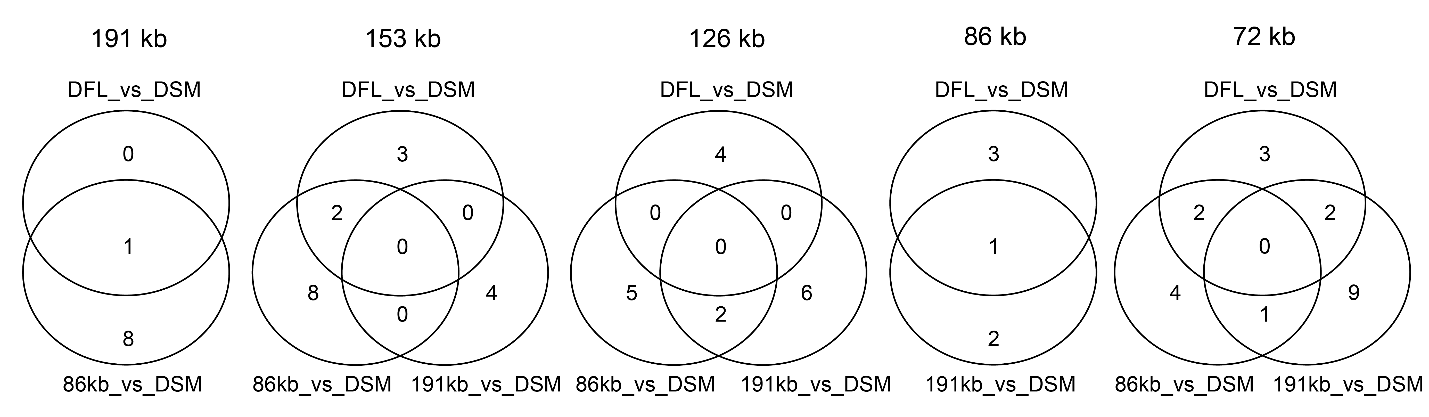

86 kb vs Dshi-5 191 kb vs Dshi-5

191 kb vs Dshi-5

86 kb vs Dshi-5 191 kb vs Dshi-5

86 kb vs Dshi-5 191 kb vs Dshi-5

86 kb vs Dshi-5

Dshi-6 vs Dshi-5

Dshi-6 vs Dshi-5

Dshi-6 vs Dshi-5

Dshi-6 vs Dshi-5

Dshi-6 vs Dshi-5

Figure S9C: Venn-diagram showing the number of extrachromosomal genes overlappingly regulated in each mutant strain. Dshi-5, Dshi-6.

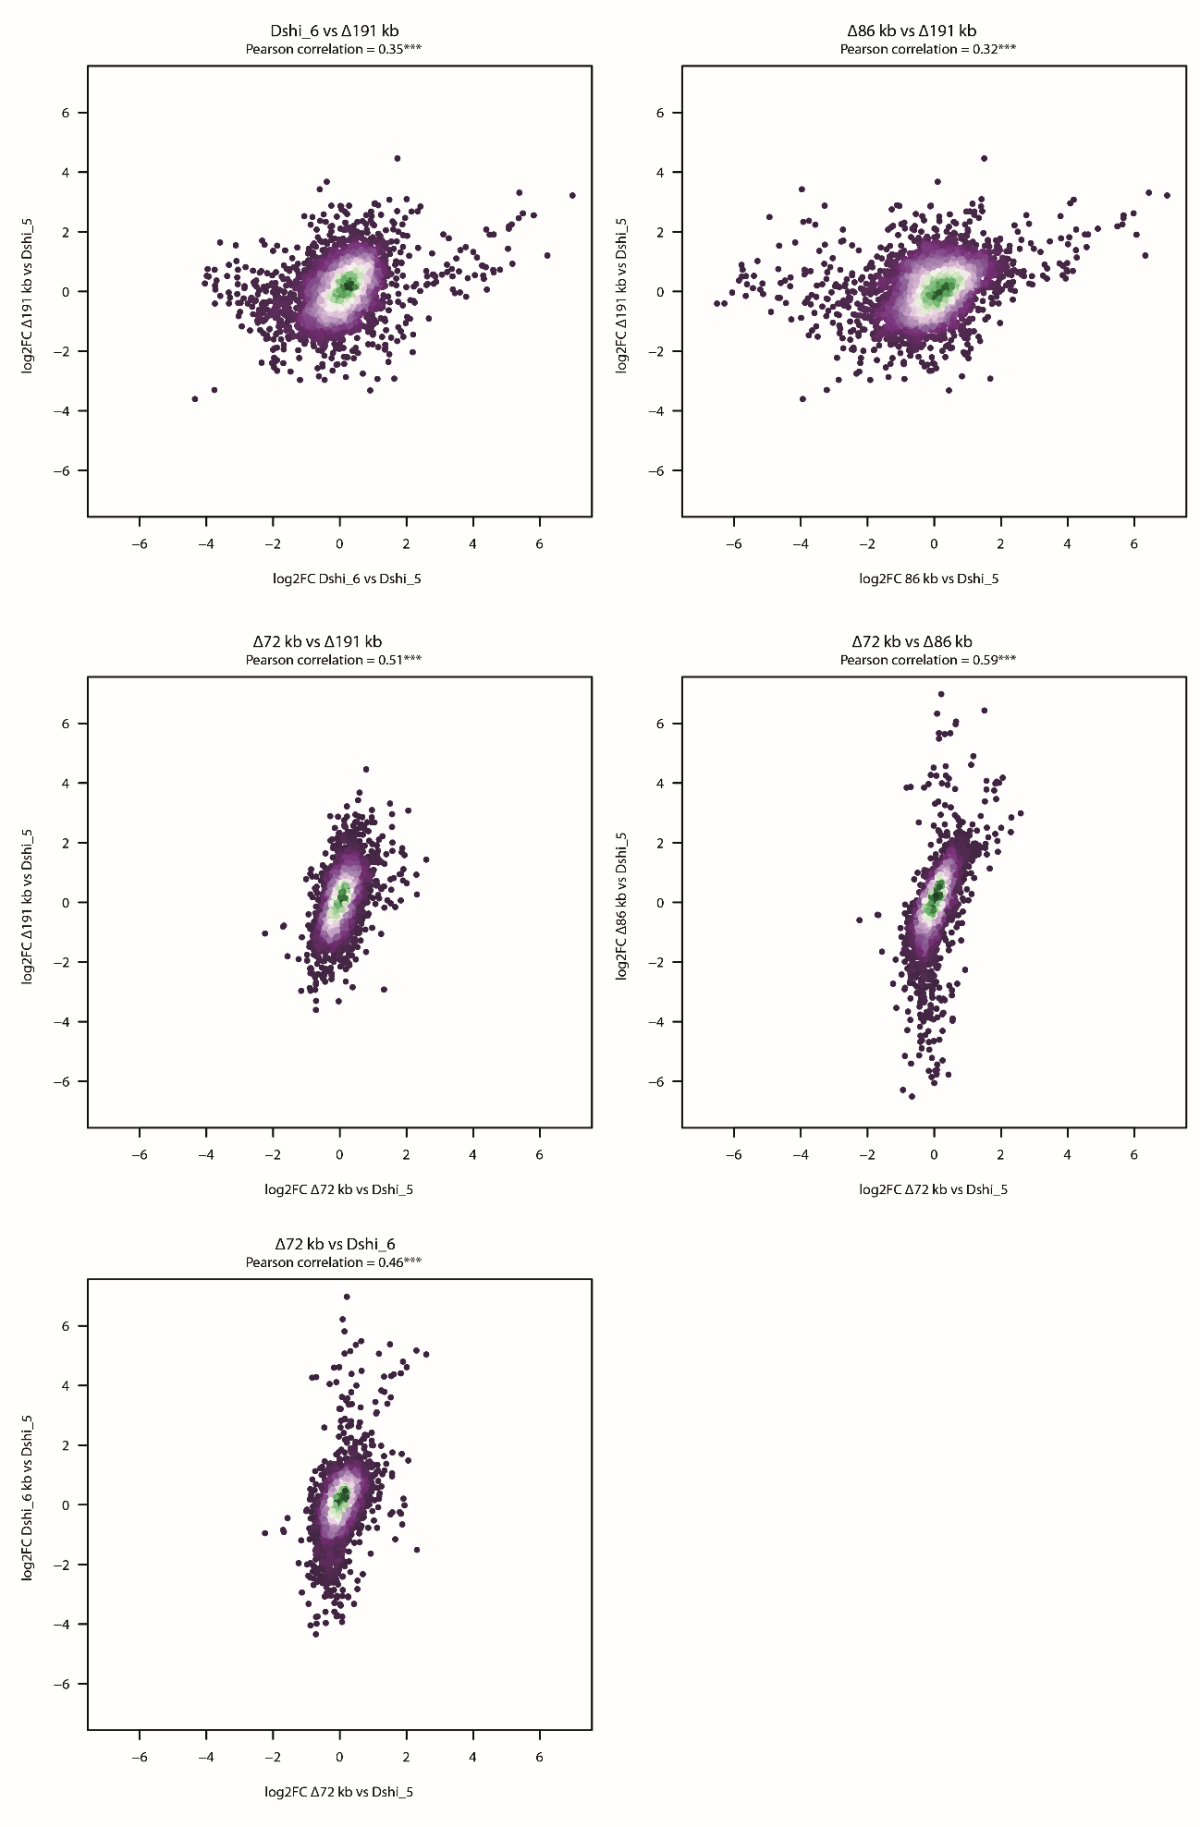

Figure S9D: Correlation of log2 fold change values of all genes in the different strains used in this study as compared to the reference strain Dshi-5. Pearson correlations are given.

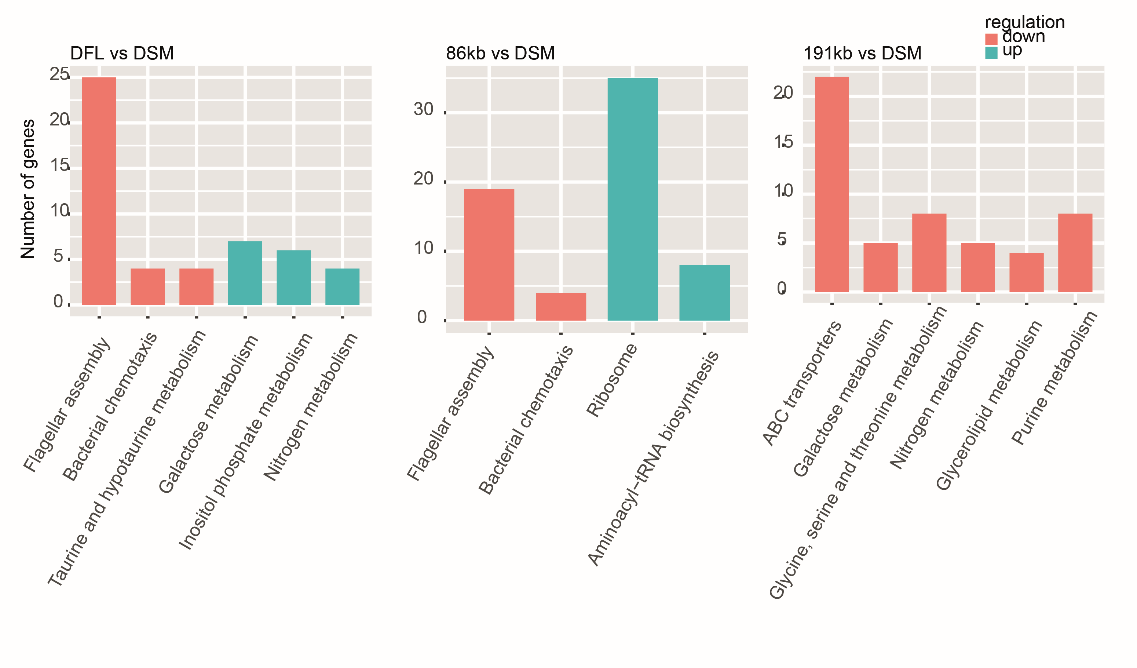

191 kb vs Dshi-5

86 kb vs Dshi-5

Dshi-6 vs Dshi-5

Figure S9E: Assessment of significantly differentially expressed genes in Dshi_6, 86 kb and 191 kb according to KEGG pathways.

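KEGG categories were not assigned here. Of gene groups taken from locus tag ranges and product names, the 53 genes of ribosomal proteins had a median log2 fold change of 0.80 in Dshi-6 (SD 0.57, n = 3), with 22 genes higher, of 1.70 in Δ86kb (SD 0.21), with 49 higher, and of 0.69 in Δ191kb (SD 0.099), with 22 higher and 1 lower. The galactose genes (Dshi_1239 to Dshi_1244) had a median of 0.99 in Δ86kb (SD 0.16), and the alginate genes (Dshi_1895 to Dshi_1904) of -1.56 (SD 0.19).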

How the deposited data were processed for this re-analysis (not part of the article)

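RNA sequencing of 5 strains of D. shibae was analysed, with 3 cultures (replicates A, B and C) of each strain. Dshi-6 carries 6 extrachromosomal replicons (ECRs), Dshi-5 carries 5, and the cured strains Δ191kb, Δ86kb and Δ72kb carry 4. The cultures were grown in marine broth at 28°C for about 9 h up to an OD600 of 0.6. The authors extracted RNA, depleted rRNA, sequenced the libraries for 50 cycles in a single lane, clipped the reads, mapped them with bowtie2 at default parameters and counted them with featureCounts. The values the authors deposited are counts of reads per protein-coding sequence, 1 table per library, without normalization. The settings recorded with the deposited counts are strand-specific and count a read on every overlapping gene and at every reported place of mapping. The methods of the paper state that ambiguously mapping reads were distributed equally, and whether that step preceded the counting could not be told from the counts.

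The counts cover 4194 genes, with 3584 on the chromosome, 197 on the 191-kb, 137 on the 153-kb, 135 on the 126-kb, 68 on the 86-kb and 73 on the 72-kb replicon. Genes of the 102-kb plasmid were not analysed here. For Δ191kb the counts list 3997 genes and none of the 191-kb plasmid. The genes of the 191-kb plasmid were set to 0 for these libraries only to fit all libraries together, and no value of them in Δ191kb is reported. RefSeq names were matched by locus tag for 4112 genes, of which 824 have a symbol. No pair of files was identical. Coordinates are those of the annotation given with the counts. No genome sequence was used, so that GC content was not examined.

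Total counts ranged from 15748670 to 43073035 per library. Counts of 0 limit a share only by counting error, as 3 counts of the library's total. TMM normalization factors lay between 0.861 and 0.913 in Dshi-5, 1.15 and 1.28 in Dshi-6, 1.21 and 1.32 in Δ86kb, 0.787 and 0.842 in Δ191kb, and 0.802 and 1.08 in Δ72kb. The common biological coefficient of variation was 0.178.

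The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) on all 15 libraries with strain as the only factor, TMM library sizes, genes kept by filterByExpr and Benjamini-Hochberg adjustment at 0.05. Each strain was compared with Dshi-5, and Dshi-6 also with Δ86kb, which tests the difference of their changes. Genes on a replicon that either of the compared strains lacks were left out before the adjustment. The log2 fold changes and log2 CPM values, with a prior count of 2, were computed here from the deposited counts. Sets shared by the strains were counted among chromosomal genes. Correlations of log2 fold changes were computed across genes and compared with 20 simulations of unchanged strains. In these, the Dshi-5 libraries were simulated too and shared by all comparisons. Multidimensional scaling used limma 3.58.1 with 500 genes. For the replicons, the ratio of median counts per kb of coding sequence to that of the chromosome was computed per library, and strains were compared by exact two-sided permutation tests. The test was tried on simulated data with 200 changed genes before it was used.

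Named genes are those the paper names, the members of its gene clusters, and for each comparison the 3 chromosomal genes with the largest increase and the 3 with the largest decrease among those past the threshold whose 3 cultures all lay on the same side of the 3 Dshi-5 cultures. Table S1A, of which the first 1998 genes were read, and the figures of the paper had been seen when this rule was set. The test, the named genes and the alternatives were set before the data were examined, apart from the alternatives with Δ72kb replicates A and C only. Runs of genes for inositol, galactose and the Tad pilus were taken from Table S1A. Groups defined by product names held only 1 gene for cyclic di-GMP, 1 for the CtrA phosphorelay, 1 for quorum sensing and 2 for competence, so that statements on these groups cover only these genes.

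Alternatives were DESeq2 1.42.0, RLE size factors, library sizes from chromosomal genes, no filter on low counts, a test against an absolute log2 fold change of 1 (glmTreat), a threshold of 1 on the absolute log2 fold change, the likelihood ratio test, a fit of only the 2 strains compared, a block for the replicate letter, thinned counts, each library of Dshi-5 and of the strain compared left out in turn, and, for single results, other measures. For Δ72kb the paper shows values that match replicates A and C, and these were added as alternatives.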

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

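The tests of possible causes given here were all chosen only after the results were seen. Leaving out single libraries and thinning the counts had been set as alternatives before the data were examined, but were taken as such tests only afterwards.

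Named genes are listed here because their change against Dshi-5 differed between Dshi-6 and Δ86kb in edgeR's test of the difference. Of 53 named genes compared, 28 differed, and 9 of these were differentially expressed in opposite directions in the 2 strains. Dshi_1206 was lower in Dshi-6 (-1.51) and higher in Δ86kb (2.85), a difference of -4.36. The other 8 were Dshi_2178 (difference 2.02), Dshi_3995 (1.75), Dshi_4028 (0.99), Dshi_4041 (-1.44), Dshi_4042 (-1.56), Dshi_4202 (1.47), Dshi_4204 (1.27) and Dshi_4205 (1.29). Their signs were kept with each library of Dshi-6, Δ86kb and Dshi-5 left out, with the smallest absolute difference at 0.80, which argues against a single culture as the cause. The call in 1 of the strains was lost for some of them. For Dshi_2178 in Δ86kb this was without Dshi-5 replicate A (-0.77). For Dshi_4028 in Dshi-6 it was without Dshi-6 replicate C (0.28) or Dshi-5 replicate B (0.32), and for Dshi_4041 in Dshi-6 without Dshi-5 replicate B (-0.36). For Dshi_4202 in Dshi-6 it was without Dshi-6 replicate A (0.56) or B (0.56). For Dshi_4204 it was in Dshi-6 without Dshi-6 replicate A (0.43) or B (0.65) or Dshi-5 replicate A (0.53) or B (0.64), and in Δ86kb without Dshi-5 replicate B (-0.63) or C (-0.48) or Δ86kb replicate B (-0.45) or C (-0.62). For Dshi_4205 in Dshi-6 it was without Dshi-6 replicate A (0.57) or B (0.34) or Dshi-5 replicate A (0.55), B (0.58) or C (0.58). Dshi_4028, Dshi_4041 and Dshi_4042 encode a protein that is also encoded elsewhere, so that shared reads stay open for these 3. A difference between the strains themselves also stays open, and its cause was not tested.

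The other 19 genes that differed between Dshi-6 and Δ86kb changed in the same direction or were called in only 1 of the strains. The change in Dshi-6 minus that in Δ86kb was 2.05 for Dshi_0329, 1.10 for Dshi_1101, -1.02 for Dshi_1138, 2.77 for Dshi_1159, -2.70 for Dshi_1451, 2.97 for Dshi_1507, -0.98 for Dshi_1584, 2.72 for Dshi_1622, 1.73 for Dshi_1803, -1.59 for Dshi_1804, 3.37 for Dshi_2124, 0.47 for Dshi_2364, -1.49 for Dshi_2965, 1.42 for Dshi_3428, -0.74 for Dshi_3433, 2.10 for Dshi_3871, 0.84 for Dshi_3872, 1.41 for Dshi_4185 and 0.95 for Dshi_4189. Genes among the named ones were picked for large changes, and large changes are more often past the threshold. No technical explanation was tested for these 19 genes, and the presence of the 102-kb plasmid and the loss of the 86-kb plasmid stay open as the source of the differences. So does the single-nucleotide difference in rpsA that the paper reports between Dshi-6 and Dshi-5, the parent of Δ86kb.

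Δ72kb replicate B is listed because the paper's Δ72kb fold changes do not use it. Across 3581 chromosomal genes, its log2 CPM shifted from replicates A and C with an SD of 0.676. In Dshi-5 libraries the corresponding SD was 0.191 to 0.230 and in Dshi-6 libraries 0.251 to 0.471. The shift correlated across genes with the change in Δ86kb (0.732) and in Dshi-6 (0.531), and less with that in Δ191kb (0.127). Counts of 0 on the genes of the 72-kb chromid in this library limit their share to 6.96e-06%. This argues against a library of another strain under this label and allows at most 0.00124% of RNA from Δ86kb. For RNA from Dshi-6 the limit is slightly higher, as these genes took 0.545% of the counts in Dshi-6 against 0.56% in Δ86kb. The correlation with Δ86kb was 0.726 with all libraries thinned to the same depth and 0.733 without the 100 most abundant genes, and the shift had a Spearman correlation of -0.0148 with coding length, which argues against depth, a few abundant genes and gene length. The denitrification region shifted by 0.21, whereas its change in Dshi-6 and Δ86kb was 3.59 and 3.85, so the library does not show the whole response of these strains. Inositol genes shifted by 2.73, flagellar genes by -0.89, alginate genes by -1.42 and genes of ribosomal proteins by 1.22. In Dshi-6 libraries the shifts reached from -2.27 to 1.73 for inositol and from -0.74 to 0.99 for ribosomal proteins. A different growth state of the culture at harvest may have caused these shifts, but it cannot be told apart from other differences of that culture, since the labels give no measurement of growth per culture. GC content and a variant in the strain were not examined.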

How the results depend on the processing

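Only the alternatives with Δ72kb replicates A and C were chosen after the results were seen. The counts of differentially expressed genes, their overlaps and the other summary values make up 16 results with 264 alternatives, of which 205 kept the value within 1.5 times a count or within the spread of a measure. For medians of gene groups this held for 263 of 273 alternatives over 21 results. Among 207 changes of named genes, 3388 of 3678 alternatives gave the same direction and the same side of the threshold, 237 lost the call, 53 gained a call, and 0 reversed a called direction. Under DESeq2, RLE size factors, chromosomal library sizes, no filter, the likelihood ratio test, the fit of 2 strains and thinned counts, the calls of Dshi-6, Δ86kb and Δ191kb and their overlaps stayed within 1.5 times the main counts. Other scalings moved the median change of all genes by at most 0.05.

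The tests with a threshold on the fold change are stricter by construction. Against an absolute log2 fold change of 1 (glmTreat), the chromosomal genes called were 286 in Dshi-6, 367 in Δ86kb, 233 in Δ191kb and 2 in Δ72kb, with 124 for the difference between Dshi-6 and Δ86kb, and the ECR genes 20, 31, 22 and 0. At least 1 of the 3 strains then had 632 genes, all 3 had 23, and Dshi-6 and Δ86kb shared 184. With the adjusted p and an absolute log2 fold change of at least 1, these numbers were 573, 857, 712, 21 and 470 for the chromosome, 77, 97, 69 and 1 for the ECRs, and 1429, 126 and 371 for the sets. With glmTreat and Δ72kb replicates A and C only, they were 327, 497, 315, 1 and 174, then 28, 37, 31 and 0, and 800, 45 and 221. The main counts were 1822, 2227, 2084, 205 and 1715 for the chromosome, 290, 319, 230 and 35 for the ECRs, and 3222, 802 and 1275 for the sets. For the 0 ECR genes of Δ72kb, 0 had an unadjusted p below 0.05 with glmTreat in edgeR, and 118 had it in the quasi-likelihood test.

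Δ72kb had the least stable counts. On the chromosome they were 419 by DESeq2, 327 by the likelihood ratio test and 6 when only Δ72kb and Dshi-5 were fitted, and on the ECRs 69, 53 and 0. With a library left out, the chromosomal count was 46, 57 and 22 without Dshi-5 replicate A, B and C, 343 without Δ72kb replicate A, 188 without B and 343 without C, a range from 22 to 343. The ECR count was 9, 9 and 4 without Dshi-5 replicate A, B and C and 62 without Δ72kb replicate C, a range from 4 to 62. Of the 188 genes called without replicate B, 117 were also among the 205 called with it. The cause was not tested.

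With a library of Dshi-5 or of the strains compared left out, Dshi-6 had 1484 to 1768 chromosomal genes, Δ86kb 1904 to 2004, Δ191kb 1815 to 1893, and the difference between Dshi-6 and Δ86kb 1307 to 1815. The ECR genes were 238 to 273, 272 to 288 and 201 to 218. At least 1 strain had 3006 to 3228, Dshi-6 and Δ86kb shared 939 to 1291, and all 3 strains 529 to 804, with 529 without Dshi-5 replicate C. Since all 15 libraries were fitted together, leaving out a library of a strain that is not compared also moved these counts. The highest counts over all 15 libraries came without Δ72kb replicate B, with 2083 chromosomal genes for Dshi-6, 2374 for Δ86kb, 2298 for Δ191kb, 2044 for the difference between Dshi-6 and Δ86kb, 3312 in at least 1 strain, 1536 in both Dshi-6 and Δ86kb and 1046 in all 3. The correlation lay between 0.674 (without Dshi-6 replicate C) and 0.777.

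Replicates with the same letter did not deviate together, since 30 correlations of their deviations between strains ranged from -0.546 to 0.315 with a median of -0.0171 and 7 were above 0.1. With a replicate block, Dshi-6 had 1733 chromosomal genes, Δ86kb 2138, Δ191kb 2011 and Δ72kb 107, Δ72kb had 20 ECR genes, and the correlation was 0.741.

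Spearman's coefficient for Dshi-6 and Δ86kb was 0.632 where Pearson's was 0.741. The 86-kb replicon relative to the chromosome had a ratio of 1.32 in Dshi-6 and 2.21 in Dshi-5 when counts per kb were summed, which weights abundant genes, and of 1.20 in Dshi-6 without division by length, against 1.05 and 1.79 from medians. With a library left out it was 1.01 to 1.08 and 1.76 to 1.81. In the multidimensional scaling, the gap on dimension 1 was 0.13 with all genes and 0.54 with 500. The cause was not tested.

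Among group medians, that of imuA-imuB-dnaE2 in Δ86kb (-1.64) was -1.68 with chromosomal library sizes, -1.68 with thinned counts and -1.59 with Δ72kb replicates A and C only, and between -1.67 and -1.60 with a library left out. With a library left out, denitrification in Δ86kb ranged from 3.78 to 3.95, alginate in Δ191kb from -2.09 to -1.84, the Tad pilus in Δ86kb from -2.14 to -2.04, and the 126-kb clusters in Δ191kb from -0.41 to -0.27 and from -0.64 to -0.44.

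Genes with few counts limit what can be detected. dnrE had between 15 and 29 counts in the Dshi-5 libraries, and Dshi_1897 between 20 and 44 in the Dshi-6 libraries.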

Differences from the paper's values

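Here, the alternatives with Δ72kb replicates A and C only were chosen after the values were seen, and the others were set before the data were examined. Among these, glmTreat was chosen because the p values of Table S1A, which had been read by then, are 1 for nearly all genes with a change below 1.

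The paper gives 809 chromosomal genes regulated in at least 1 of Dshi-6, Δ86kb and Δ191kb, and the count here was 3222. Among the 22 alternatives set before the data were examined, the count came within 1.5 times the paper's only with glmTreat against an absolute log2 fold change of 1 (632), and the others did not, up to 3366. For genes in a single strain the paper gives 82 for Dshi-6, 200 for Δ191kb, 225 for Δ86kb and 507 in total, and the counts here were 213, 448, 452 and 1113. Again glmTreat alone of the 22 came within 1.5 times, with 80, 163, 158 and 401, and the highest counts of the others were 257, 557, 536 and 1338. For genes in both Dshi-6 and Δ86kb and not in Δ191kb, the paper gives 175, and the count here was 473. Both glmTreat (161) and the threshold of 1 on the absolute log2 fold change (245) came within 1.5 times, and the others did not, up to 554. For genes in all 3 strains the paper gives 49 and the count here was 802, and none of the 22 alternatives came within 1.5 times, with counts from 23 to 1128. With glmTreat and Δ72kb replicates A and C only, an alternative chosen after the values were seen, the counts were 800 in at least 1, 79 for Dshi-6, 197 for Δ191kb, 230 for Δ86kb, 506 in total, 176 and 45, and among the genes of Table S1A that were read, it drops 8 of the paper's 452 in at least 1 strain, 4 of 41 for Dshi-6, 1 of 118 for Δ191kb, 5 of 150 for Δ86kb, 10 of 309 in total, 2 of 83 in both Dshi-6 and Δ86kb only and 0 of 18 in all 3 (P at or below 0.05 in that table). For the genes that were not read, the number is not countable.

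For Δ72kb the paper gives 1 differentially expressed gene, and the count here was 240 on the chromosome and the ECRs. None of the 16 alternatives set before the data were examined came within 1.5 times, with counts from 2 to 488. With glmTreat and Δ72kb replicates A and C only, chosen after the values were seen, the count was 1, and the gene was Dshi_3135, so that it drops 0 of the paper's 1 gene.

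For ECR genes, the paper's Venn diagram has about 21 in Dshi-6, about 33 in Δ86kb and about 27 in Δ191kb in Fig. S9C, read by eye, and the counts here were 290, 319 and 230. Of the 16 alternatives, glmTreat came within 1.5 times, with 20, 31 and 22, and the others did not, up to 315, 375 and 285. With glmTreat and Δ72kb replicates A and C only, chosen after the values were seen, they were 28, 37 and 31, and how many of the paper's own genes it drops is not countable, since no ECR gene is among those read in Table S1A.

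The Δ72kb log2 fold changes of Table S1A differ from those over all 3 replicates for 9 named genes. The paper's value is 0.13 for Dshi_0072 (here -0.10), -0.14 for Dshi_0329 (here -0.45), -0.36 for Dshi_1138 (here -0.64), -0.56 for Dshi_1507 (here -0.94), 0.10 for Dshi_1508 (here -0.15), -0.29 for Dshi_1584 (here -0.45), 0.93 for Dshi_1585 (here 0.49), -0.34 for Dshi_1803 (here -0.56) and -0.56 for Dshi_1804 (here -0.88). Of the 13 alternatives, leaving out Δ72kb replicate B gave values within the error of the paper's for all 9. Leaving out Dshi-5 replicate A did so for Dshi_1138, Dshi_1584, Dshi_1585, Dshi_1803 and Dshi_1804, Dshi-5 replicate B for Dshi_1507, and Dshi-5 replicate C for Dshi_1585, and the other alternatives did not.

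The paper states that the genes of the CtrA phosphorelay were not affected by the 102-kb plasmid. Of these only ctrA was examined here, and it was lower in Dshi-6 (-1.07), with -0.75 in both Δ86kb and Δ191kb, and not called in any of these strains by glmTreat. The paper states the same for quorum sensing components, of which Dshi_0312 had 0.51 in Dshi-6, also not called by glmTreat. The paper states that the large terminase gene and gafA were highly expressed in Dshi-6 and Δ86kb. Taken as a change against Dshi-5, Dshi_2178 was higher in Dshi-6 (1.13), as the paper states, and lower in Δ86kb (-0.89, lost without Dshi-5 replicate A at -0.77), and Dshi_1584 was lower in Dshi-6 (-0.64) and not called in Δ86kb (0.34), where its increase was called without Δ86kb replicate C (0.43), when only Δ86kb and Dshi-5 were fitted (0.39), with thinned counts (0.34) and with Δ72kb replicates A and C only (0.39). The paper states no effect on dnrD, which was called with small increases of 0.32 in Dshi-6 and 0.29 in Δ86kb, and not by glmTreat. These calls were lost in Dshi-6 without Dshi-6 replicate A (0.33), B (0.30) or C (0.28) or Dshi-5 replicate B (0.26) or C (0.27), and in Δ86kb without Dshi-5 replicate B (0.23) or C (0.23) or Δ86kb replicate B (0.28). They were also lost in Dshi-6 with RLE size factors (0.27) and when only Dshi-6 and Dshi-5 were fitted (0.30), and in Δ86kb with chromosomal library sizes (0.25) and by the likelihood ratio test (0.29). For dnrF and fnrL, which the paper names beside it, edgeR's quasi-likelihood test on all libraries called no change. The decrease of fnrL in Dshi-6 (-0.33) was called by DESeq2, with RLE size factors, with chromosomal library sizes, when only Dshi-6 and Dshi-5 were fitted, without Dshi-6 replicate B (-0.41) and with Δ72kb replicates A and C only, and that in Δ86kb (-0.28) when only Δ86kb and Dshi-5 were fitted. The paper states that all competence genes were lower in both strains, and Dshi_1804 was lower in Dshi-6 (-1.96) and not called in Δ86kb (-0.37), although it was called there when only Δ86kb and Dshi-5 were fitted. dprA was lower in both. The paper states that no ECR gene was regulated in Δ72kb, where 35 were called by edgeR's quasi-likelihood test, 69 by DESeq2, and 0 by glmTreat, in which 0 had an unadjusted p below 0.05. Without Dshi-5 replicate A, B or C the count of 35 became 9, 9 or 4, and without Δ72kb replicate C 62. The paper ranks Dshi-6 and Δ86kb as the pair with the largest overlap. With the genes common to all 3 strains included, that pair shared 1275 genes and Δ86kb and Δ191kb 1302, and the genes outside that common set were 473 for this pair and 500 for Δ86kb and Δ191kb. By glmTreat the pairs shared 184 and 48 genes, with 161 and 25 outside the common set. The paper ranks Δ86kb first for genes in a single strain, as here (452 against 448 for Δ191kb), whereas by glmTreat Δ191kb had 163 and Δ86kb 158. With glmTreat and Δ72kb replicates A and C only, chosen after the values were seen, the order was the paper's, with 230 for Δ86kb and 197 for Δ191kb. Fig. S9E draws galactose and nitrogen metabolism as lower in Δ191kb, while the galactose genes taken here had a median of 2.15 and the denitrification region of 1.16, although the sets of genes are not the same.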

Other observations

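The tests of possible causes were all chosen after the results were seen, apart from the split of the Dshi-5 libraries and the other splits of the samples, which were set before the data were examined but whose predicted outcomes were written down only afterwards.

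By other splits of the same libraries alone, chance cannot be excluded for the counts of a single comparison, because 3 libraries against 3 allow only 10 splits and the real split is always 1 of them. This holds for the chromosomal and ECR genes called in Dshi-6, Δ86kb, Δ191kb and Δ72kb and for the difference between Dshi-6 and Δ86kb, in each of which 1 of 10 splits, the real one, gave a count as large and edgeR's quasi-likelihood test called no gene in any of the other 9. Apart from the splits, 20 simulations of unchanged strains with shared, likewise simulated Dshi-5 libraries had at most 1 chromosomal gene called in Dshi-6, Δ86kb and Δ191kb together, far below the counts of these strains. For the genes in at least 1 strain, in all 3 strains and in both Dshi-6 and Δ86kb, 1 of 100 drawn splits, the real one, gave a count as large. A chance assignment of libraries to strains can thus be excluded. The next highest counts were 946, 217 and 873. Whether unrelated lists as long as the real ones would share as many genes was not tested. The splits cannot tell, as most of those over Dshi-5 and the 3 strains called no gene. For the correlation between Dshi-6 and Δ86kb, 37 of 100 splits gave a coefficient as large as the 0.741 of the real split. The splits mix libraries of strains that differ and gave coefficients from -0.655 to 0.955, so they cannot decide whether chance explains it. In 20 simulations of unchanged strains with shared, likewise simulated Dshi-5 libraries the coefficient was 0.464 to 0.537. This argues against noise alone in strains without any change.

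The correlation between the changes in Dshi-6 and Δ86kb was 0.722 on average when the Dshi-5 libraries were split between the comparisons, which argues against shared Dshi-5 libraries as its whole cause, as simulations with shared libraries gave 0.511. Given the shift of Δ72kb replicate B, the partial correlation was 0.640. That shift rests on 1 library and measures its state only with error, so the test cannot exclude that state as a cause. The correlation was 0.748 without the 100 most abundant genes and 0.701 without the denitrification, flagellar, Tad pilus, alginate, inositol and galactose genes. A common response of both strains stays open.

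The 86-kb replicon had a lower level relative to the chromosome in Dshi-6 than in Dshi-5, with a ratio of 0.586. The lowest such ratio of the other ECRs was 0.732, for the 153-kb replicon, so a fall shared by all ECRs does not account for the whole of it. Without the 10 most abundant genes of the plasmid the ratio was 0.591, and without genes whose protein is also encoded elsewhere it was 0.555. Of 68 genes of the plasmid, 58 had a negative log2 fold change. Fewer copies of the plasmid per cell may explain this, but cannot be told apart here from lower transcription, since the counts measure RNA only.

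In Δ86kb, 57.5% of the counts on 86-kb genes lay on 6 genes whose protein is also encoded on another replicon, in line with reads shared with these copies. The median level of the other 62 genes was 0.117% of that in Dshi-5. Among these 62 genes, 3 stayed above 50% of their level in Dshi-5, Dshi_4106 (93.6%), Dshi_4090 (87.3%) and Dshi_4105 (75.7%), and 6 had 0 counts in all 3 libraries. Plasmid left in some cells or RNA from another library may explain the low remainder, and the 2 cannot be told apart from misplaced reads with these counts.

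The 71 genes of the 126-kb plasmid that encode the same RefSeq protein as a gene of the 191-kb plasmid had a median log2 fold change of -0.035 in Δ191kb, with 20 of 38 called genes lower, and the other 64 of -0.33, with 27 of 32 lower. The medians of these groups were -0.05 and -0.20 in Dshi-6 and -0.11 and -0.36 in Δ86kb, so that the same contrast was found in strains that carry the 191-kb plasmid, and the loss of reads is not needed for it. For Δ191kb itself, reads lost with the copies on the 191-kb plasmid cannot be told apart from lower expression here, since the first group moved in both directions and the second may hold copies that are similar without encoding the identical protein.

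Dshi_3135, Dshi_2053 and Dshi_0951 were all lower in Δ72kb. In the 15 libraries, the highest of their 3 counts was at most 1.33 times the lowest, which is consistent with shared reads, so that they may count as a single signal. No gene of the 72-kb chromid, 0 of 73, has the same RefSeq protein in the annotation. Dshi_0951 has nearly the same counts without having the same protein, so that a similar copy lost with the chromid cannot be told apart from a lower level of these genes by protein names. Sequences were not examined.

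The Δ72kb log2 fold changes of Table S1A differed from those over replicates A and C by a median of 0.0011 over 1997 genes, and from those over all 3 replicates by 0.137, where the correlation was 0.753. This is consistent with replicate B having been left out of that comparison. In the fit without replicate B, the values of Dshi-6, Δ86kb and Δ191kb also lay closer to the table, with median differences of 0.0077, 0.0114 and 0.0014 in place of 0.0202, 0.0383 and 0.0282.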
